# ALDH1A1 promotes immune escape of tumor cells through ZBTB7B-glycolysis pathway

**DOI:** 10.1038/s41419-024-06943-9

**Published:** 2024-08-07

**Authors:** Mingyuan Wang, Taoli Wang, Jinjin Wang, Yuexin Yang, Xi Li, Huan Chen, Jingnan Liao

**Keywords:** Tumour immunology, Prognostic markers

## Abstract

The primary impediment to the success of immunotherapy lies in the immune evasion orchestrated by tumors, contributing to the suboptimal overall response rates observed. Despite this recognition, the intricacies of the underlying mechanisms remain incompletely understood. Through preliminary detection of clinical patient tissues, we have found that ALDH1A1 was a key gene for the prognosis of cancer patients and tumor glycolysis. In vitro experiments and tumor formation in nude mice suggested that targeting ALDH1A1 could inhibit tumor growth. Through further analysis of xenograft tumor models in immune-normal mice and flow cytometry, we found that deficiency in ALDH1A1 could promote immune system suppression of tumors in vivo. Specifically, RNA-seq analysis, combined with qPCR and western blot, identified the transcription factor ZBTB7B as downstream of ALDH1A1. The binding sites of the transcription factor ZBTB7B on the LDHA promoter region, which is responsible for regulating the rate-limiting enzyme gene LDHA in glycolysis, were determined using luciferase reporter gene detection and Chip-qPCR, respectively. In addition, the increased SUMOylation of ZBTB7B stabilized its transcriptional activity. Further in vivo and in vitro experiments confirmed that the combination of targeting ALDH1A1 and ZBTB7B with immune checkpoint inhibitors could synergistically inhibit tumors in vivo. Finally, after conducting additional verification of patient tissue and clinical data, we have confirmed the potential translational value of targeting ALDH1A1 and ZBTB7B for tumor immunotherapy. These results emphasize the potential translational significance of targeting ALDH1A1 and ZBTB7B in the realm of tumor immunotherapy. The convergence of ALDH1A1 inhibition and immune checkpoint blockade, particularly with PD-L1/PD-1 mAb, presents a compelling avenue for curtailing tumor immune escape.

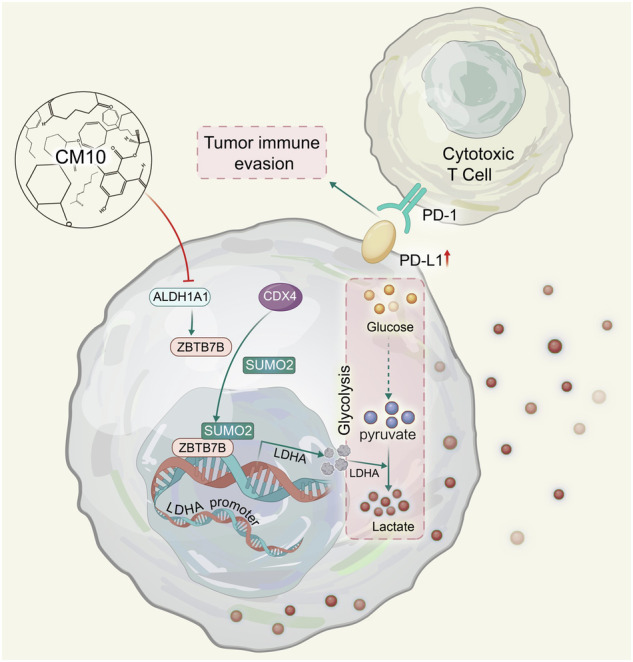

## Introduction

The advent of contemporary immunotherapy represents a beacon of hope for patients grappling with various malignancies, particularly non-small cell lung cancer (NSCLC), which is characterized by a paucity of treatment options. This breakthrough marks a significant milestone in the landscape of cancer therapeutics [1]. Immune checkpoint inhibitors (ICIs), typified by PD-1/PD-L1 inhibitors, have garnered considerable attention owing to their notable efficacy in treating a spectrum of solid tumors [2, 3]. However, the response rates to PD-L1/PD-1 blockade fall short of 40%, and certain patients manifest primary or secondary resistance to immunotherapy [4, 5]. The precise mechanisms underpinning tumor immune evasion remain elusive [6]. Therefore, comprehending the molecular intricacies governing the regulation of tumor immune escape assumes paramount importance, as it holds profound implications for refining the efficacy of anti-PD-L1/PD-1 therapy and shaping prognostic outcomes.

Accumulating empirical evidence accentuates the pivotal role of tumor cell glycolysis not only in sustaining tumorigenesis and cellular survival but also in orchestrating the intricate interplay between tumor cells and immune cells through the release of lactate [7]. Elevated concentrations of lactic acid can be internalized and metabolized as a crucial fuel substrate, thereby fostering tumor angiogenesis and facilitating tumor invasion and metastasis [8]. Moreover, heightened levels of lactic acid in the tumor microenvironment exert an immunosuppressive effect, activating the immune checkpoint PD-1 and instigating resistance against PD-L1/PD-1 therapy [9]. Recent investigations underscore the ability of the key rate-limiting enzyme HK2 in glycolysis to activate the NF-κB pathway, thereby promoting PD-L1 expression and facilitating immune evasion by tumors [10]. Consequently, modulating lactate accumulation by intervening in the glycolytic process of tumor cells emerges as a promising strategy to counteract tumor immune evasion.

Aldehyde dehydrogenase 1A1 (ALDH1A1), an NADP-dependent enzyme within the ALDH family, assumes a critical role in diverse physiological and toxicological processes [11, 12]. Identified as a marker for numerous tumor-initiating cells, ALDH1A1 contributes to maintaining the stemness of tumor cells, promoting tumor angiogenesis and metastasis, and playing a pivotal role in the development of resistance to anticancer drugs [13–15]. Importantly, ALDH1A1 has been implicated in lowering intracellular pH in breast cancer cells, suppressing antitumor immunity, and thereby fostering cancer progression [16]. This underscores ALDH1A1’s potential as a synergistic therapeutic target for immunotherapy, although the mechanistic understanding remains in its infancy.

The ZBTB family of transcription factors, distinguished by a BTB domain at the N-terminus and multiple zinc-finger domains at the C-terminus, assumes a pivotal role in a spectrum of physiological and pathological cellular events [17]. Existing literature posits ZBTB7A’s involvement in the regulation of gene transcription for key enzymes in cellular glycolysis [18]. Furthermore, antecedent research from our group has identified ZBTB34 and ZBTB41, members of the ZBTB family, as promoters of tumor proliferation and prognostic indicators [19, 20]. Nevertheless, the potential involvement of ZBTB proteins in the intricate process of tumor immune escape remains largely unexplored.

In this study, we elucidate that ZBTB7B, a member of the ZBTB family, functions as a transcriptional regulator of LDHA, the key rate-limiting enzyme controlling lactate production in tumor cells. Specifically, ALDH1A1 upregulates ZBTB7B in tumor cells, subsequently promoting the upregulation of LDHA. Enhanced SUMOylation of ZBTB7B further stabilizes its transcriptional activity. ALDH1A1, through the ZBTB7B-glycolysis pathway, instigates the excessive accumulation of lactic acid in the tumor microenvironment, culminating in the diminution of anti-tumor immune cell infiltration in the tumor tissue and, consequently, amplifying tumor immune escape. Our findings underscore the pivotal role of ALDH1A1 and ZBTB7B as critical regulators of lactate accumulation in tumors. Furthermore, these proteins emerge as potential predictive indicators for PD-L1/PD-1 therapeutic efficacy and promising targets for combination therapy.

## Materials and methods

### Experimental model and subject

Cell lines—referring to our previous methods [19–21], the human colon cancer cell line HT29, the human lung cancer cell line A549, the mouse colon cancer cell line CT26, and the mouse lung cancer cell line LLC were treated with 10% FBS (BI) cultured in DMEM medium (BI). Routine testing of all cell lines using the MycoAlert Mycoplasma Detection Kit (Lonza, Rockland) was negative.

Mice—Balb/c and Balb/c nude mice were purchased from Hunan SJA Laboratory Animal Co., Ltd, and bred in the Experimental Animal Center of Central South University. Mice used are female and specific pathogen free (SPF) grade and are usually injected subcutaneously at 6 weeks of age. In each treatment group, 5–7 mice were used to observe changes in tumor phenotype, and 5 mice were used to record the survival rate. The experimental mice were grouped according to the principle of random assignment. The blinded study was used, and the experimental implementer was blinded to the group of animals. This animal protocol was approved by the Ethics Committee of Xiangya Hospital (Central South University, Changsha, Hunan, China) (2021-XMSB-0200). All experiments strictly followed the guidelines for the investigation of pain in animal experiments to minimize animal suffering.

Clinical tissue samples and clinical data—Tumor tissues and corresponding follow-up data of patients with NSCLC (64 cases) and colon cancer (64 cases) who were hospitalized in Zhuzhou Hospital Affiliated to Xiangya School of Medicine, Central South University from 2015 to 2016 were collected. All tissues were stored at −80 °C. In addition, paraffin sections of nivolumab-responsive or non-responsive NSCLC patients hospitalized at Zhuzhou Hospital Affiliated to Xiangya School of Medicine, Central South University were also collected in this study. The study protocol has been approved by the Ethics Review Committee of Zhuzhou Hospital Affiliated to Xiangya School of Medicine, Central South University (ZZCHEC2021162-01). All tissue samples were collected in accordance with the informed consent policy and under the guidance of pathology experts without affecting the diagnosis and treatment of patients.

### Plasmids and vectors

For stable transfected cell lines, hairpin-carrying ALDH1A1 shRNA lentiviral vectors were purchased from Shanghai Genechem. 

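The human target sequences were searched in the reference transcript of ALDH1A1, the gene of a cytosolic aldehyde dehydrogenase that lies on the minus strand of chromosome 9 in GRCh37, from 75515587 to 75695358. The sequence of shALDH1A1 #H1, GCCAAATCATTCCTTGGAATT, matched 21 of 21 bases in the coding sequence, at positions 544 to 564 of the transcript, across the junction of exons 5 and 6. The sequence of shALDH1A1 #H2 as printed, CGGGCTAAAGAAGTATATCCTT, holds 22 bases and had no exact match in this transcript. With 1 A left out, CGGGCTAAGAAGTATATCCTT matched exon 9, in the coding sequence, at positions 1029 to 1049 of the transcript.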

Targeting sequences are described as follows: shALDH1A1 #H1: GCCAAATCATTCCTTGGAATT; shALDH1A1 #H2: CGGGCTAAAGAAGTATATCCTT; shAldh1a1 #M1: CCCAGTTCTTATCCAAGAATA; shAldh1a1 #M2: CGAGCTAAGAAATATGTTCTT; shZbtb7b #M1: CTGAACTATGAAGTCTTTGA A; shZbtb7b #M2: GAGATAGCTATAGTCCTCCTA.

For transient transfection reporter assays, all of these ALDH1A1-OE, Aldh1a1-OE, Zbtb7b-OE, Flag-Cdx4, HA-Zbtb7b, His-SUMO1/2/3, pGL3-CD274 promoter plasmids and pGL3-CD274-mut were Synthesized by Shanghai sangon biotech. Specific mutations of the putative binding sites were designed, and the sequences are listed in Fig. 4G.

For CRISPR sgRNA sequence: sgZbtb7b: Forward, 5′-caccgGGAGAAGATGGGGAGCCCCG-3′, Reverse, 5′-aaacCGGGGCTCCCCATCTTCTCCc-3′.

### Determination of glycolytic indicators

Glucose Uptake Colorimetric Assay Kit, Pyruvate Colorimetric Assay Kit, Lactate Assay Kit, ATP Colorimetric Assay Kit were purchased from Biovision (Biovision, USA) and used to measure glucose uptake, pyruvate, lactate, and ATP level. For specific operation methods, refer to the manufacturer’s instruction manual.

The ECAR and OCR were determined using the Seahorse Bioscience XF96 Extracellular Flux Analyzer (Seahorse Bioscience, USA). Experiments were performed according to the manufacturer’s instructions. ECAR and OCR were measured using the Hippocampus XF Glycolytic Stress Test Kit and the Hippocampus XF Cell Mitotic Stress Test Kit (Agilent Technologies), respectively.

### Western blot analyses

Referring to our previous research method [22], cells were lysed in RIPA lysis buffer (Beyotime, China) supplemented with protease inhibitors (Selleck, USA). Protein concentration was measured using a BCA reagent (Beyotime, China) meter. Equal amounts of proteins were separated by SDS-PAGE and immunoblotted with different antibodies. Immunoblots were detected using a gel image analysis system (Bio-Rad, USA). The gray value of the bands was analyzed by ImageJ software, and the protein expression was quantitatively analyzed. The primary antibodies used were anti-ALDH1A1 (Abcam, USA), anti-LDHA (Abcam, USA), anti-β-actin (Cell Signaling Technology, USA), anti-AKT and anti-p-AKT (Abcam, USA), anti-mTOR and anti-p-S6K (Abcam, USA), anti-ZBTB7B (Abcam, USA), anti-PD-L1 (Abcam, USA), anti-Xbp1 (Abcam, USA), anti-Gata4 (Abcam, USA), and anti-Flag/HA/His tag (Abcam, USA).

### RNA extraction and qRT-PCR

RNA was extracted using the Trizol method. The RNA reverse transcription procedure was performed according to the instructions of the TaKaRa reverse transcription kit (TaKaRa, China). The qPCR primer sequences of related genes were designed and synthesized by Shanghai Shenggong Bioengineering Co., Ltd. All genes have been compared to Actb as an internal reference gene. The primer sequences are shown in Supplementary Table S1.

### Dual luciferase reporter assay

Briefly, the target DNA fragment was obtained by extracting CT26 cell DNA and PCR technique, and the fragment was inserted into the pGL-3 reporter gene vector. The Ldha promoter-pGL-3 recombinant plasmid and the Zbtb7b overexpression vector were co-transfected into WT CT26 cells. Subsequently, a microplate reader was used to detect the intensity of the luciferase reaction in the dark. Bioinformatics analysis predicted the possible binding site of Zbtb7b in the Ldha promoter region. A site-directed mutagenesis kit (Biotechnology, China) was used to mutate multiple adjacent bases at the predicted binding site to construct a reporter gene for site-directed mutagenesis of the Ldha promoter. Binding of Zbtb7b to target DNA was determined by comparing the ratio of the response intensities of firefly luciferase and Renilla luciferase.

### ChIP analysis of Zbtb7b and Ldha promoter region binding

After DNA immobilization, the long DNA strands are broken into DNA fragments of 200–1000 base pairs. Adjust the concentration of the system, adding Zbtb7b antibody and IgG antibody. Then, unbound DNA fragments are discarded and solution buffer is added to elute the antibody from the complex. Target DNA fragments were detected by PCR.

### Generation of CRISPR-edited cells

To generate Zbtb7b-KO cell lines, specific guide RNAs (sgRNAs) were designed using the CRISPR MIT tool (Zhang Lab, MIT). Briefly, the sequence of the sgRNA targeting Zbtb7b was cloned into the LentiCRISPR2 vector. The lentiviral construct was transiently transfected into HEK293T cells using PolyJet transfection reagent (SignaGen, USA) and placed in 1 μg/mL puromycin (Sigma-Aldrich, USA) to select successfully transfected cells. 48 hours after selection, Zbtb7b-deficient monoclonals were picked. Characterization was performed by WB to assess the reduction of Zbtb7b expression and gene editing of Zbtb7b was confirmed by sequencing.

### T-cell co-culture model

CD8+ T cells were sorted from spleens of BABL/c mice using flow cytometry and placed on supplemented IL-2 (1000 U/mL). On day 1, cells were seeded in 6-well plates at a density of 2 × 10^6^ per well and treated with mouse IFN-γ (1000 U/mL). On day 2, anti-CD3 antibody (50 ng/mL) and IL-2 (1000 U/mL) were added to the medium to promote T cell activation. Stimulated CD8+ T cells were then harvested and co-cultured with CT26 cells at a ratio of 10:1 for 24 h. T cells and cell debris were removed by washing with PBS, then viable cancer cells were quantified by a spectrometer at OD (570 nm), followed by crystal violet staining.

### Flow cytometry analysis

In this study, all above-mentioned flow cytometry antibodies and reagents were purchased from BioLegend, San Diego, CA, USA. For mouse samples, single-cell suspensions of CT26 xenografts were obtained by quick and gentle dissection, physical trituration, and filtration. After removing dead cells, cells were stained for 20 min with APC-CD3 (100236), PECY17-CD8α (100722), BV421-PD1 (135218), BV785-TIM3 (119725) and APC-PD-L1 (124312). After fixation and permeabilization by True-Nuclear Transcription factor Buffer Set, intracellular Gzmb was stained using FITC-Gzmb antibody. Stained cells were analyzed by FACS Dxp AthenaTM (Cytek, USA). Data were further analyzed by Flow Jo 10.0 software.

### Immunohistochemical and Immunofluorescence

Each tissue sample was stained with the indicated primary antibody and biotin-conjugated secondary antibody, followed by incubation with avidin-biotin-peroxidase complex. Visualization of target proteins was performed by diaminobenzidine (DAB), where the presence of brown color indicates the expression of target molecules. To quantify these immunohistochemical results, images were further processed by 3D HISTECH Quantitative Center 2.1 software. The staining intensity of the target protein and the percentage of tumor cell area were analyzed by software.

For immunofluorescence, 4 μm paraffin sections of patient samples were bake-deparaffinized. Antigens were recovered in EDTA antigen retrieval buffer (pH 8.0) and held at subboiling temperature for 8 min, resting for 8 min, and then another subboiling temperature for 7 min. After autofluorescence quenching, samples were blocked with 3% BSA, PBS and 0.25% Triton X-100 for 1 h at room temperature. Incubate the primary antibody in blocking solution overnight at 4 °C and the next day at room temperature for 30 min. After extensive washing in PBS-0.25% Triton X-100, the secondary antibody was added to the blocking solution and incubated for 2 h. Each primary antibody was stained separately and antigen was retrieved again by microwave in EDTA antigen retrieval buffer (pH 8.0) between each staining interval. After extensive washing in PBS-0.25% Triton X-100, cover slips with anti-fade mounting medium. Then incubated with DAPI solution for 10 min at room temperature and store in a dark place. Detect and capture images by fluorescence microscopy.

### RNA-seq analysis

RNA-seq library construction was completed by Huada Gene Company (Shenzhen, China). Raw data were processed using the CASAVA V1.6 software package. Quality control of each sample was completed using FASTQC V0.11.5. HISAT47 aligns clean reads to the human reference genome hg19. Gene expression was calculated using RSEM48 and differential expression was determined by an algorithm developed at BGI. 

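The genes at the thresholds of the paper's methods numbered 391 of 7971 with edgeR's quasi-likelihood test, with 1 higher and 390 lower in shALDH1A1 HT29 cells than in CTRL cells. The number was 0 without any 1 of the 4 shALDH1A1 libraries and without CTRL replicate 3, 4983 without CTRL replicate 2 and 1079 without CTRL replicate 4. The common dispersion was 0.853, a biological coefficient of variation of 0.923.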

Differentially expressed genes (DEGs) with |log2(fold change)| > 1 and FDR < 0.001 were considered significant. Gene set enrichment analysis (GSEA) was performed using Xiantao Academic Online Tools (https://www.xiantao.love/products). All data, including sequencing reads and expression matrices, have been deposited in NCBI’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). All datasets generated in this study can be accessed under a GEO superseries with accession number GSE225822 and GSE269935.

### ALDH activity assay

The ALDH Activity Assay Kit (Abcam, ab155893) was utilized for the quantification of ALDH activity in HT29 cells treated with CM10 at a concentration of 10 μM for a duration of 2 h. In the experimental procedure, NADH standards were added to a 96-well plate, and the volume was adjusted to 50 μl per well with the ALDH Assay Buffer. The cells were then mixed with the ALDH assay buffer to remove nuclei and insoluble substances. Subsequently, the plate was incubated at room temperature for 20–60 min, and the absorbance is measured at 450 nm.

### Extracellular lactate measurement

ALDH1A1 (Abcam, ab89491) solutions at various concentrations were prepared and added to the supernatants of HT29 and A549 cells for 10 min. The lactate concentration in the supernatants was measured using a human lactate ELISA kit (Abcam, ab65330). Briefly, 10 μl of each sample was mixed with 40 μl of lactate assay buffer in a 96-well plate, and the standards were prepared using the kit’s assay buffer. The reaction mixture was added to each well, incubated for 30 min at room temperature away from light, and the absorbance was read at 570 nm.

### Immunoprecipitation assay

CT26 cells were seeded on 10 cm plates. After 24 hours, cells were harvested and incubated in lysis buffer containing protease inhibitor cocktail (40 mM HEPES, 120 mM NaCl, 10 mM sodium pyrophosphate, 10 mL sodium glycerophosphate, 1 mM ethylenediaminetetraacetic acid (EDTA), 50 mM sodium fluoride, 0.5 mM sodium orthovanadate, 1% Triton X-100), and then rotated at 4 °C for 1 h to dissolve the protein. Soluble protein was collected and immunoprecipitated overnight with the antibodies. Add Protein-A/G agarose beads to protein lysates and incubate overnight in the refrigerator. Beads were centrifuged and washed at least three times with lysis buffer. After the supernatant was discarded, the precipitate was added to 25 μl of 2 × loading buffer, the sample was boiled and centrifuged, and the supernatant liquid was absorbed to verify the interaction between the target proteins by western blotting.

For the Ni^2+^ bead pull-down assay, Ni^2+^-NTA agarose was used to precipitate His-tagged SUMO1/2/3 from cell lysates. Resolved by 8% SDS-PAGE and processed for immunoblotting.

### Mouse tumor model

For the immunodeficient mouse model, CT26 cells were injected subcutaneously into Balb/c nude mice in 100 μL of culture medium. Tumor growth was measured using digital calipers, and tumor size was recorded. For the immunocompetent mouse model, the indicated tumor cells were injected subcutaneously into Balb/c mice. The initial dose of cells injected subcutaneously was 5 × 10^6^ cells. After the experiment was over, the tumor was collected and the tumor weight was measured. For live mice, subcutaneous tumors were measured using bioluminescent imaging after anesthesia with isoflurane.

### Statistical analysis

Data are expressed as mean ± S.D. Statistical analysis was performed by Student’s *t* test when only two value sets were compared. Two-way ANOVA was used when the data involved three or more groups. Survival was calculated and analyzed using the Kaplan–Meier method, and the Gehan Breslow-Wilcoxon test was used to test for differences between survival curves. For correlation analysis, correlation coefficients r and *p* values were calculated based on Spearman’s rank correlation method. *P* < 0.05, *P* < 0.01 or *P* < 0.001 were considered to be statistically significant, indicated by *, ** or ***, respectively.

## Results

### ALDH1A1 deficiency suppresses tumor glycolysis and inhibits tumor growth in immunodeficient mice

The acidification of the tumor microenvironment is intricately linked to the specific glucose metabolism pattern of the tumor [23]. Tumor glycolysis serves as an energy source crucial for sustaining tumor proliferation [24]. Additionally, glycolysis contributes to the excessive accumulation of lactic acid in the tumor microenvironment, creating a highly acidic milieu conducive to tumor progression [25]. Previous study has indicated that ALDH1A1 plays a role in lowering intracellular pH, supporting the maintenance of an acidic tumor microenvironment [16]. However, its specific role in tumors and its involvement in tumor cell glycolysis remain unclear. We collected tumor tissues from patients who underwent surgery for NSCLC and colon cancer, respectively. According to the immunohistochemistry of ALDH1A1 in the tissue sections, the samples were divided into two groups: the high expression group and the low expression group. The progression-free survival (PFS) analysis revealed that the ALDH1A1 high expression group exhibited significantly lower PFS than the low expression group, both in lung cancer and colon cancer (Fig. 1A, D). Further analysis demonstrated elevated ALDH1A1 expression in pathologically diagnosed high-grade (poorly differentiated) tumor tissues (Fig. 1B, E). Additionally, the ALDH1A1 high expression group exhibited elevated levels of glycolysis markers, including lactate and ATP, in tumor tissues (Fig. 1C, F). These findings underscore ALDH1A1’s pivotal role in tumor progression and its strong association with tumor glycolysis.

**Fig. 1:**
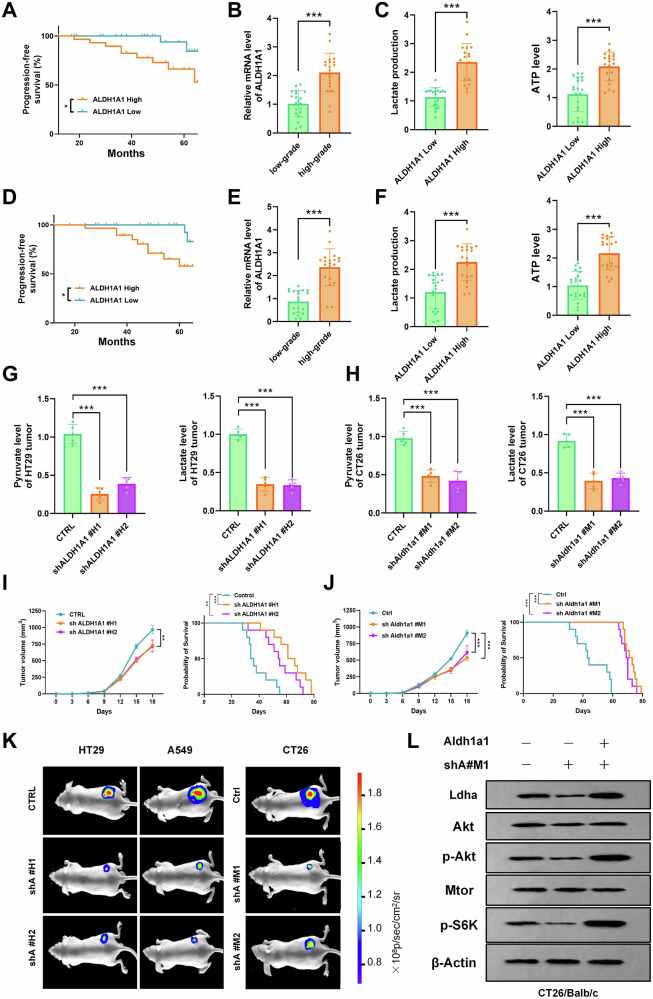
Genetic deficiency of ALDH1A1 reduced levels of tumor glycolysis and was associated with tumor growth suppression in an immunodeficient mouse model. **A** Kaplan–Meier survival curves of PFS in groups with high (32 cases) and low (32 cases) ALDH1A1 expression in NSCLC patients. **B** Histograms of ALDH1A1 expression in low-grade (highly differentiated, 20 cases) and high-grade (poorly differentiated, 20 cases) NSCLC tumors. **C** Histograms of glycolysis markers—lactate and ATP in NSCLC tumor tissues of the ALDH1A1 high (20 cases) and low (20 cases) expression group. **D** Kaplan–Meier survival curve of PFS in groups with high (32 cases) and low (32 cases) expression of ALDH1A1 in colon cancer patients. **E** Histogram of ALDH1A1 expression levels in low-grade (20 cases) and high-grade (20 cases) tumor tissues of patients with colon cancer. **F** Histograms of glycolysis markers—lactate and ATP in the colon cancer tissues of the ALDH1A1 high (20 cases) and low (20 cases) expression group. **G** Histograms of key products of glycolysis pyruvate and lactate in confounding negative control (CTRL) and two shALDH1A1 (#H1 and #H2) transfected HT29 xenografts in BALB/c nude mice. **H** Histograms of the key products of glycolysis pyruvate and lactate in confounding negative control (Ctrl) and two shAldh1a1 (#M1 and #M2) transfected CT26 xenografts in BALB/c nude mice. **I** Tumor growth curves of confounding negative control (CTRL) and two shALDH1A1 (#H1 and #H2) transfected HT29 xenografts in BALB/c nude mice and Kaplan–Meier survival curves of these mice (*n* = 10). **J** Tumor growth curves of confounding negative control (Ctrl) and two shAldh1a1 (#M1 and #M2) transfected CT26 xenografts in BALB/c nude mice and Kaplan–Meier survival curves of these mice (*n* = 10). **K** Cell lines from different sources (human intestinal cancer cell HT29, human lung cancer cell A549, and murine intestinal cancer cell CT26) were transfected with a mixed negative control (CTRL/Ctrl) and two shALDH1A1 (#H1 and #H2; #M1 and #M2) In vivo imaging photos of xenograft tumor models constructed in BALB/c nude mice. **L** Western blot analysis of LDHA/Akt/p-Akt/Mtor/p-S6K protein expression levels after shAldh1a1 #M1 knockdown and compensation experiments in CT26 cells (with β-Actin as internal reference). P.S. We specified that grade 1 was a low-grade tumor and grades 2–3 was a high-grade tumor. Results were presented as mean ± S.D.; ns not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

To investigate the impact of ALDH1A1 on tumor cell glycolysis in vitro, specific small hairpin RNA (shRNA) targeting human and mouse ALDH1A1 was generated and validated in three distinct tumor cell lines (Supplementary Fig. S1A–C). Knockdown of ALDH1A1 in human HT29 and A549 cells, as well as Aldh1a1 in murine CT26 cells, significantly impeded cell proliferation, with this inhibition intensifying over time (Supplementary Fig. S2A–D). Utilizing glucose uptake, pyruvate and lactate levels, ATP production, extracellular acidification rate (ECAR), and oxygen consumption rate (OCR) as specific glycolysis markers [26, 27], it was observed that ALDH1A1 knockdown significantly reduced pyruvate and lactate levels in HT29 cells (Fig. 1G) and exhibited a similar trend in murine CT26 cells (Fig. 1H).

Subsequently, HT29 and CT26 cells were inoculated into immunodeficient (BALB/c nude) mice for in vivo studies. Compared with the control group, the tumor volume in the shALDH1A1 or shAldh1a1-transfected groups was significantly diminished (Fig. 1I, J). Moreover, the survival time was prolonged in the shALDH1A1 or shAldh1a1 groups compared to the control group (Fig. 1I, J). In vivo imaging technology corroborated these findings, showing significantly restricted tumor growth in the transfected shALDH1A1 or shAldh1a1 groups in nude mouse xenograft tumor models constructed using HT29, A549, and CT26 cells (Fig. 1K).

Glycolysis, as a series of chain reactions, results in the breakdown of glucose into pyruvate and ultimately into lactic acid, concomitant with ATP production [28]. Through ALDH1A1 knockdown and compensation experiments, it was established that ALDH1A1 serves as an upstream driver of glycolytic effects in tumor cells (Supplementary Figs. S3–S5). As the key rate-limiting enzyme for lactate production, lactate dehydrogenase A (LDHA) is essential for synthesizing lactate (Supplementary Fig. S6A). Knocking down ALDH1A1 inhibited LDHA expression in HT29, A549, and CT26 cells (Fig. 1L and Supplementary Fig. S6B, C). Subsequently, the impact of LDHA expression on tumor growth was investigated by knocking down Ldha in CT26 murine tumor cells and inoculating them into immunodeficient (BALB/c nude) mice for in vivo studies, revealing significantly restricted tumor growth in the shLdha group (Supplementary Fig. S6D). This suggests that, in the absence of immunity, ALDH1A1 influences tumor growth by regulating LDHA.

The Akt/mTOR signaling pathway is an important regulatory signaling pathway for tumor proliferation and invasion [29]. In the present study, we sought to demonstrate the pro-tumor effect of ALDH1A1 by examining the Akt/mTOR signaling pathway, thereby demonstrating the potential feasibility of targeting ALDH1A1 for cancer therapy. Our study found that, ALDH1A1 knockdown decreased p-Akt and p-S6K expression downstream of mTOR, whereas overexpressing ALDH1A1 restored p-Akt and p-S6K (Fig. 1L and Supplementary Fig. S7). These results suggest that ALDH1A1 may be an important upstream signal for Akt/mTOR and regulate tumor proliferation in the absence of immunity, which is also consistent with previous study [30].

### ALDH1A1 deficiency enhances immune-mediated tumor confinement in vivo

To assess the influence of the intact immune system on the anti-tumor effects of shAldh1a1, CT26 mouse colon cancer cells were injected into immunocompetent BALB/c mice. Notably, the tumor size in the shAldh1a1 group exhibited a significant reduction, and the survival time of tumor-bearing mice was markedly prolonged (Fig. 2A, B). Similarly, in immunoactive BALB/c mice, Ldha deficiency also substantially decelerated tumor growth and extended the survival time of tumor-bearing mice (Supplementary Fig. S8).

**Fig. 2:**
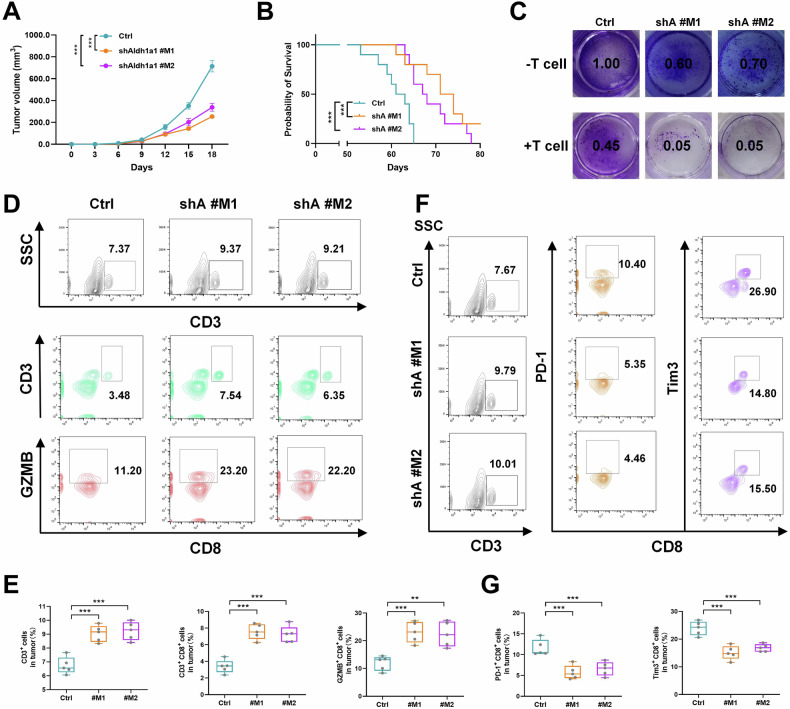
ALDH1A1 deficiency promoted tumor suppression by the immune system in vivo. Tumor growth curves of (**A**) confounding negative control (Ctrl) and two shAldh1a1 (#M1 and #M2) transfected CT26 xenografts in BALB/c mice and (**B**) Kaplan–Meier survival curves. **C** T cell killing assay in CT26 cells transfected with shAldh1a1 (#M1 and #M2) or control (Ctrl). **D**, **E** CD3+ and CD3+ CD8+, GZMB+ CD8+ TILs and quantitative statistics of BALB/c mouse tumor tissue in shAldh1a1 (#M1 and #M2) and control group (Ctrl) by flow cytometry. **F**, **G** CD3+ and CD8+ PD-1+, CD8+ Tim3+ TILs and quantitative statistics of BALB/c mouse tumor tissue in shAldh1a1 (#M1 and #M2) and control group (Ctrl) by flow cytometry. Results were presented as mean ± S.D., *n* = 3–5. ns not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

Furthermore, an exploration into whether ALDH1A1 impacts the anti-tumor efficacy of the immune system was undertaken. T cell-mediated cancer cell killing experiments revealed that Aldh1a1 downregulation in CT26 cells rendered them more susceptible to T cell-mediated killing (Fig. 2C). Flow cytometric analysis of immune cell proportions in mouse tumor tissues showed a significant increase in infiltrating CD3+ and CD3+ CD8+ T cells in the shAldh1a1 group compared to the control group. Notably, killer CD8+ T cells (GZMB+ CD8+) were also substantially elevated in the shAldh1a1 group (Fig. 2D, E). Additionally, a significant decrease in PD-1+ and Tim3+ infiltrating CD8+ T cells was observed in the shAldh1a1 group (Fig. 2F, G). These findings suggest that Aldh1a1 downregulation enhances the immune system’s tumor-killing efficacy and mitigates immune escape in mice with intact immune systems.

To elucidate the relationship between the anti-tumor effect of Aldh1a1 knockdown and CD8+ T cells, shAldh1a1 cells were injected into immunocompetent mice, and CD8α monoclonal neutralizing antibody (mAb) or immunoglobulin G (IgG) isotype Ctrl (IgG2b) was administered to the mice (Supplementary Fig. S9A). Consistent with previous studies [31], mice inoculated with CT26 cells and treated with CD8α mAb exhibited CD8+ T cell suppression and a significant increase in tumor burden compared to those treated with IgG2b (Supplementary Fig. S9B–D). This underscores the critical role of CD8+ T cells in maintaining the immune system’s antitumor effect. Depletion of CD8+ T cells was found to compromise shAldh1a1-mediated tumor suppression, aligning with prior literature reports [32].

### ALDH1A1 facilitates tumor immune escape by inducing glycolysis in vivo

To investigate whether ALDH1A1 contributes to tumor immune evasion by elevating the glycolytic activity of tumor cells within an intact immune system, a xenograft model was established in normal immune BALB/c mice using CT26 cells that overexpress Aldh1a1. Notably, the overexpression of Aldh1a1 promoted tumor growth and decreased the overall survival of mice with tumors (Fig. 3A, B). Furthermore, Aldh1a1 overexpression heightened glucose uptake, lactate production, and ATP content in CT26 cells (Fig. 3C–E). Treatment with 2-Deoxy-D-glucose (2-DG), a glucose analog known to inhibit glycolysis by targeting hexokinase [33], effectively blocked the Aldh1a1-induced increases in the aforementioned indicators (Fig. 3C–E). The same trend also appeared in HT29 and A549 cells (Supplementary Fig. S10A, C). Not only that, after adding ALDH1A1, the lactate content in the supernatant of cells increased with the increase in the dose of ALDH1A1 (Supplementary Fig. S10B, D). In normal immune mouse tumor models, upregulation of Ldha can also promote tumor growth and reduce the overall survival of tumor mice (Supplementary Fig. S11). These findings collectively imply that ALDH1A1 upregulates glycolysis in tumor cells, thereby promoting tumor growth.

**Fig. 3:**
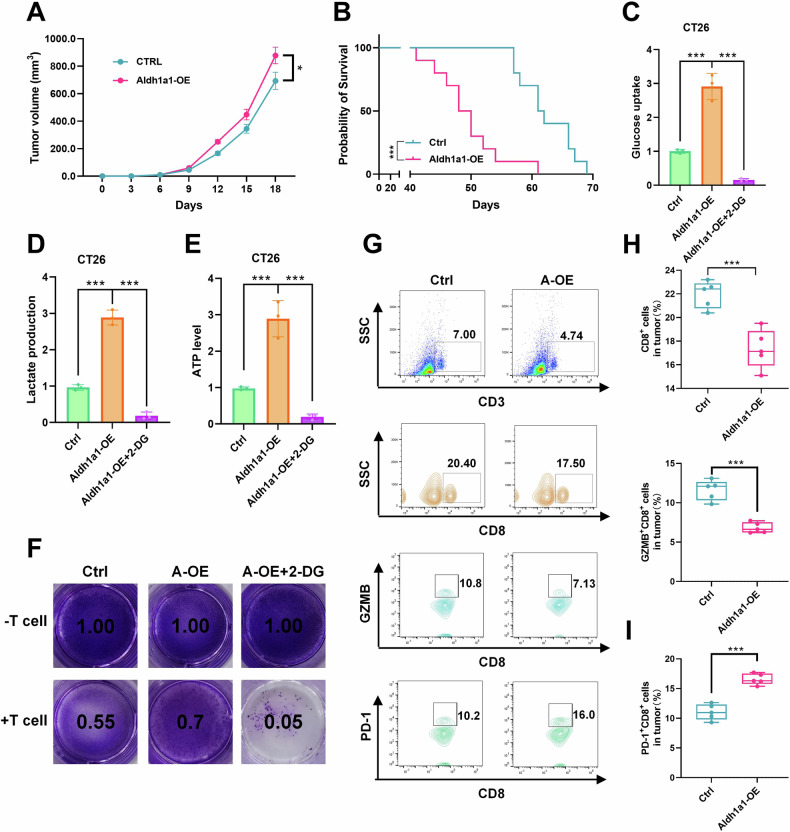
ALDH1A1 mediated tumor immune escape by regulating glycolysis in vivo. Tumor growth curves (**A**) of confounding negative control (Ctrl) and Aldh1a1-OE-transfected CT26 xenografts in BALB/c mice and Kaplan–Meier survival curves (**B**) of these mice. Histograms of key markers of glycolysis glucose uptake (**C**), lactate production (**D**) and ATP level (**E**) after Aldh1a1-OE overexpression and 2-DG inhibition of glycolysis in CT26 cells. **F** T cell killing assay in CT26 cells after transfection with sAldh1a1-OE overexpression and 2-DG inhibition of glycolysis. **G**–**I** TILs and quantitative statistics of CD3+ and CD8+ GZMB+, CD8+ PD-1+ TILs of BALB/c mouse tumor tissue in Aldh1a1-OE and control group (Ctrl) by flow cytometry. Results were presented as mean ± S.D., *n* = 3–5. ns not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

In vitro experiments utilizing stimulated T cells demonstrated that the overexpression of Aldh1a1 conferred enhanced resistance of CT26 cells to killer T cells. Notably, inhibiting glycolysis significantly augmented the anti-tumor capacity of killer T cells (Fig. 3F). Flow cytometric analysis revealed that Aldh1a1 overexpression led to a suppression in the ratio of infiltrating CD8+ T cells and GZMB+ CD8+ T cells in tumors (Fig. 3G, H). Furthermore, a conspicuous increase in the infiltration of suppressive CD8+ T cells (PD-1+) was observed (Fig. 3G, I). These results collectively underscore the capacity of Aldh1a1 to promote tumor glycolysis and enhance immune evasion.

To explore whether Aldh1a1 knockdown (KD) could synergize with immunotherapy, shAldh1a1 cells were inoculated into immunocompetent mice, and subsequent treatment involved PD-L1 monoclonal antibody (mAb) or IgG isotype control (IgG2a) administration (Supplementary Fig. S12A). In CT26 tumor-bearing mice, PD-L1 mAb treatment significantly increased the infiltration of killer CD8+ T (GZMB) cells compared to IgG2a (Supplementary Fig. S12B, C) and markedly reduced tumor burden (Supplementary Fig. S12D, E). These findings suggest that inhibiting Aldh1a1 may serve as a potential synergistic therapeutic approach for PD-L1 mAb immunotherapy.

### ZBTB7B functions as a downstream target of ALDH1A1, regulating LDHA transcription in tumor cells

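ALDH1A1, the gene targeted by the shRNA, was near absent from the shALDH1A1 libraries. It had 3, 1, 1 and 0 counts in shALDH1A1 replicates 1 to 4, and 1858, 83, 1870 and 1000 counts in CTRL replicates 1 to 4. Its mean level was 1.63 ± 1.48 TPM (SD, n = 4) in shALDH1A1 cells and 392 ± 83.0 TPM (SD, n = 4) in CTRL cells. The log2 fold change was -7.76 (standard error 1.61, adjusted p = 0.00086 from edgeR's quasi-likelihood test). Every CTRL library lay above every shALDH1A1 library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Among 7958 tested genes with a mean of at least 1 TPM, 2780 were separated in this direction, so separation alone does not set ALDH1A1 apart. How much of its fall is due to the shRNA was not tested.

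**Figure D1:**
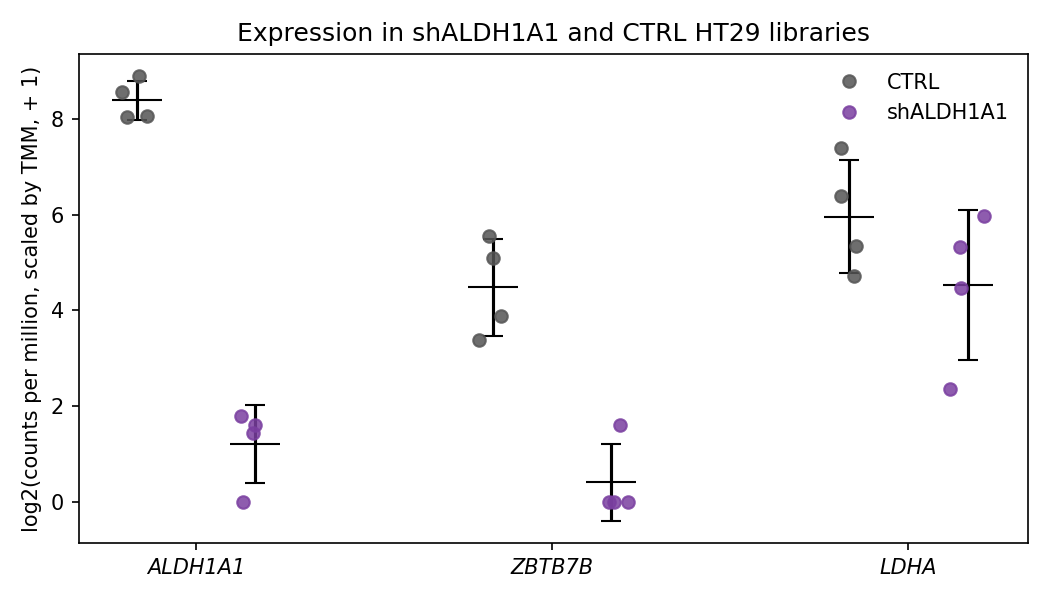
Expression of ALDH1A1, ZBTB7B and LDHA in 4 CTRL and 4 shALDH1A1 HT29 libraries, as log2(CPM + 1) scaled by TMM. Each point is a library, the horizontal line is the mean and the bar is the SD; the CTRL points of ALDH1A1 and ZBTB7B lie above the shALDH1A1 points, and those of LDHA overlap with them.

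The libraries came from HT29, a human colon cancer cell line, grown with 10% FBS. The authors' expected counts and TPM per transcript were summed into 18664 genes, and 7971 genes had enough counts for the test. Counts assigned to genes totalled 536575 to 1908803 per shALDH1A1 library and 291260 to 4137111 per CTRL library.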

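With TMM factors, many single genes of energy metabolism fell in shALDH1A1 cells, and few of these calls held when the libraries were scaled to the genes every cell uses. That scale moved the median log2 fold change of all tested genes from -1.44 to 1.82, so fewer falls follow from it. Oxidative phosphorylation lay below the median of the tested genes on both scales, at -3.64 and -1.29. A change of library size moves all genes of a library alike, so the other scale is no separate check on this order. Of 43 nuclear genes of oxidative phosphorylation, 37 fell and 6 did not pass the test (38 fell when adjusted over the list alone), and 2 fell on the other scale. The smallest p-values in this group belonged to ATP5MC1, a subunit of ATP synthase, and UQCRC1, a subunit of complex III, with log2 fold changes of -5.28 (standard error 1.15, adjusted p = 0.0012) and -6.22 (standard error 1.41, adjusted p = 0.0017). Of 21 genes of the tricarboxylic acid cycle, 14 fell and 7 did not pass (16 fell when adjusted over the list alone), and on the other scale 1 fell and 2 rose. PDHA1, the alpha subunit of pyruvate dehydrogenase, had 0 counts in the 4 shALDH1A1 libraries. With TMM factors it was at least 82.8-fold lower, against a floor of 3 counts over the group, and this bound was not computed on the other scale. SUCLA2, IDH3G and IDH3B of the same cycle also fell. Of 27 tested proteasome genes, 17 fell (21 when adjusted over the list alone), PSMC5, PSMB1, PSMC3 and PSMD1 first, and on the other scale 0 fell and 4 rose. Of 75 genes of cytosolic ribosomal proteins, RPL38, RPS21 and RPL24 fell and 72 did not pass with edgeR (0 fell when adjusted over the list alone, 21 at an unadjusted p under 0.05, 73 with DESeq2 and 41 with limma), and on the other scale 0 fell and 1 rose. Without shALDH1A1 replicate 1 these 3 genes did not pass (adjusted p = 0.0866, 0.0907 and 0.145). Of 17 tested genes of Akt and mTOR signaling, 7 fell (8 when adjusted over the list alone), among them DEPTOR and TSC2, which both restrain mTOR, and on the other scale 2 fell and 4 rose. AKT1 had a log2 fold change of -2.98 (standard error 1.20, adjusted p = 0.0515). MTOR had 0 counts in shALDH1A1 cells and 46, 1, 153 and 9 counts in CTRL replicates 1 to 4, and was not tested. Of 14 tested genes of antigen presentation by MHC class I, 6 fell, among them ERAP1 and PDIA3 (9 fell and 1 rose when adjusted over the list alone), and on the other scale 0 fell and 2 rose. Of 5 tested immune checkpoint ligands, LGALS9 fell, and on the other scale 0 fell and 2 rose. With DESeq2 more genes of these lists fell: 41 of oxidative phosphorylation (1 rose), 18 of the tricarboxylic acid cycle (1 rose), 23 of the proteasome, 12 of Akt and mTOR signaling, 12 of antigen presentation (1 rose) and 3 checkpoint ligands (1 rose). CD274, the gene of PD-L1, had 0 counts in the shALDH1A1 libraries and 5, 0, 9 and 2 counts in CTRL replicates 1 to 4, too few for a test.
Of 33 gene lists compared with the other genes by camera, 5 were lower: oxidative phosphorylation (adjusted p = 5.88e-05), the genes of Table S2 (adjusted p = 5.88e-05), the tricarboxylic acid cycle (adjusted p = 0.0119), the proteasome (adjusted p = 0.0119) and the ribosomal proteins (adjusted p = 0.0278). With an estimated correlation, the adjusted p was 0.936 for each of them. The median log2 fold change of the tested genes was -1.44, and 1.82 when the libraries were scaled to the genes every cell uses. On that scale the medians were -1.29 for oxidative phosphorylation, -1.02 for the tricarboxylic acid cycle, -0.47 for the proteasome, 0.09 for the ribosomal proteins, 0.65 for Akt and mTOR signaling and 0.16 for antigen presentation. As a share of each library's counts, oxidative phosphorylation genes took 0.349 to 3.2% in shALDH1A1 cells and 0.435 to 2.19% in CTRL cells. Those ranges overlapped (exact two-sided permutation test, p = 0.486). For the tricarboxylic acid cycle the shares were 0.0472 to 0.0559% and 0.163 to 0.293%. They were 0.00723 to 0.0218% and 0.0666 to 0.3% for the proteasome, and 0.164 to 0.597% and 2.43 to 11.3% for the ribosomal proteins. The groups did not overlap in these other lists (exact two-sided permutation test, p = 0.0286 for each). Genes of stomach chief cells took 3.13 to 35.8% of the counts in the CTRL libraries and 0 to 0.00505% in the shALDH1A1 libraries. Genes whose transcripts hold Alu sequence, a short repeat, took 77.9 to 84.7% of the counts in the shALDH1A1 libraries, and 18.9, 70.4, 24.6 and 11.4% in CTRL replicates 1 to 4. The MTRNR2L genes, copies of a mitochondrial ribosomal RNA, took 14.6, 0.233, 9.34 and 50.4% in CTRL replicates 1 to 4 and 0.00356 to 0.183% in the shALDH1A1 libraries (exact two-sided permutation test, p = 0.0286).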

To unveil the downstream signaling pathways implicated in ALDH1A1-mediated tumor immune escape, we performed RNA-sequencing and differential analysis in shALDH1A1 HT29 cells and CTRL cells (Fig. 4A). Gene Set Enrichment Analysis (GSEA) demonstrated a significant downregulation of signals related to glycolysis in the shALDH1A1 group (Fig. 4B). 

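Of the 23 genes of the pathway from hexokinase to lactate dehydrogenase, 15 had enough counts for the test. In shALDH1A1 cells 5 of them fell (5 also when adjusted over the list alone), among them PFKL, LDHB, ALDOC and PGAM1, and 10 genes did not pass. With edgeR and TMM factors 0 genes of the list rose (0 at an unadjusted p under 0.05), while 12 fell and 2 rose with DESeq2, and 8 fell and 1 rose with limma, which tested 18. With edgeR scaled to the genes every cell uses, 3 rose and 0 fell. PFKL, a subunit of phosphofructokinase, had a log2 fold change of -4.37 (standard error 1.12, adjusted p = 0.0041). LDHB, a subunit of lactate dehydrogenase, had a log2 fold change of -3.86 (standard error 1.35, adjusted p = 0.028). ALDOC, an aldolase gene, had a log2 fold change of -2.82 (adjusted p = 0.0313). PGAM1, a phosphoglycerate mutase named after its values were seen, had a log2 fold change of -2.75 (adjusted p = 0.0339), and 0.66 when the libraries were scaled to the genes every cell uses. Without shALDH1A1 replicate 1, LDHB, ALDOC and PGAM1 did not pass (adjusted p = 0.0850, 0.169 and 0.0930), and the same held without replicate 2 or 4.
LDHA, the lactate dehydrogenase subunit that the paper places downstream of ZBTB7B, lies on chromosome 11 of GRCh37 from 18416107 to 18429972. It had 5, 36, 19 and 21 counts in shALDH1A1 replicates 1 to 4 and 827, 8, 278 and 174 counts in CTRL replicates 1 to 4. Its log2 fold change of -1.35 did not pass the test (standard error 1.05, adjusted p = 0.281; exact two-sided permutation test, p = 0.371). LDHA fell by 2.51 on the log2 scale without CTRL replicate 2 (adjusted p = 0.0032) and by 2.37 without CTRL replicate 4 (adjusted p = 0.0381), and its log2 fold change was 1.92 when scaled to the genes every cell uses. Over 27 alternatives LDHA passed as lower in 8, DESeq2 and median-of-ratios factors among them. It did not pass in 18 and changed sign in 1.

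**Figure D2:**
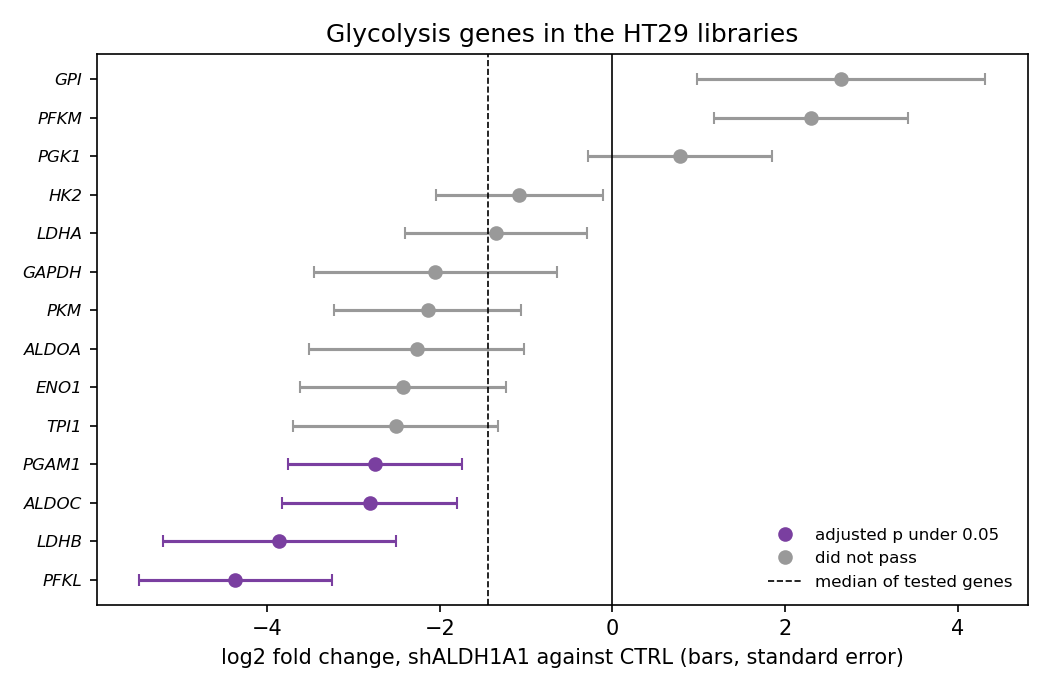
Log2 fold change of shALDH1A1 against CTRL for 14 genes of glycolysis, with the standard error as bars. The dashed line is the median of all tested genes, at -1.44; the 4 genes in purple had an adjusted p under 0.05.

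The median log2 fold change of the list was -2.27, and 0.16 when scaled to the genes every cell uses. That scale is no independent check here, since genes of this list are among those it rests on. The list did not differ from the other genes by camera (p = 0.34, and p = 0.743 with an estimated correlation), and its genes moved on balance downward by fry, a rotation test (p = 0.0292). Preranked GSEA gave a normalized enrichment score of -1.00 (permutation p = 0.489, 10000 permutations). With quantile normalization of log2(TPM + 1), the adjusted p of camera was 0.0648 and GSEA gave a score of -1.69 (permutation p = 0.0150). As a share of each library's counts, glycolysis genes took 0.0848 to 0.188% in shALDH1A1 cells and 0.199 to 0.603% in CTRL cells. These ranges did not overlap (exact two-sided permutation test, p = 0.0286), and neither did those of the genes every cell uses. Most of the share in shALDH1A1 cells was GPI, whose transcript holds 559 Alu bases. GPI had 1433, 1973, 1643 and 489 counts in shALDH1A1 replicates 1 to 4 and 493, 355, 471 and 117 in CTRL replicates 1 to 4. Its log2 fold change of 2.65 did not pass the edgeR test (adjusted p = 0.187). The share is therefore no level of the pathway as a whole. The paper reads the GSEA of Fig. 4B as a lower glycolysis signal in the shALDH1A1 group.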

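ZBTB7B, XBP1 and GATA4 were each lower in the shALDH1A1 libraries than in the CTRL libraries. ZBTB7B, a zinc finger transcription factor on chromosome 1 of GRCh37 from 154975106 to 154990999, had 0, 0, 1 and 0 counts in shALDH1A1 replicates 1 to 4 and 68, 3, 322 and 70 counts in CTRL replicates 1 to 4. Its log2 fold change was -6.09 (standard error 1.32, adjusted p = 0.0012 from edgeR's quasi-likelihood test). With TMM factors the ratio of CTRL to shALDH1A1 was 106, with a 95% counting interval of 18.9 to 4180, and 63 without CTRL replicate 3. XBP1, a transcription factor of the unfolded protein response, had 1, 6, 0 and 0 counts against 335, 23, 1009 and 173, and a log2 fold change of -5.13 (standard error 1.31, adjusted p = 0.0040). GATA4, which specifies endoderm and stomach epithelium among other tissues, had 0, 0, 1 and 0 counts against 65, 5, 358 and 71. The ratio for GATA4 was 114 (95% counting interval, 20.4 to 4510; adjusted p = 0.0011), and 63 without CTRL replicate 3. For each of these genes, every CTRL library lay above every shALDH1A1 library (exact two-sided permutation test, p = 0.0286). The same separation held for 2780 of 7958 tested genes with a mean of at least 1 TPM, so it is not particular to them. ZBTB7B, XBP1 and GATA4 hold 0 Alu bases, and of 5155 tested genes without Alu sequence 2421 fell. Each was highest in CTRL replicate 3, where stomach chief cell genes took 35.8% of the counts. Whether their CTRL counts come from HT29 cells or from other RNA in those libraries was not tested.
Table S2 lists 19 genes, of which 18 had enough counts for the test. Of these, 17 fell (17 when adjusted over the list alone), among them SNRNP70, TAF7, STAG2 and SMYD2. CAMTA2 had 1, 0, 0 and 0 counts against 98, 0, 234 and 39 and was not tested. The paper chose this list on the same libraries, so its direction here is not independent evidence. When the libraries were scaled to the genes every cell uses, 7 of the 18 fell, ZBTB7B and GATA4 among them, and XBP1 had an adjusted p of 0.0725.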

Among the top 15 genes with reduced expression, Xbp1, Gata4, and Zbtb7b displayed consistent expression trends in CT26 cells based on qPCR analysis (Fig. 4C). Western blot analysis confirmed the presence of the transcription factor ZBTB7B in all candidate genes (Fig. 4D). Mouse-derived shRNA targeting Zbtb7b was constructed, and its inhibition significantly reduced LDHA protein expression without affecting Aldh1a1 expression (Fig. 4E). Conversely, Zbtb7b overexpression markedly upregulated the mRNA expression of LDHA (Fig. 4F). Through dual intervention of Aldh1a1 and Zbtb7b knockdown compensation experiments, we conclusively identified Zbtb7b as the downstream target of Aldh1a1. Furthermore, we demonstrated that Zbtb7b serves as a transcriptional regulator of LDHA (Supplementary Fig. S13).

**Fig. 4:**
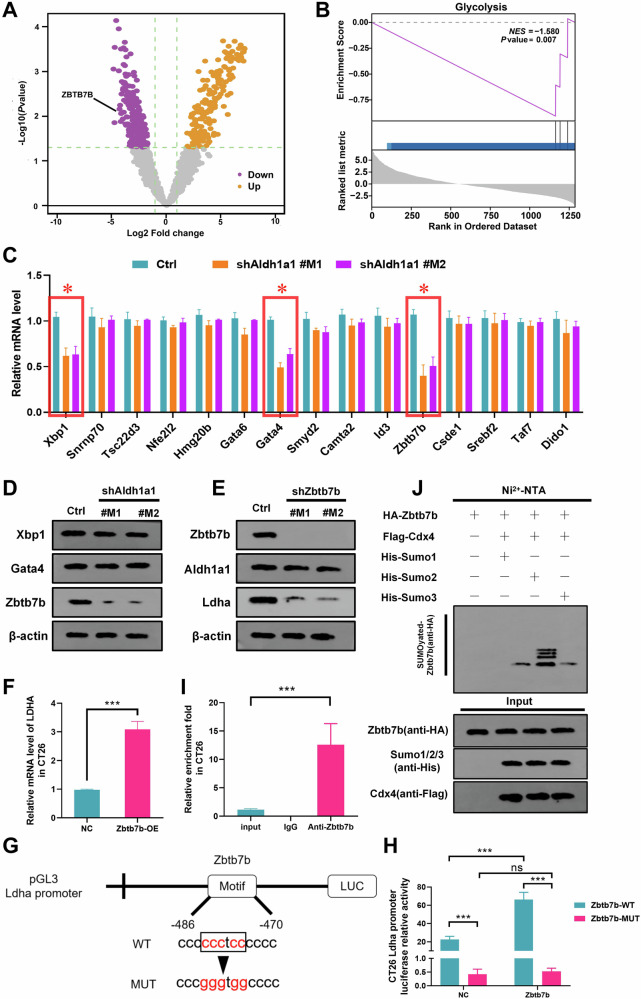
The ALDH1A1-ZBTB7B signaling axis transcriptionally regulated LDHA levels in tumor cells. **A** Volcano plot of differentially expressed genes in the HT29 cell line transfected with shALDH1A1 and the control group (CTRL) (*P* < 0.05). The |log2 (fold change)| of −1, and 1. Purple indicated low expression genes, yellow were highly expressed genes. **B** GSEA enrichment analysis of the differential genes in Fig. 4A on the glycolysis pathway. **C** In CT26 cells, qPCR of shAldh1a1 (#M1 and #M2) versus the control group (Ctrl) was used to verify the candidate genes with significant differences in RNA-seq. **D** In CT26 cells, candidate genes with significant differences in qPCR were verified by western blot of shAldh1a1 (#M1 and #M2) and control group (Ctrl). **E** In CT26 cells, the expression differences of Aldh1a1 and Ldha were detected by Western blot of shZbtb7b (#M1 and #M2) and the control group (Ctrl). **F** Histogram of Ldha mRNA expression changes after Zbtb7b overexpression (-OE) detected by qPCR. **G** Schematic diagram of the relative position of Ldha promoter full-length (FL) and Zbtb7b binding. WT is the wild-type sequence, and MUT is the mutant sequence. **H** Histogram of the Zbtb7b binding site wild-type and mutant luciferase reporter assays. **I** Analysis of the chromatin sequence of the Ldha promoter region pulled down by Zbtb7b antibody by ChIP–qPCR. **J** Western blot detection of the main SUMO modification types of Zbtb7b in CT26 cells. Data were mean ± S.D. of three independent experiments. (ns not significant; *P < 0.05, **P < 0.01, ***P < 0.001).

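Most of the genes with the largest falls in shALDH1A1 cells were genes of stomach epithelium. ATP4A and ATP4B, the subunits of the gastric proton pump, had 0 counts in the 4 shALDH1A1 libraries and were at least 1670-fold and at least 824-fold lower, against a floor of 3 counts over the group. Without CTRL replicate 3 these bounds were 485-fold and 311-fold. All floor bounds here rest on the TMM factors and were not computed on another scale. The pepsinogen genes PGA5, PGA4 and PGA3, near-identical paralogs that can share reads, and CBLIF, the gene of gastric intrinsic factor, also fell; PGA4 and PGA3 did not pass without shALDH1A1 replicate 1 (adjusted p = 0.0635 and 0.0744). PDK4, a kinase that inhibits pyruvate dehydrogenase, was at least 276-fold lower (107-fold without CTRL replicate 1 and 522-fold without CTRL replicate 3), POSTN, a matrix protein, at least 198-fold, the chitinase gene CHIA at least 147-fold and the potassium channel subunit KCNE2 at least 142-fold. The largest rises belonged to LOC102723623, PEX5L, LCTL, GOLGA6L6, MCHR2, GOLGA6L22, GNG8, CDH6, SLC4A1 and SLCO1A2. PEX5L had a log2 fold change of 7.15 (standard error 1.24, adjusted p = 0.00072), with 49, 18, 15 and 10 counts in shALDH1A1 replicates 1 to 4 and 2, 0, 0 and 0 in CTRL replicates 1 to 4. GOLGA6L6 and GOLGA6L22 belong to a family of close paralogs, and their counts are uncertain. Of these 10 genes, GNG8 and SLCO1A2 are the ones with 0 Alu bases in their transcript.
At the thresholds in this legend, an absolute log2 fold change over 1 and an unadjusted p under 0.05, 3911 of 7971 genes passed with edgeR, 595 higher and 3316 lower. At an adjusted p under 0.05 without a fold limit, 2834 genes passed, 207 higher and 2627 lower. Of 7958 tested genes with a mean of at least 1 TPM, 2780 were lower and 652 higher in every shALDH1A1 library than in every CTRL library, where chance gives 2.86%. Without CTRL replicate 2, 7837 genes passed the thresholds of this legend and 7711 an adjusted p under 0.05. When the libraries were scaled to the genes every cell uses, 88.3% of the genes that passed an adjusted p under 0.05 were higher, against 7.3% here.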

To ascertain if LDHA is a direct target gene of Zbtb7b, bioinformatics screening identified a potential Zbtb7b binding site in the mouse Ldha gene promoter region, based on the Zbtb7b motif (Fig. 4G). Promoter constructs with mutations in this region were generated, leading to defects in Zbtb7b binding. A dual-luciferase assay using CT26 cell lines with WT or Mut promoter elements demonstrated that the promoter mutation decreased Ldha expression in both the control and Zbtb7b groups (Fig. 4H). Furthermore, exogenous expression of Zbtb7b in the CT26 cell line, assessed through a chromatin immunoprecipitation assay, revealed significant enrichment of the Ldha promoter region by Zbtb7b (Fig. 4I). Collectively, these findings provide evidence that Zbtb7b positively regulates Ldha mRNA expression in CT26 cells.

SUMOylation, a crucial post-translational modification, exerts diverse regulatory effects on protein functions. Using the Ni2 + -NTA agarose bead pull-down assay, it was observed that Zbtb7b undergoes SUMO2-based ubiquitin-like modification, facilitated by the E3 ligase Cbx4 (Fig. 4J). Additionally, stable transfection of the Aldh1a1 overexpression plasmid into CT26 cells enhanced the SUMOylation of Zbtb7b, as demonstrated by the Ni2 + -NTA agarose bead pull-down test (Supplementary Fig. S14A). Bioinformatics analysis and construction of the K508R site mutant, a potential SUMO modification site of Zbtb7b, revealed that the SUMOylation site is located at Lysine 508 (Supplementary Fig. S14B). These results further underscore Aldh1a1 as a key upstream regulator of Zbtb7b, enhancing its transcriptional activity by upregulating SUMOylation.

### Zbtb7b deficiency enhances the anti-tumor effect of PD-L1 mAb in mice

A ZBTB7B knockdown HT29 cell line and a control (CTRL) cell line were constructed for RNA sequencing (Fig. 5A). RNA-seq re-validation confirmed that ZBTB7B knockdown resulted in reduced expression levels of LDHA and PD-L1 in tumor cells (Fig. 5B), establishing LDHA and PD-L1 as downstream effectors of ZBTB7B. To assess the anti-tumor effect of Zbtb7b in the normal immune system, Zbtb7b-deficient (sgZbtb7b) CT26 and LLC cell lines were created, and in vivo experiments were conducted using normal immune BALB/c mice. Flow cytometric sorting revealed a significant reduction in the proportion of PD-L1 tumor cells in both cell groups treated with sgZbtb7b (Fig. 5C and Supplementary Fig. S15A). Additionally, sgZbtb7b significantly downregulated the protein expression of Ldha and PD-L1 in both cell types (Fig. 5D and Supplementary Fig. S15B).

**Fig. 5:**
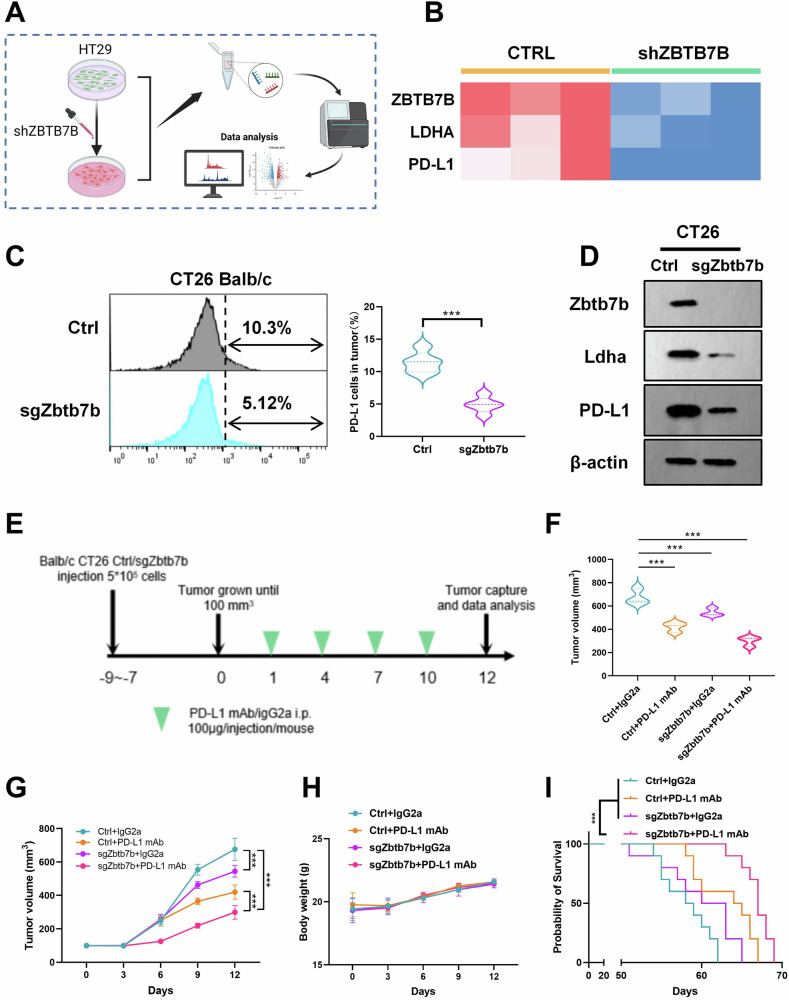
Zbtb7b deficiency enhanced the antitumor effect of PD-L1 mAb in vivo. **A** Schematic diagram of the construction of RNA-sequencing in ZBTB7B knockdown HT29 cell line and CTRL cells. **B** RNA-seq showed heat maps of ZBTB7B, LDHA, and PD-L1 expression between shZBTB7B cells and control cells. **C** Flow cytometry analysis of PD-L1 expression and quantitative statistics in CT26 cell lines transfected with sgZbtb7b or Ctrl sgRNA. **D** Western blot detection of the protein expressions of Zbtb7b, Ldha, and PD-L1 in CT26 cell lines transfected with sgZbtb7b or Ctrl sgRNA. **E**–**I** BALB/c mice implanted with 5 × 10^5^ sgZbtb7b CT26 or Ctrl cells and received PD-L1 mAb treatment or IgG isotype control (IgG2a). **E** Scheme schematic of a treatment timeline. **F** Volume statistics of CT26 tumors harvested after euthanasia of BALB/c xenografted mice. **G** Line graph of tumor volume over time. **H** Mouse body weight was measured every 3 days. **I** Kaplan–Meier survival curves for each group. Results were presented as mean ± S.D., *n* = 3–5. ns not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

To investigate whether sgZbtb7b enhances the anti-tumor efficacy of PD-L1 mAb, sgZbtb7b CT26 and LLC cells were inoculated into immunocompetent mice and treated with PD-L1 mAb or IgG isotype control (IgG2a) (Fig. 5E and Supplementary Fig. S16A). In mice inoculated with CT26 cells, both sgZbtb7b and PD-L1 mAb treatments alone significantly reduced tumor burden. Notably, when the tumor model of sgZbtb7b cells was treated with PD-L1 mAb, the tumor burden was minimal (Fig. 5F, G). Similar trends were observed in LLC cells (Supplementary Fig. S16B, C). Importantly, the combination of sgZbtb7b and PD-L1 mAb did not cause significant damage to the body weight of mice but did prolong the survival time of tumor-bearing mice (Fig. 5H, I and Supplementary Fig. S16D, E). These results highlight Zbtb7b as a potential target molecule for combination therapy to enhance the efficacy of PD-L1 monoclonal antibody therapy.

### CM10 and PD-L1 mAb treatment synergizes in a mouse model

Prior experimental results have demonstrated that Aldh1a1, as a crucial upstream molecule of Zbtb7b, contributes to the immune evasion of cancer cells. Subsequently, we investigated whether Aldh1a1 could serve as a potential dual therapeutic target with PD-L1 mAb. CM10, a potent and selective inhibitor of ALDH1A (Fig. 6A), known for its tumor-suppressive effects [34], was employed. We constructed CM10-treated HT29 cells and conducted RNA-sequencing analysis with control cells (Fig. 6B). CM10 could effectively inhibit the enzymatic activity of ALDH (Supplementary Fig. S17). RNA-seq verification revealed that CM10 could reduce the expression of ZBTB7B, LDHA, and PD-L1 (Fig. 6C). In addition, western blot analysis found that CM10 can inhibit ZBTB7B, LDHA, and PD-L1 protein expression in different cells (HT29, CT26, and LLC) (Supplementary Fig. S18). This indicated that CM10 can inhibit its downstream, including ZBTB7B, LDHA and PD-L1, by reducing the activity of ALDH1A1. T cell-mediated cancer cell killing experiments showed that CM10 enhanced the killing ability of T cells in CT26 and LLC cells, with increasing doses of CM10 further augmenting the killing ability (Fig. 6D and Supplementary Fig. S19).

**Fig. 6:**
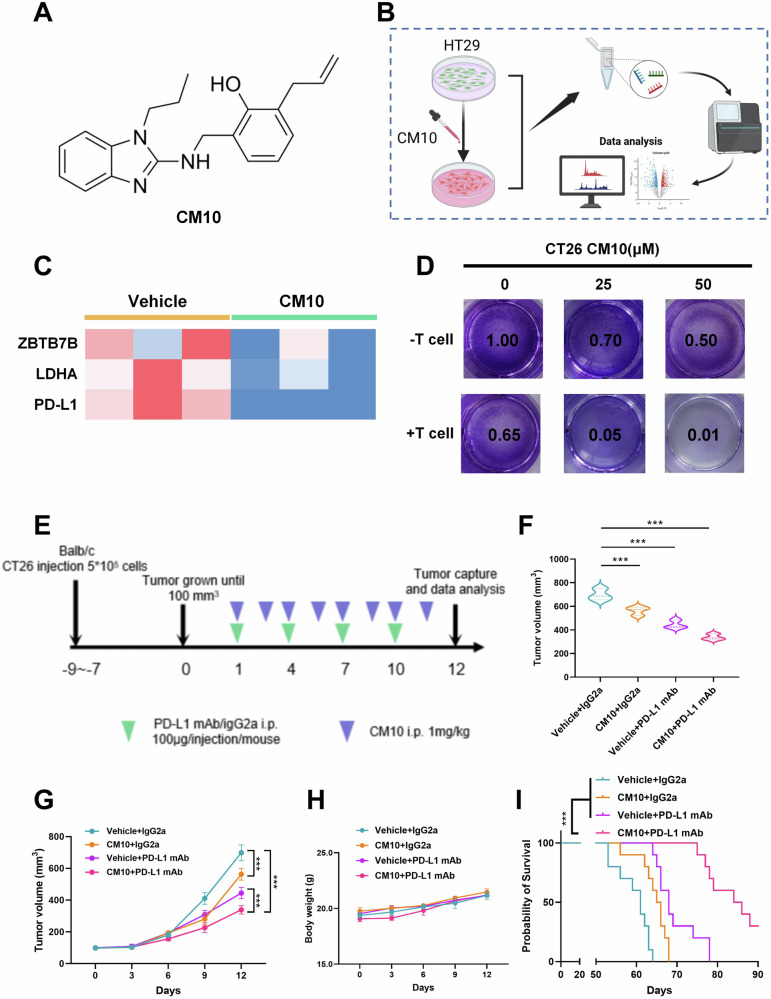
CM10 was able to synergize with PD-L1 mAb therapy to treat tumors in vivo. **A** Chemical structure diagram of CM10. **B** Schematic diagram of the construction of RNA-sequencing in CM10 (10 μM)-treated HT29 human colon cancer cell line and CTRL cells for 2 h. **C** RNA-seq showed the heat map of ZBTB7B, LDHA, and PD-L1 expression between CM10 (10 μM) treated cells and control cells. **D** T cell killing assay of CT26 cells under different concentrations of CM10 (0, 25, 50 μM). **E**–**I** BALB/c mice were implanted with 5 × 10^5^ CT26 cells and received CM10 or PD-1 mAb treatment. **E** Scheme schematic of a treatment timeline. **F** Volume statistics of CT26 tumors harvested after euthanasia of BALB/c xenografted mice. **G** Line graph of tumor volume over time. **H** Mouse body weight was measured every 3 days. **I** Kaplan–Meier survival curves for each group. Results were presented as mean ± S.D., *n* = 3–5. ns not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

To assess whether CM10 had synergistic antitumor efficacy with PD-L1 mAb, CT26 and LLC cells were separately inoculated into immunocompetent mice and treated with CM10 in combination with PD-L1 mAb or IgG isotype control (IgG2a) (Fig. 6E and Supplementary Fig. S20A). In mice inoculated with CT26 cells, both CM10 and PD-L1 mAb treatments alone significantly reduced the tumor burden. Notably, when CM10 and PD-L1 mAb were combined to treat the mouse tumor model, the tumor burden was minimal (Fig. 6F, G). Similar trends were observed in LLC cells (Supplementary Fig. S20B, C). Moreover, the combination of CM10 and PD-L1 mAb did not cause significant damage to the body weight of mice but extended the survival time of tumor-bearing mice (Fig. 6H, I and Supplementary Fig. S20D, E). These findings suggest that Aldh1a1 could be a potential target for combination therapy with PD-L1 mAb.

### ALDH1A1 and ZBTB7B are associated with the efficacy of PD-1 antibody therapy in NSCLC patients

To further validate our findings in human cancer patient samples, we collected 52 fresh NSCLC specimens and 32 fresh colon cancer specimens. The mRNA expression levels of ALDH1A1, ZBTB7B, and CD274 were detected. Statistical analysis revealed that in non-small cell lung cancer (NSCLC) and colon cancer, ALDH1A1 and ZBTB7B were positively correlated with CD274 mRNA expression (Fig. 7A, B and Supplementary Fig. S21A, B). Furthermore, we recruited 20 NSCLC patients who received PD-1 mAb therapy (nivolumab) (Supplementary Table S3). The protein expression of ALDH1A1, ZBTB7B, and PD-L1 was evaluated in tumor biopsy tissue. Immunohistochemical quantitative analysis and immunofluorescence results were consistent with correlation analysis, and high expression of ALDH1A1 and ZBTB7B was correlated with high level of PD-L1 (Fig. 7C, D and Supplementary Fig. S22).

**Fig. 7:**
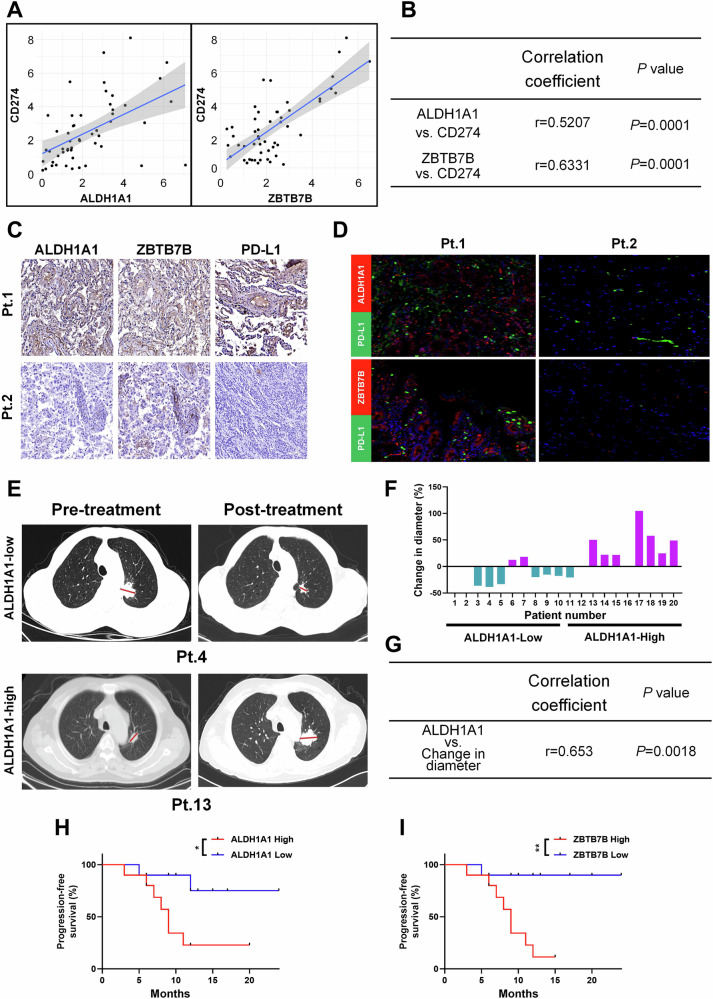
ALDH1A1 and ZBTB7B were positively correlated with PD-L1 expression, respectively, in NSCLC samples. **A**, **B** The correlation of ALDH1A1, ZBTB7B and CD274 expression detected by qPCR in clinical NSCLC tissues. **A** Scatterplot of the correlation of ALDH1A1 and CD274 expression and the correlation of ZBTB7B and CD274 expression. **B** Quantitative correlation between the expression levels of ALDH1A1, ZBTB7B, and CD274. Correlation coefficients r and *p* values were calculated based on Spearman’s rank correlation method. **C** Representative images of immunohistochemical staining for ALDH1A1, ZBTB7B, or PD-L1 expression in NSCLC patient tissues. **D** IF labeling using ALDH1A1, ZBTB7B, and PD-L1 antibodies in tumor tissues from two patients. **E** The radiologist annotated the tumor diameter based on CT imaging with a red line. **F** The difference in tumor diameter before and after treatment with PD-1 monoclonal antibody (Nivolumab) in all patients, where the patients with increased tumor diameter are indicated in purple, and those with decreased tumor diameter are indicated in blue. **G** Quantitative correlation between tumor diameter changes and ALDH1A1 expression levels. Correlation coefficients r and *p* values were calculated based on Spearman’s rank correlation method. **H**, **I** Kaplan–Meier survival curves of PFS in groups with high and low expression of ALDH1A1 (**H**) and ZBTB7B in NSCLC patients. *P < 0.05, **P < 0.01, ***P < 0.001.

Imaging results indicated that cases with low ALDH1A1 expression responded better to PD-1 mAb therapy. Two representative cases of tumor diameter annotated by radiologists are shown in Fig. 7E. Patient 4, with relatively low ALDH1A1 expression, experienced tumor shrinkage after treatment (Fig. 7E, top panel). Conversely, patient 13, with relatively high ALDH1A1 expression, showed tumor growth after treatment (Fig. 7E, bottom panel). The treatment responsiveness of all patients was summarized (Supplementary Table S4 & Fig. 7F), revealing a significant positive correlation between the relative increase in tumor diameter and ALDH1A1 expression level (Fig. 7G).

Subsequently, we evaluated the correlation between ALDH1A1 and ZBTB7B and the prognosis of NSCLC patients. We used immunohistochemical quantitative analysis to divide the samples into ALDH1A1 high expression group and ZBTB7B high and low expression group. As shown in Fig. 7H, I, high expression of ALDH1A1 or ZBTB7B in NSCLC patients treated with PD-1 blockade was associated with shortened progression-free survival (PFS). This suggests that ALDH1A1 and ZBTB7B could potentially serve as predictors of treatment efficacy for PD-1 monoclonal antibodies.

These preclinical results provide further validation of the potential benefits of targeting the ALDH1A1-ZBTB7B axis in tumor patients with high expression of ALDH1A1 and ZBTB7B. Targeted inhibition not only suppresses tumor proliferation but also enhances the efficacy of PD-1 monoclonal antibody therapy by preventing tumor immune escape. While an ALDH1A1 antagonist is not yet FDA-approved for tumor treatment, its potential as a significant anti-tumor drug, synergistically enhancing immunotherapy efficacy, makes it a promising avenue for future research.

## Discussion

The accumulation of lactic acid in the microenvironment, a key influencing factor significantly affecting the tumor immune escape phenotype, has garnered attention. Previous studies have demonstrated that lactate directly inhibits inflammatory signaling pathways and plays a crucial role in regulating macrophage polarization, tumor immunity, and antiviral responses [35]. In addition, the accumulation of lactate in the tissue microenvironment could mediate histone lysine lactylation and regulate the inhibitory effect of various immune cells [36, 37]. In this study, we found that ALDH1A1 induces lactate accumulation by regulating the transcription of LDHA through direct transcriptional regulation of the downstream ZBTB7B. Notably, ALDH1A1 has been abundantly expressed in early colon cancer [38], and in breast cancer, it reduces the pH value in tumor cells, activating the inflammatory signal NF-κB, resulting in myeloid cell suppression and immune suppression [16]. Our functional assays using a T cell-mediated cancer cell killing assay demonstrated that ALDH1A1 deficiency in various tumor cells significantly enhances T cell-mediated cytotoxicity by suppressing tumor glycolytic levels. Additionally, our investigation into the post-translational modification phenotype of ZBTB7B revealed its SUMO2ylation at specific sites, which, unlike ubiquitination, stabilizes the modified protein, particularly transcription factors, significantly enhancing their function [39, 40].

Although immune checkpoint blockade with PD-1 or PD-L1 mAbs provides substantial benefits to patients with advanced cancers, the overall response rate is low, often accompanied by drug resistance. Our preclinical animal studies demonstrated that inhibiting the ALDH1A1-ZBTB7B regulatory axis synergized with PD-1 mAb treatment, leading to a significant reduction in tumor volume and prolonged survival compared to the control group. This finding highlights the potential of combination therapeutic strategies for tumor immunotherapy.

In NSCLC samples, we observed a positive correlation between ALDH1A1-ZBTB7B and PD-L1 expression. Evaluation of the clinical significance of the ALDH1A1-ZBTB7B axis in NSCLC patients treated with PD-1 mAb revealed that high expression indicated poorer therapeutic outcomes in NSCLC patients responding to PD-1 mAb therapy. This suggests potential screening strategies for assessing the therapeutic effect of PD-1 mAbs.

We inhibited ALDH1A1 by knockdown and CM10 respectively. After inhibiting ALDH1A1 enzyme activity by the small molecule inhibitor CM10, it can produce a phenotype similar to inhibiting ALDH1A1 expression, which indicates that the catalytic activity of ALDH1A1 plays a key role in its biological function. However, there are differences in the specific effects of these two modes of inhibition within cells. Inhibiting the expression of ALDH1A1 enzyme may affect all reactions that depend on this enzyme, while inhibiting enzyme activity may only affect specific metabolic pathways. In addition, long-term inhibition of enzyme expression in vivo may lead to changes in cellular adaptability, such as the generation of compensatory mechanisms, whereas inhibition of enzyme activity may not cause such adaptive changes. Therefore, we believe that it is a safer strategy to elucidate the mechanism and then develop suitable inhibitors.

In summary, our study underscores the crucial role of glycolysis in tumor cells in influencing immune evasion. ZBTB7B, a transcription factor of the rate-limiting enzyme LDHA involved in lactate production in glycolysis, emerges as a critical gene contributing to the failure of tumor cell immunotherapy. The combination of ALDH1A1 inhibitors and PD-1 mAb represents a promising therapeutic strategy to mitigate tumor immune escape. Consequently, the development of FDA-approved ALDH1A1 antagonists for use in combination with current anti-PD-1/PD-L1 therapies warrants attention.

## Conclusions

Our study has elucidated the pivotal role of glycolysis activation in tumor cells in facilitating immune evasion. Additionally, we identified that ALDH1A1 exacerbates the immune evasion characteristics of tumor cells by modulating the ZBTB7B-glycolysis regulatory pathway. The co-administration of PD-1 mAb and an ALDH1A1 antagonist enhances the anti-tumor therapeutic effect by augmenting the activity of killer CD8+ T cells. This research unveils the molecular mechanisms governing the tumor immune escape phenotype and sheds light on potential combination therapeutic strategies for immunotherapy.

### Supplementary information

Supplementary material

Uncropped WB images

## Data Availability

All data needed to evaluate the conclusions are present in the paper. The RNA-seq data were deposited to the GEO database with the accession number GSE225822 and GSE269935. Other data and materials are available upon reasonable request.

# Supplementary material for: ALDH1A1 promotes immune escape of tumor cells through ZBTB7B-glycolysis pathway
**Source:** Cell Death Dis. 2024 Aug 7;15(8):568. doi: 10.1038/s41419-024-06943-9
**Supplement:** Supplementary file 1 — Supplementary material

**Supporting Information**

**ALDH1A1 Promotes Immune Escape of Tumor Cells through ZBTB7B-****Glycolysis Pathway**

Mingyuan Wang^1,2,3^, Taoli Wang^4^, Jinjin Wang^5^, Yuexin Yang^6^, Xi Li^1,2,3^, Huan Chen^5^ and Jingnan Liao^7^

Jingnan Liao, Hunan Provincial Key Laboratory of Regional Hereditary Birth Defects Prevention and Control, Changsha Hospital for Maternal & Child Health Care Affiliated to Hunan Normal University, Changsha, China.

Huan Chen, Department of Gynaecology, the Affiliated Zhuzhou Hospital Xiangya Medical College, Central South University, Zhuzhou, Hunan, China.

Xi Li, Department of Geratic Surgery, Department of Geratic Surgery, Department of General Surgery, Xiangya Hospital, Central South University, Changsha, Hunan, China.

**
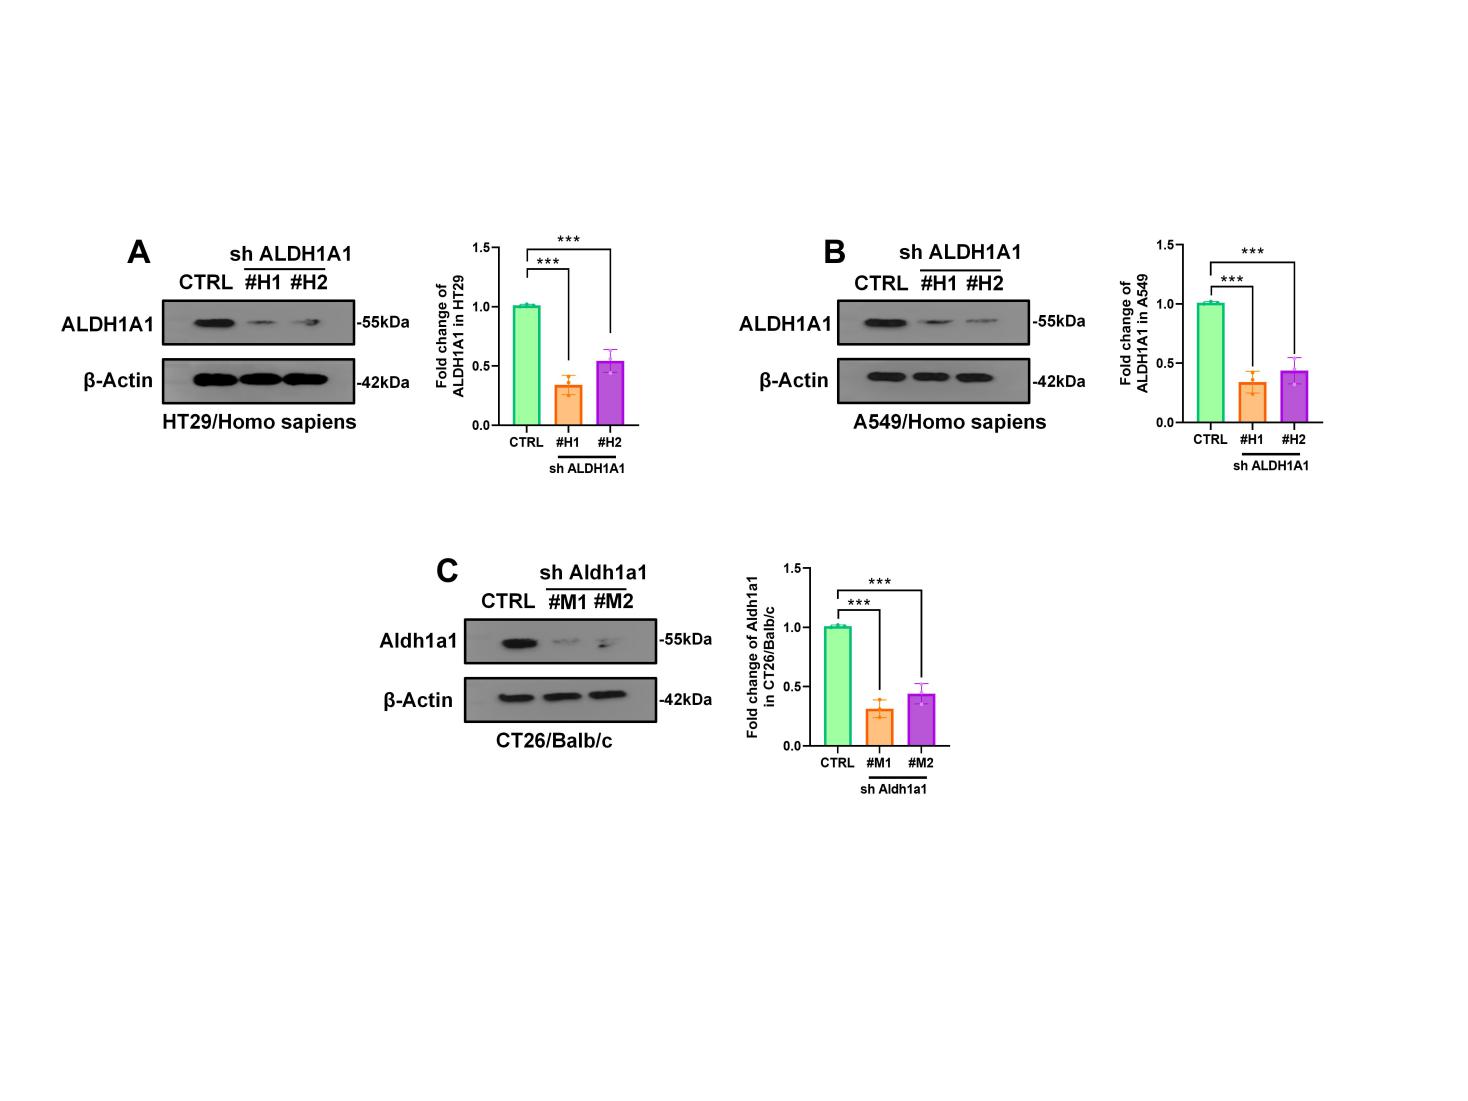
**

**Figure S1** (A-B) Western blot and histogram of the effect of shALDH1A1 (#H1 and #H2) knocking down ALDH1A1 in different cells (HT29 and A549), respectively. (C) Western blot and histogram of the effect of shAldh1a1 (#M1 and #M2) knocking down Aldh1a1 in CT26 cells. Results were presented as mean ± S.D., n = 3. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

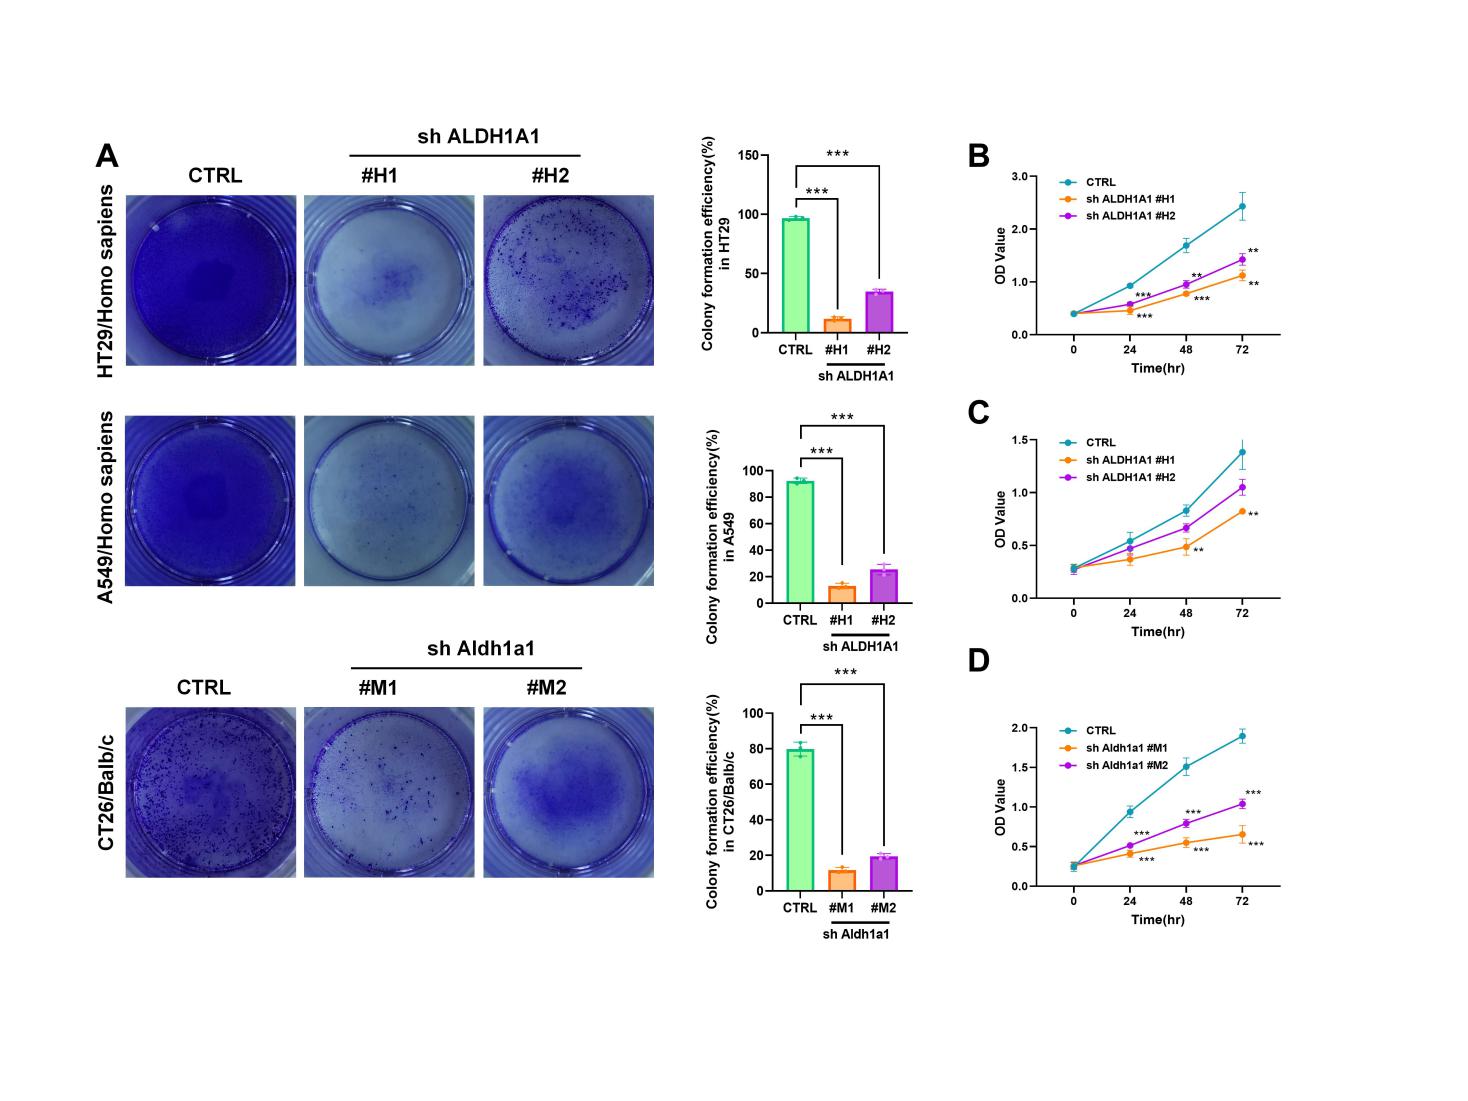

**Figure S2** The effect of shALDH1A1 on cell proliferation in three kinds of cell lines HT29, A549 and CT26. (A) Clonogenic experiments and statistics. (B) Statistics of cell proliferation experiments. Results were presented as mean ± S.D., n = 3. ***P* < 0.01, ****P* < 0.001.

**
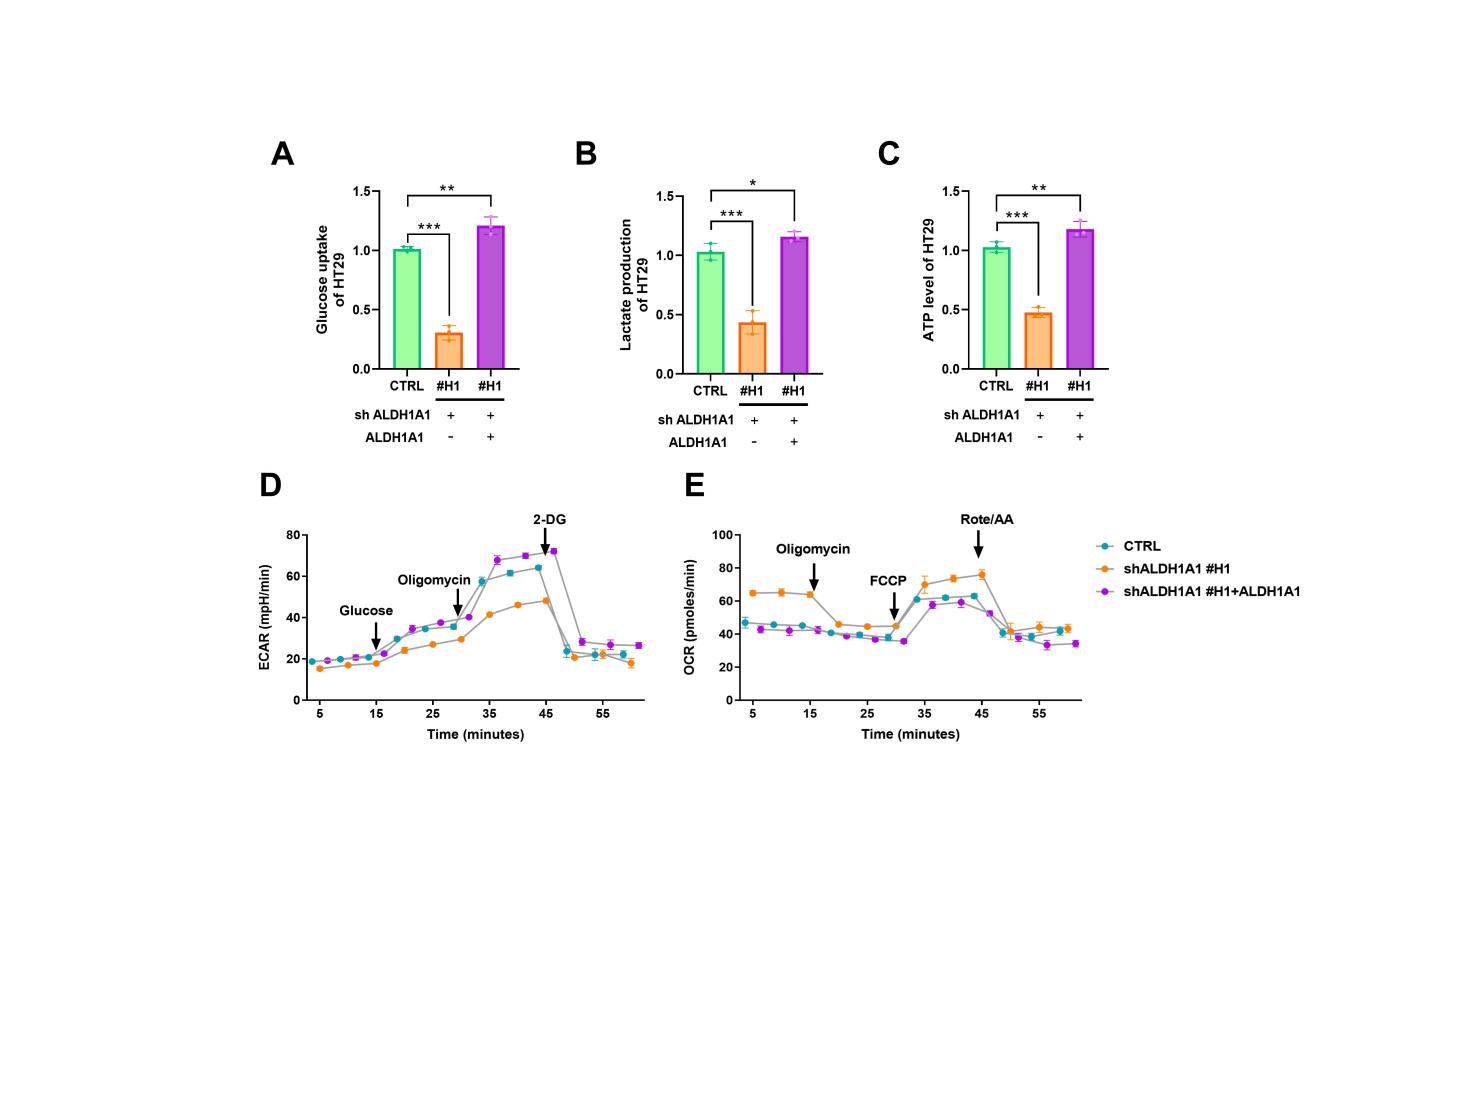
**

**Figure S3** Changes in key indicators of glycolysis in HT29 after shALDH1A1 knockdown and compensation. (A) Glucose uptake. (B) Lactate production levels. (C) ATP generation levels. (D) Extracellular acidification rate (ECAR). (E) Oxygen consumption (OCR).

**
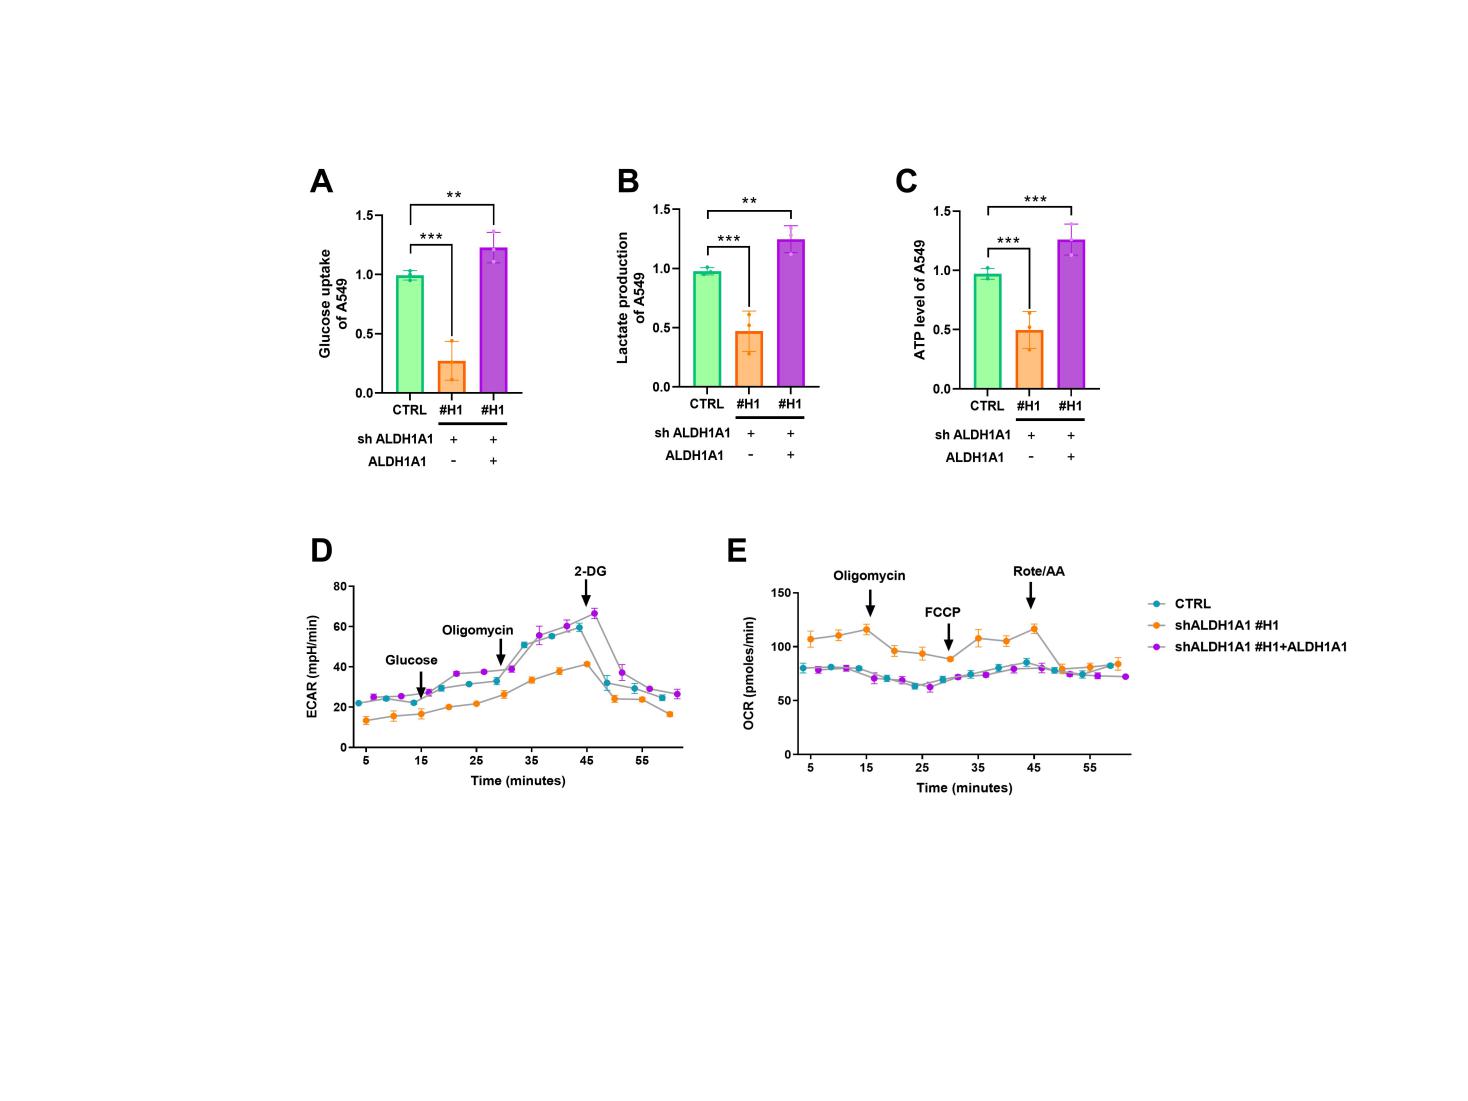
**

**Figure S4** Changes in key indicators of glycolysis in A549 after shALDH1A1 knockdown and compensation. (A) Glucose uptake. (B) Lactate production levels. (C) ATP generation levels. (D) Extracellular acidification rate (ECAR). (E) Oxygen consumption (OCR).

**
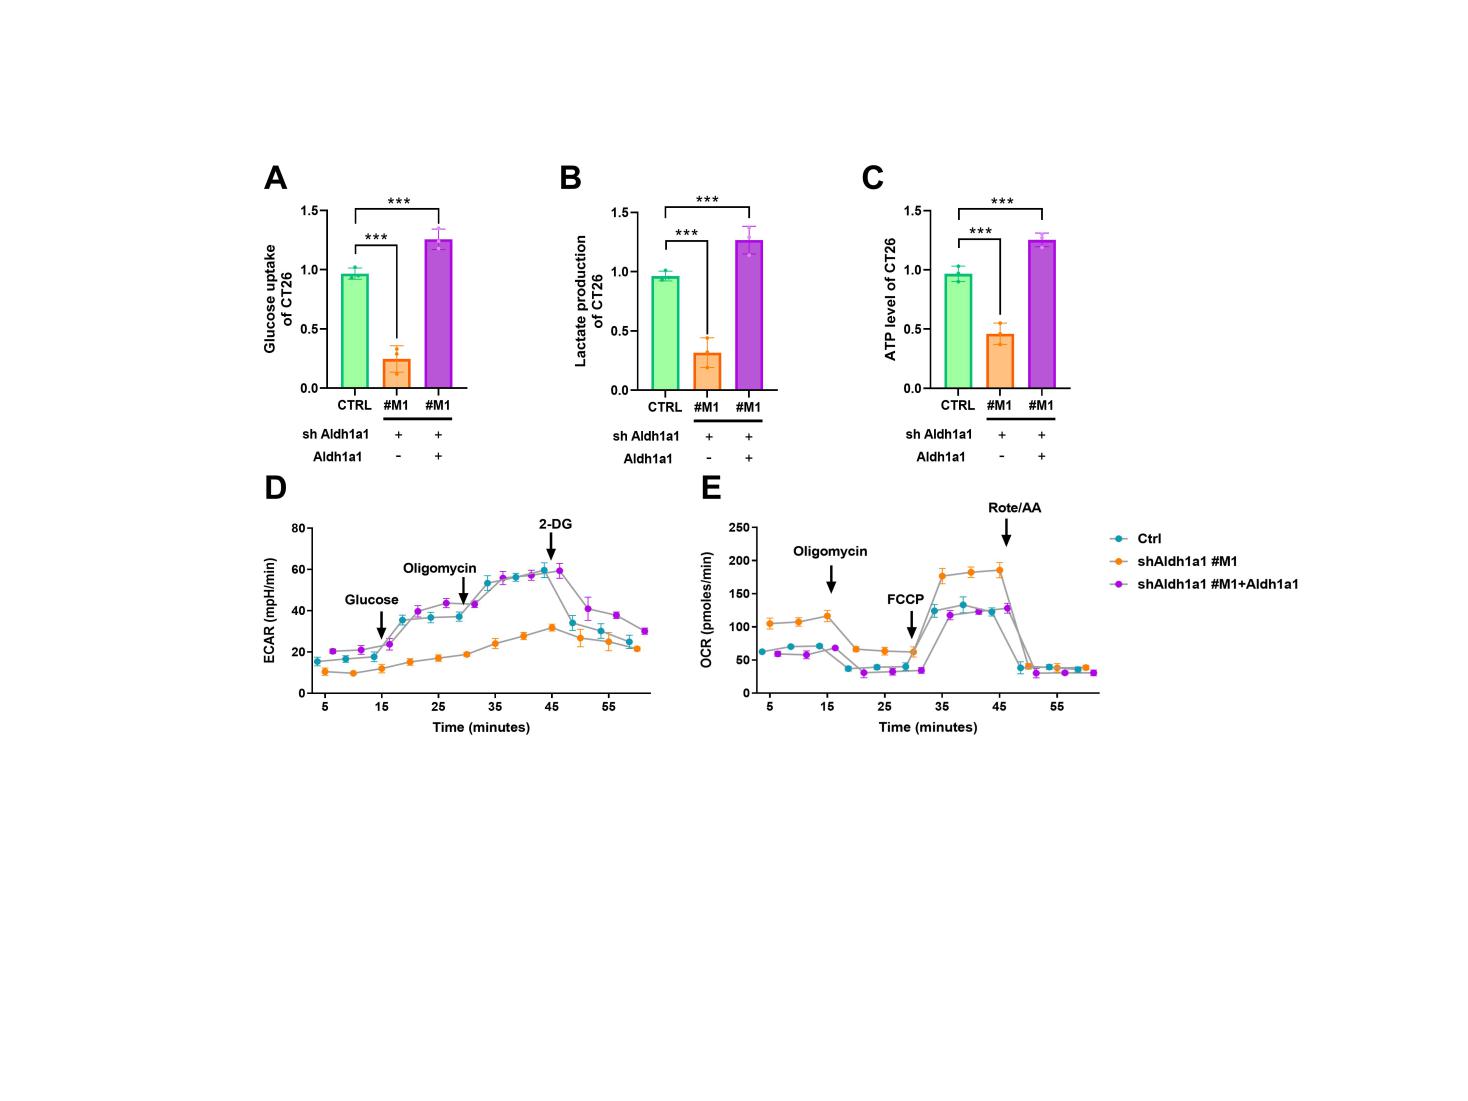
**

**Figure S5** Changes in key indicators of glycolysis in CT26 after shAldh1a1 knockdown and compensation. (A) Glucose uptake. (B) Lactate production levels. (C) ATP generation levels. (D) Extracellular acidification rate (ECAR). (E) Oxygen consumption (OCR).

**
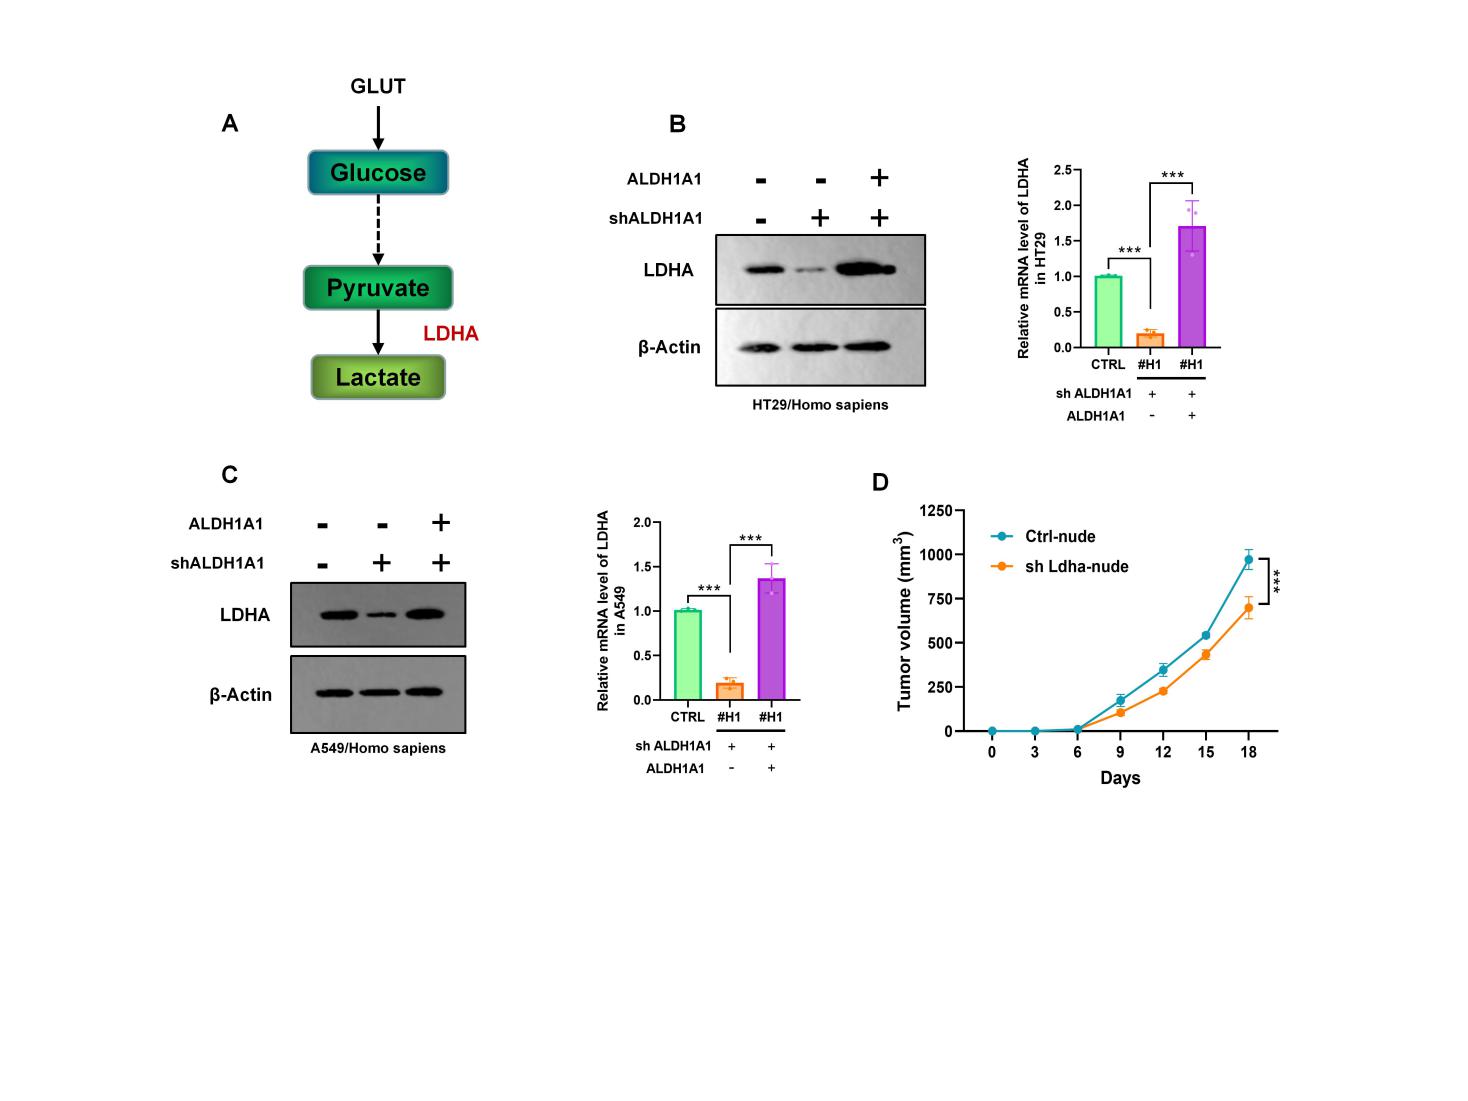
**

**Figure S6** (A) Schematic diagram of the signaling pathway for the mechanism of glycolysis. (B-C) Western blot and qPCR detection of LDHA expression changes in HT29 and A549 cells after shALDH1A1 knockdown and compensation. (D) Tumor growth curves of BALB/c nude mouse species confounding negative control (Ctrl) and shLdha-transfected CT26 xenografts.

**
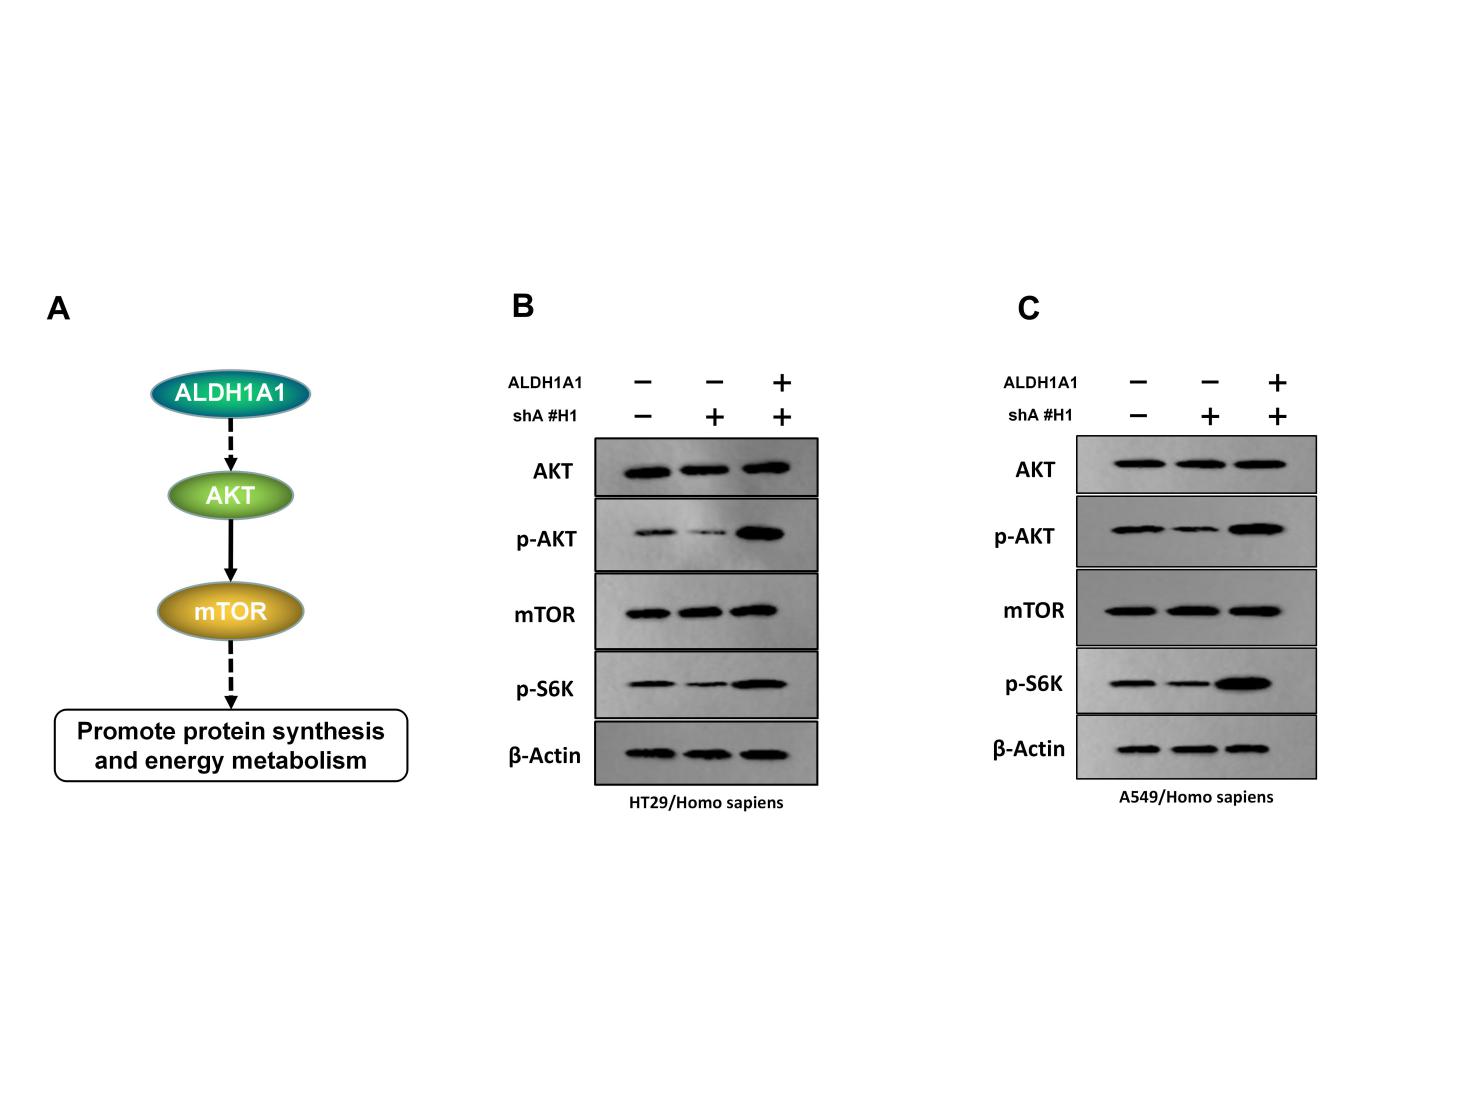
**

**Figure S7** (A) Schematic diagram of the signaling pathway downstream of ALDH1A1 regulating AKT/mTOR. (B-C) The effect of shALDH1A1 knockdown and compensation on the expression of proliferation signal AKT/p-AKT/mTOR/p-S6K in different cells HT29 (B) and A549 (C).

**
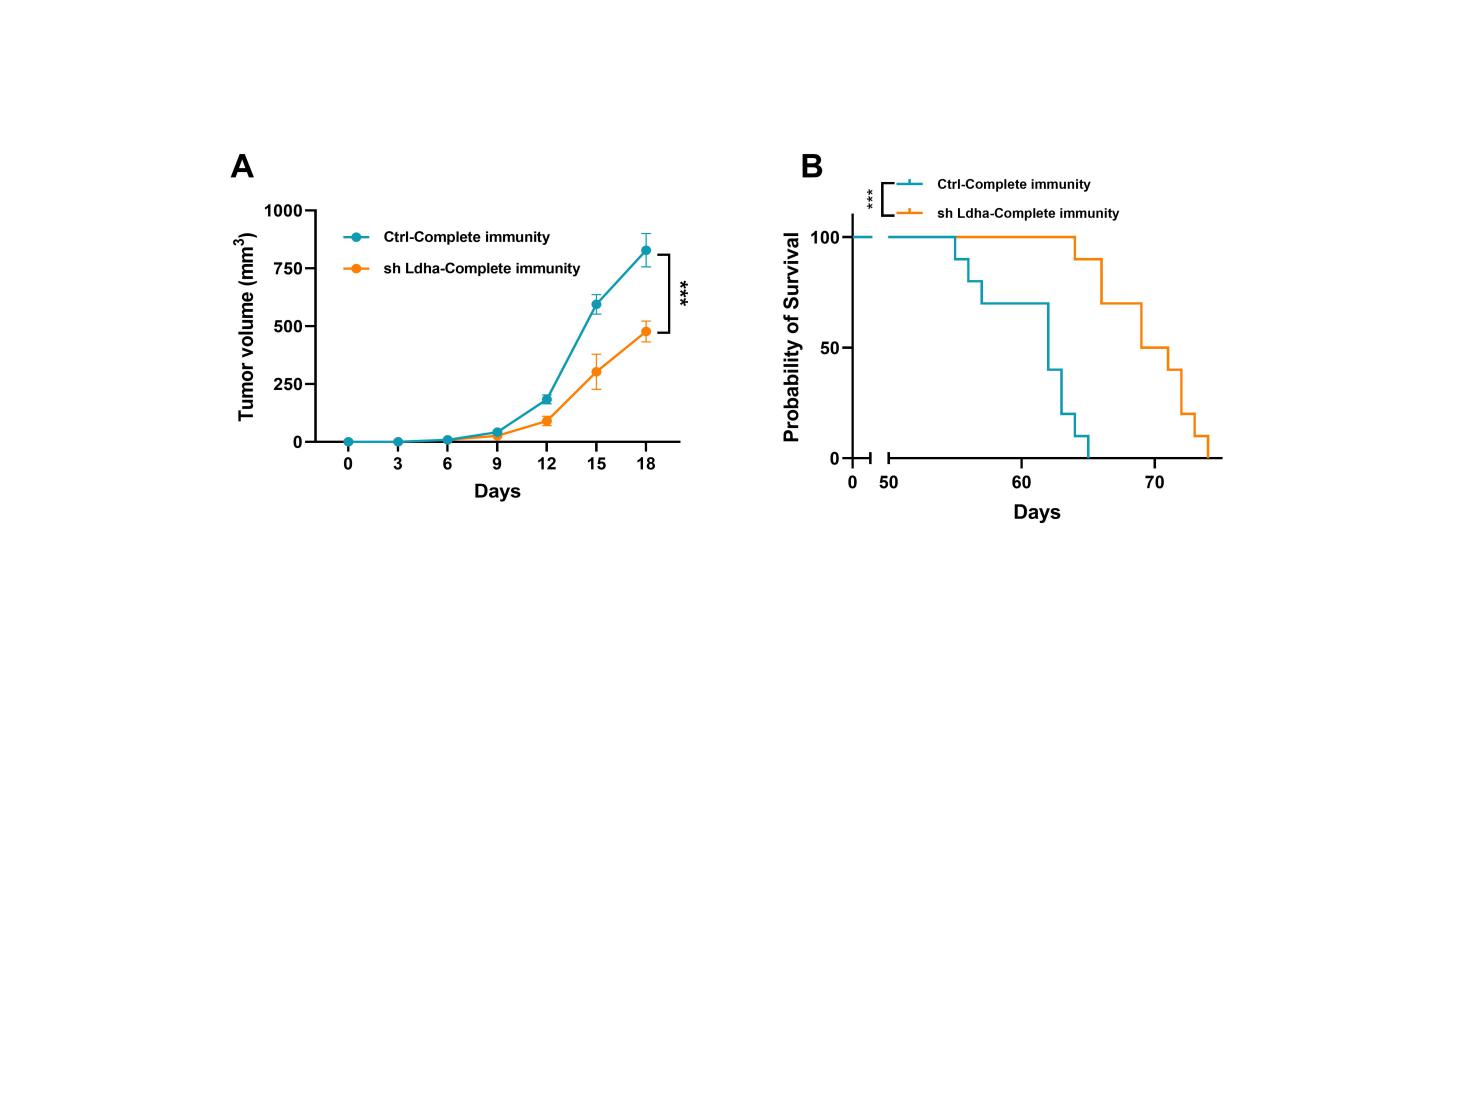
**

**Figure S8** Tumor growth curves (A) of confounding negative control (Ctrl) and shLdha-transfected CT26 xenografts in BALB/c mice and Kaplan-Meier survival curves (B) of these mice.

**
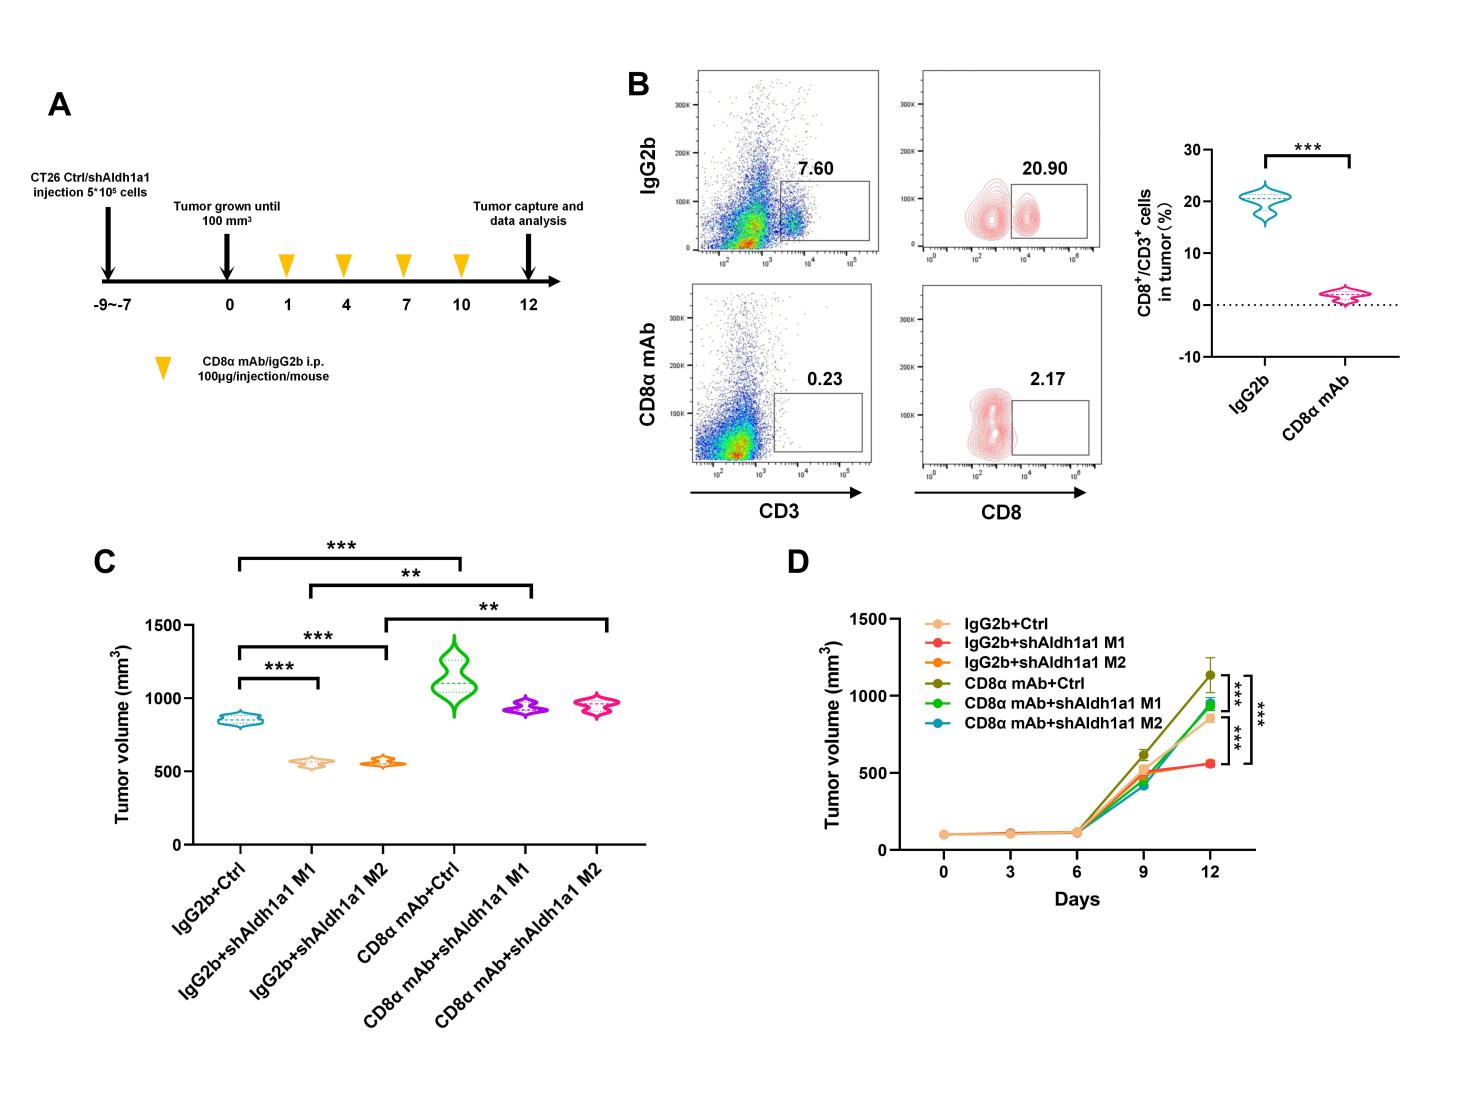
**

**Figure S9** (A–D) BALB/c mice were implanted with 5×10^5^ shAldh1a1 CT26 or Ctrl cells and received CD8α mAb treatment or IgG isotype control (IgG2b). (A) Schematic diagram of the treatment timeline. (B) Flow cytometric sorting of CD3^+^CD8^+^ TILs and quantitative statistics in tumorigenic tissues of BALB/c mice treated with CD8α mAb or IgGb. (C) Volume statistics of CT26 tumors harvested after euthanasia of BALB/c xenografted mice. (D) Line graph of tumor volume over time. Results are presented as mean ± S.D., n = 3-5. ***P* < 0.01, ****P* < 0.001.

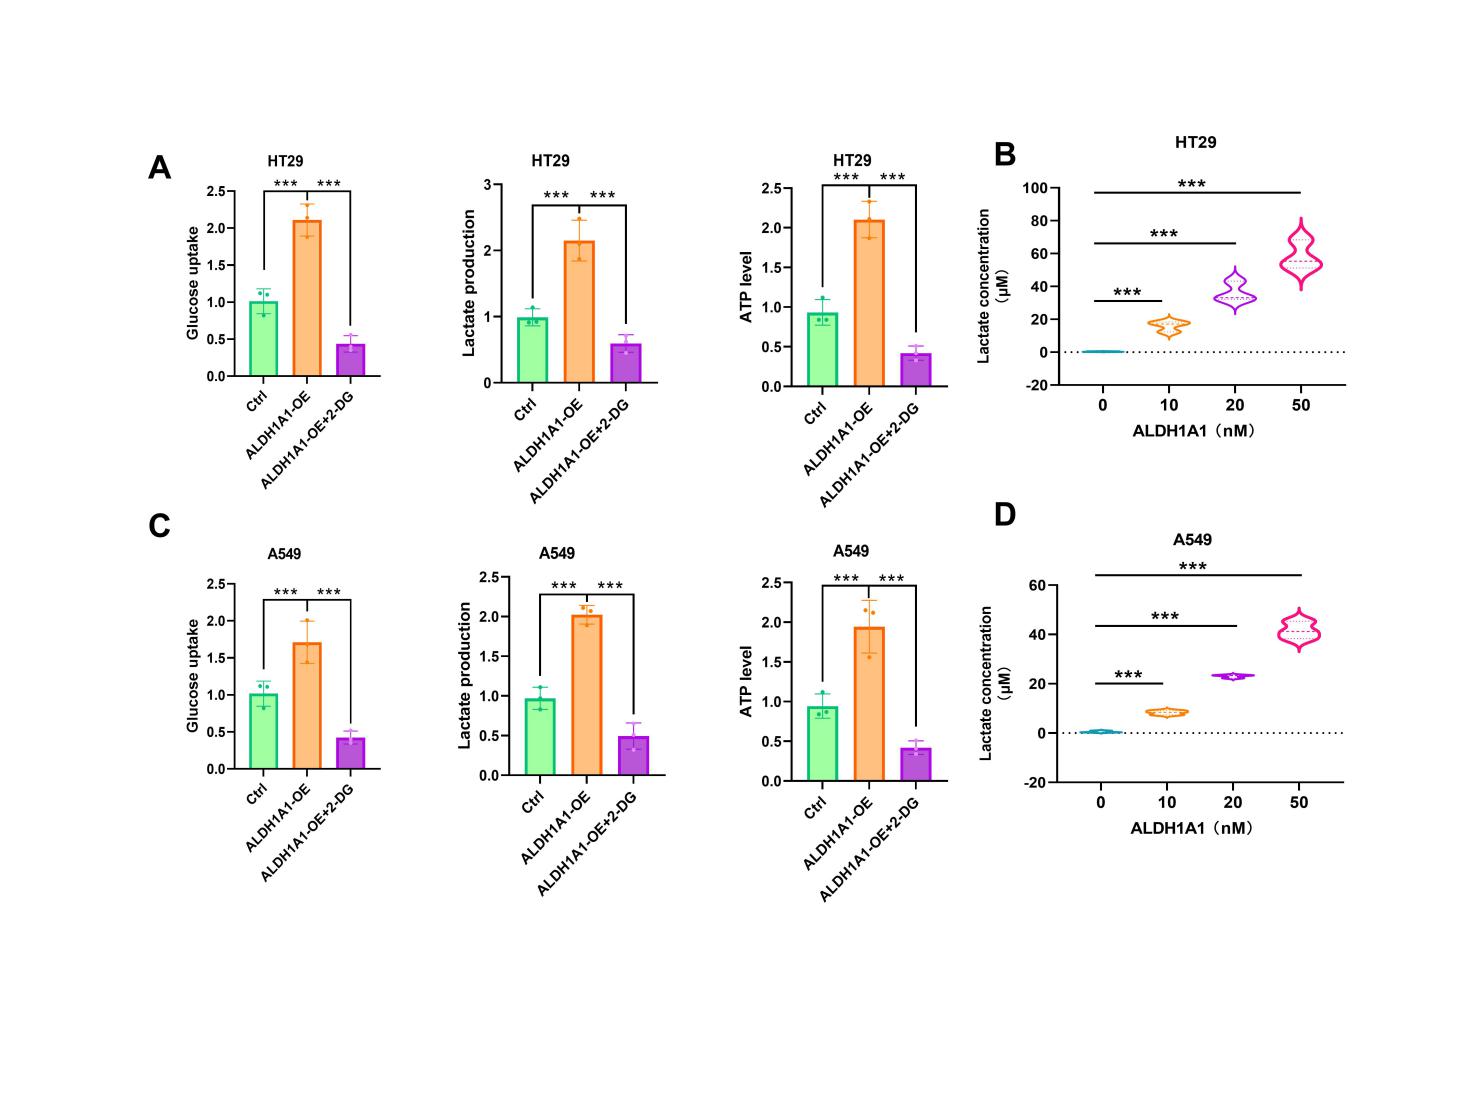

**Figure S10** Histogram of key markers of glycolysis, glucose uptake, lactate production, and ATP levels after ALDH1A1-OE overexpression and 2-DG inhibition of glycolysis in HT29 (A) and A549 (C) cells. After HT29 (B) and A549 (D) cells were treated with ALDH1A1 enzyme at different concentration gradients for 10 minutes, the quantitative statistical graph of lactic acid content in the cell supernatant was detected. Results were presented as mean ± S.D., n = 3. ****P* < 0.001.

**
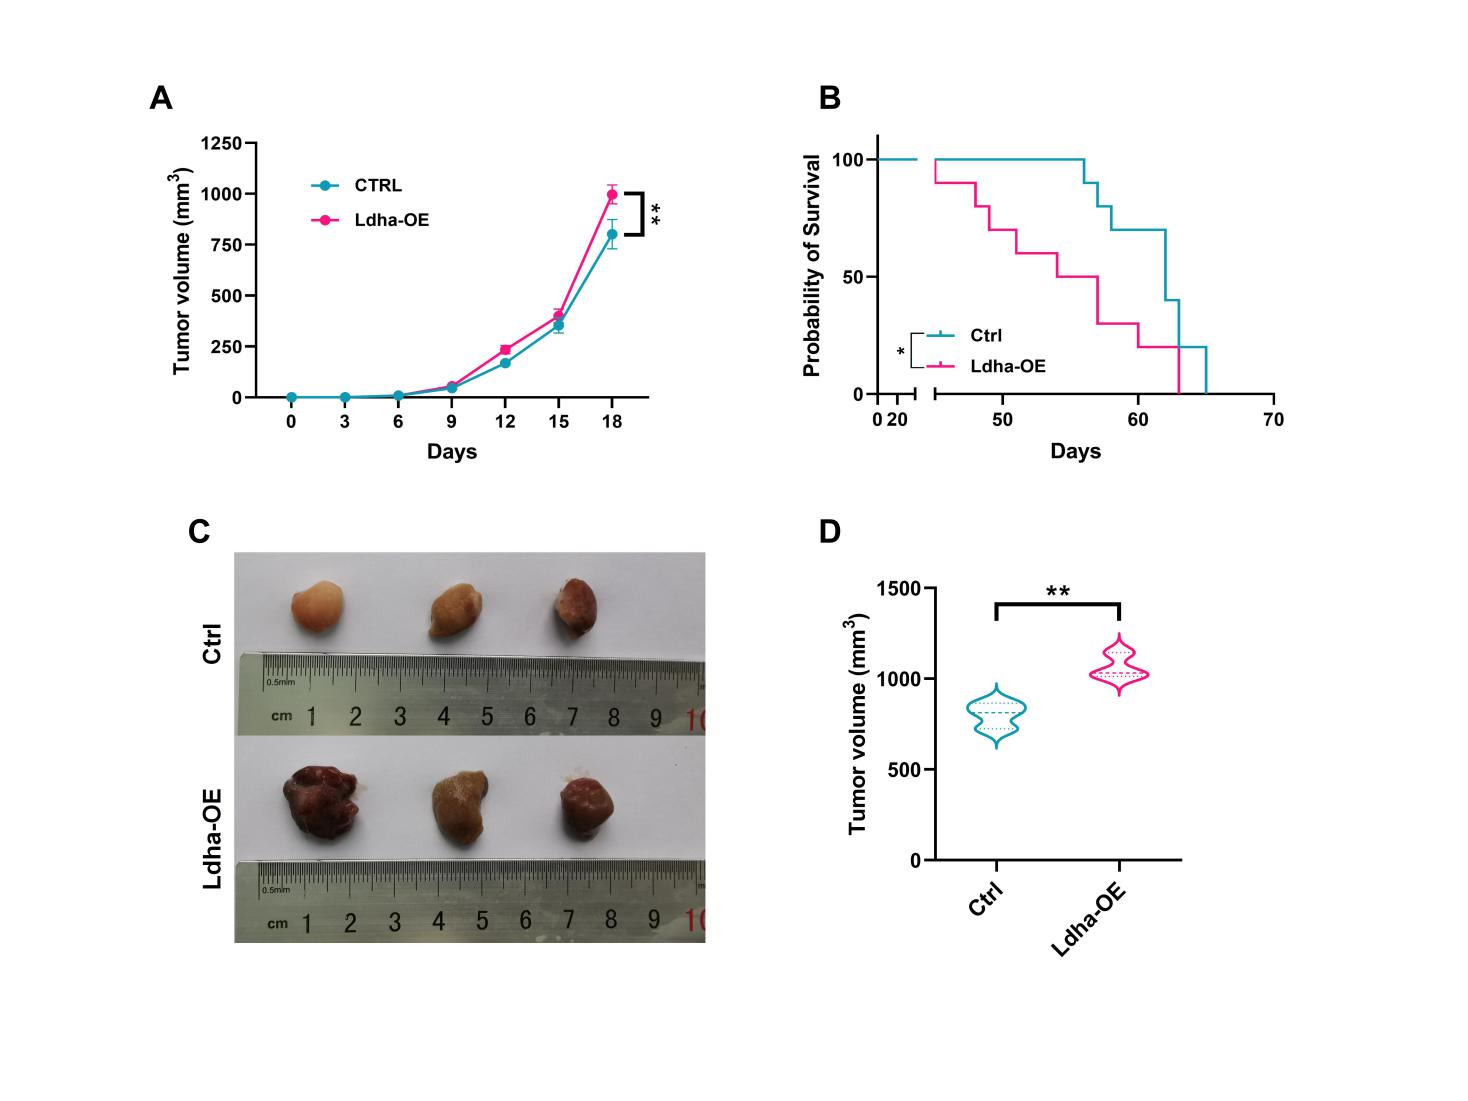
**

**Figure S11** Tumor growth curves (A) of confounding negative control (Ctrl) and Ldha-OE-transfected CT26 xenografts in BALB/c mice and Kaplan-Meier survival curves (B) of these mice. (C-D) BALB/c mice were implanted with CT26 cells and Ldha-overexpressing CT26 cells. Tumors were excised and measured 3 weeks later.

**
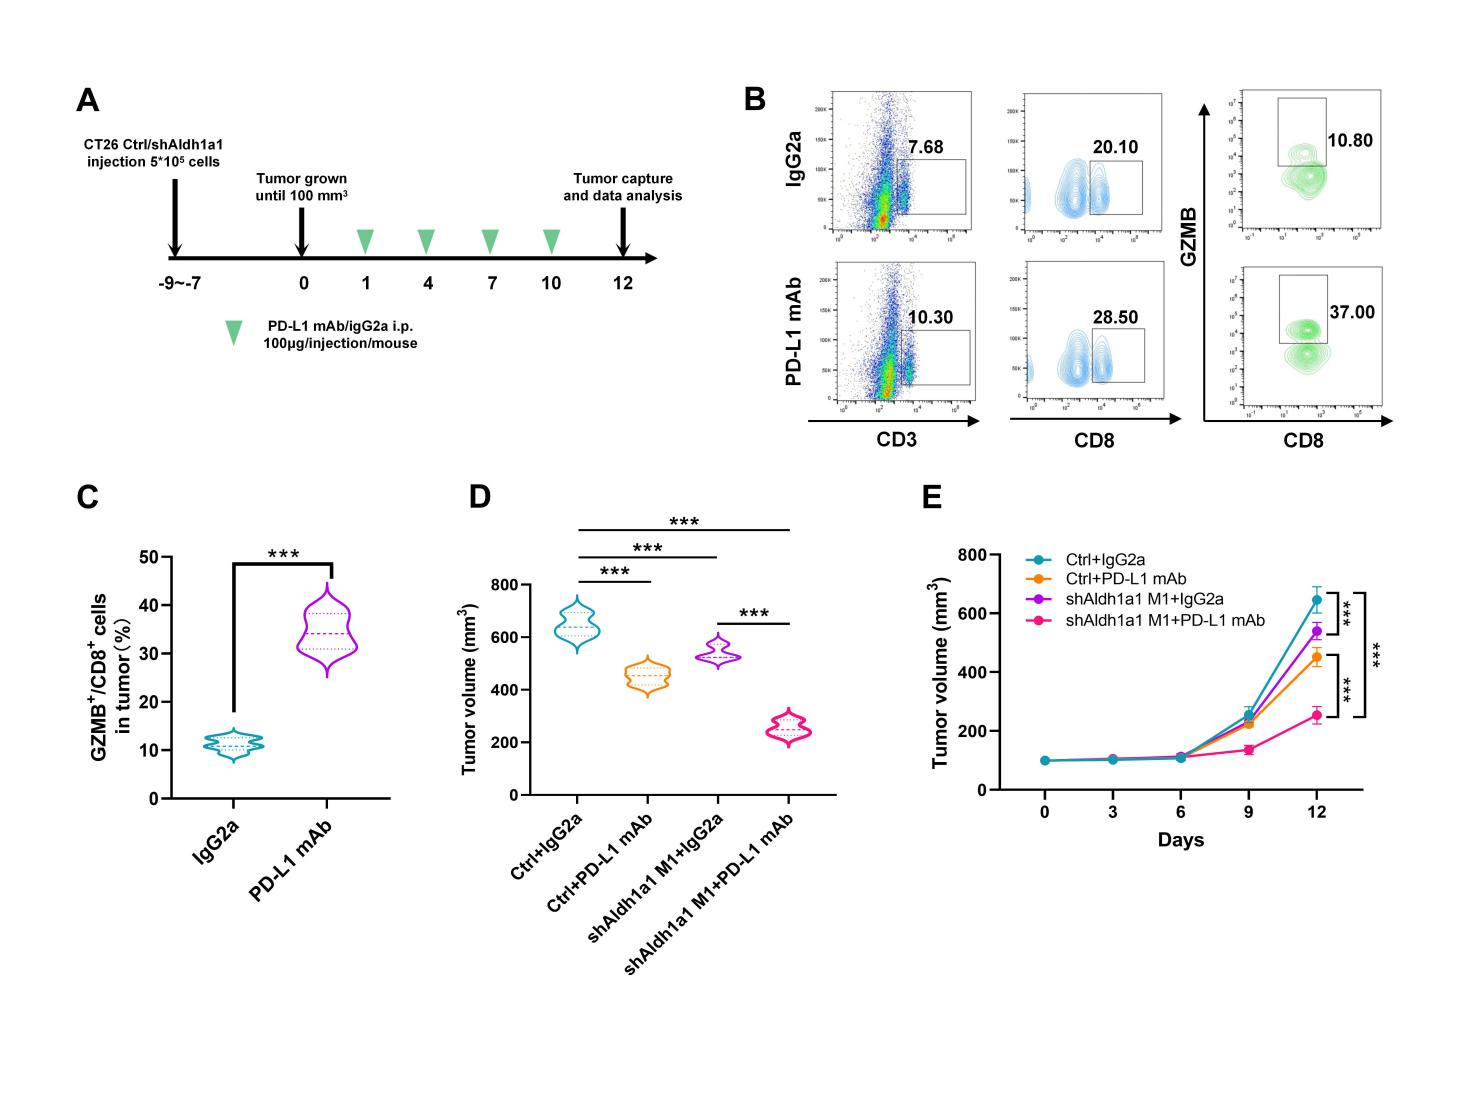
**

**Figure S12** (A-D) BALB/c mice were implanted with 5×10^5^ shAldh1a1 CT26 or Ctrl cells and received PD-L1 mAb treatment or IgG isotype control (IgG2a). (A) Schematic diagram of the treatment timeline. (B-C) Flow cytometry sorting of TILs and quantitative statistics of CD8+GZMB+ in tumorigenic tissues of BALB/c mice treated with PD-L1 mAb or IgGa. (D) Volume statistics of CT26 tumors harvested after euthanasia of BALB/c xenografted mice. (E) Line graph of tumor volume over time. Results were presented as mean ± S.D., n = 3-5. ***P* < 0.01, ****P* < 0.001.

**
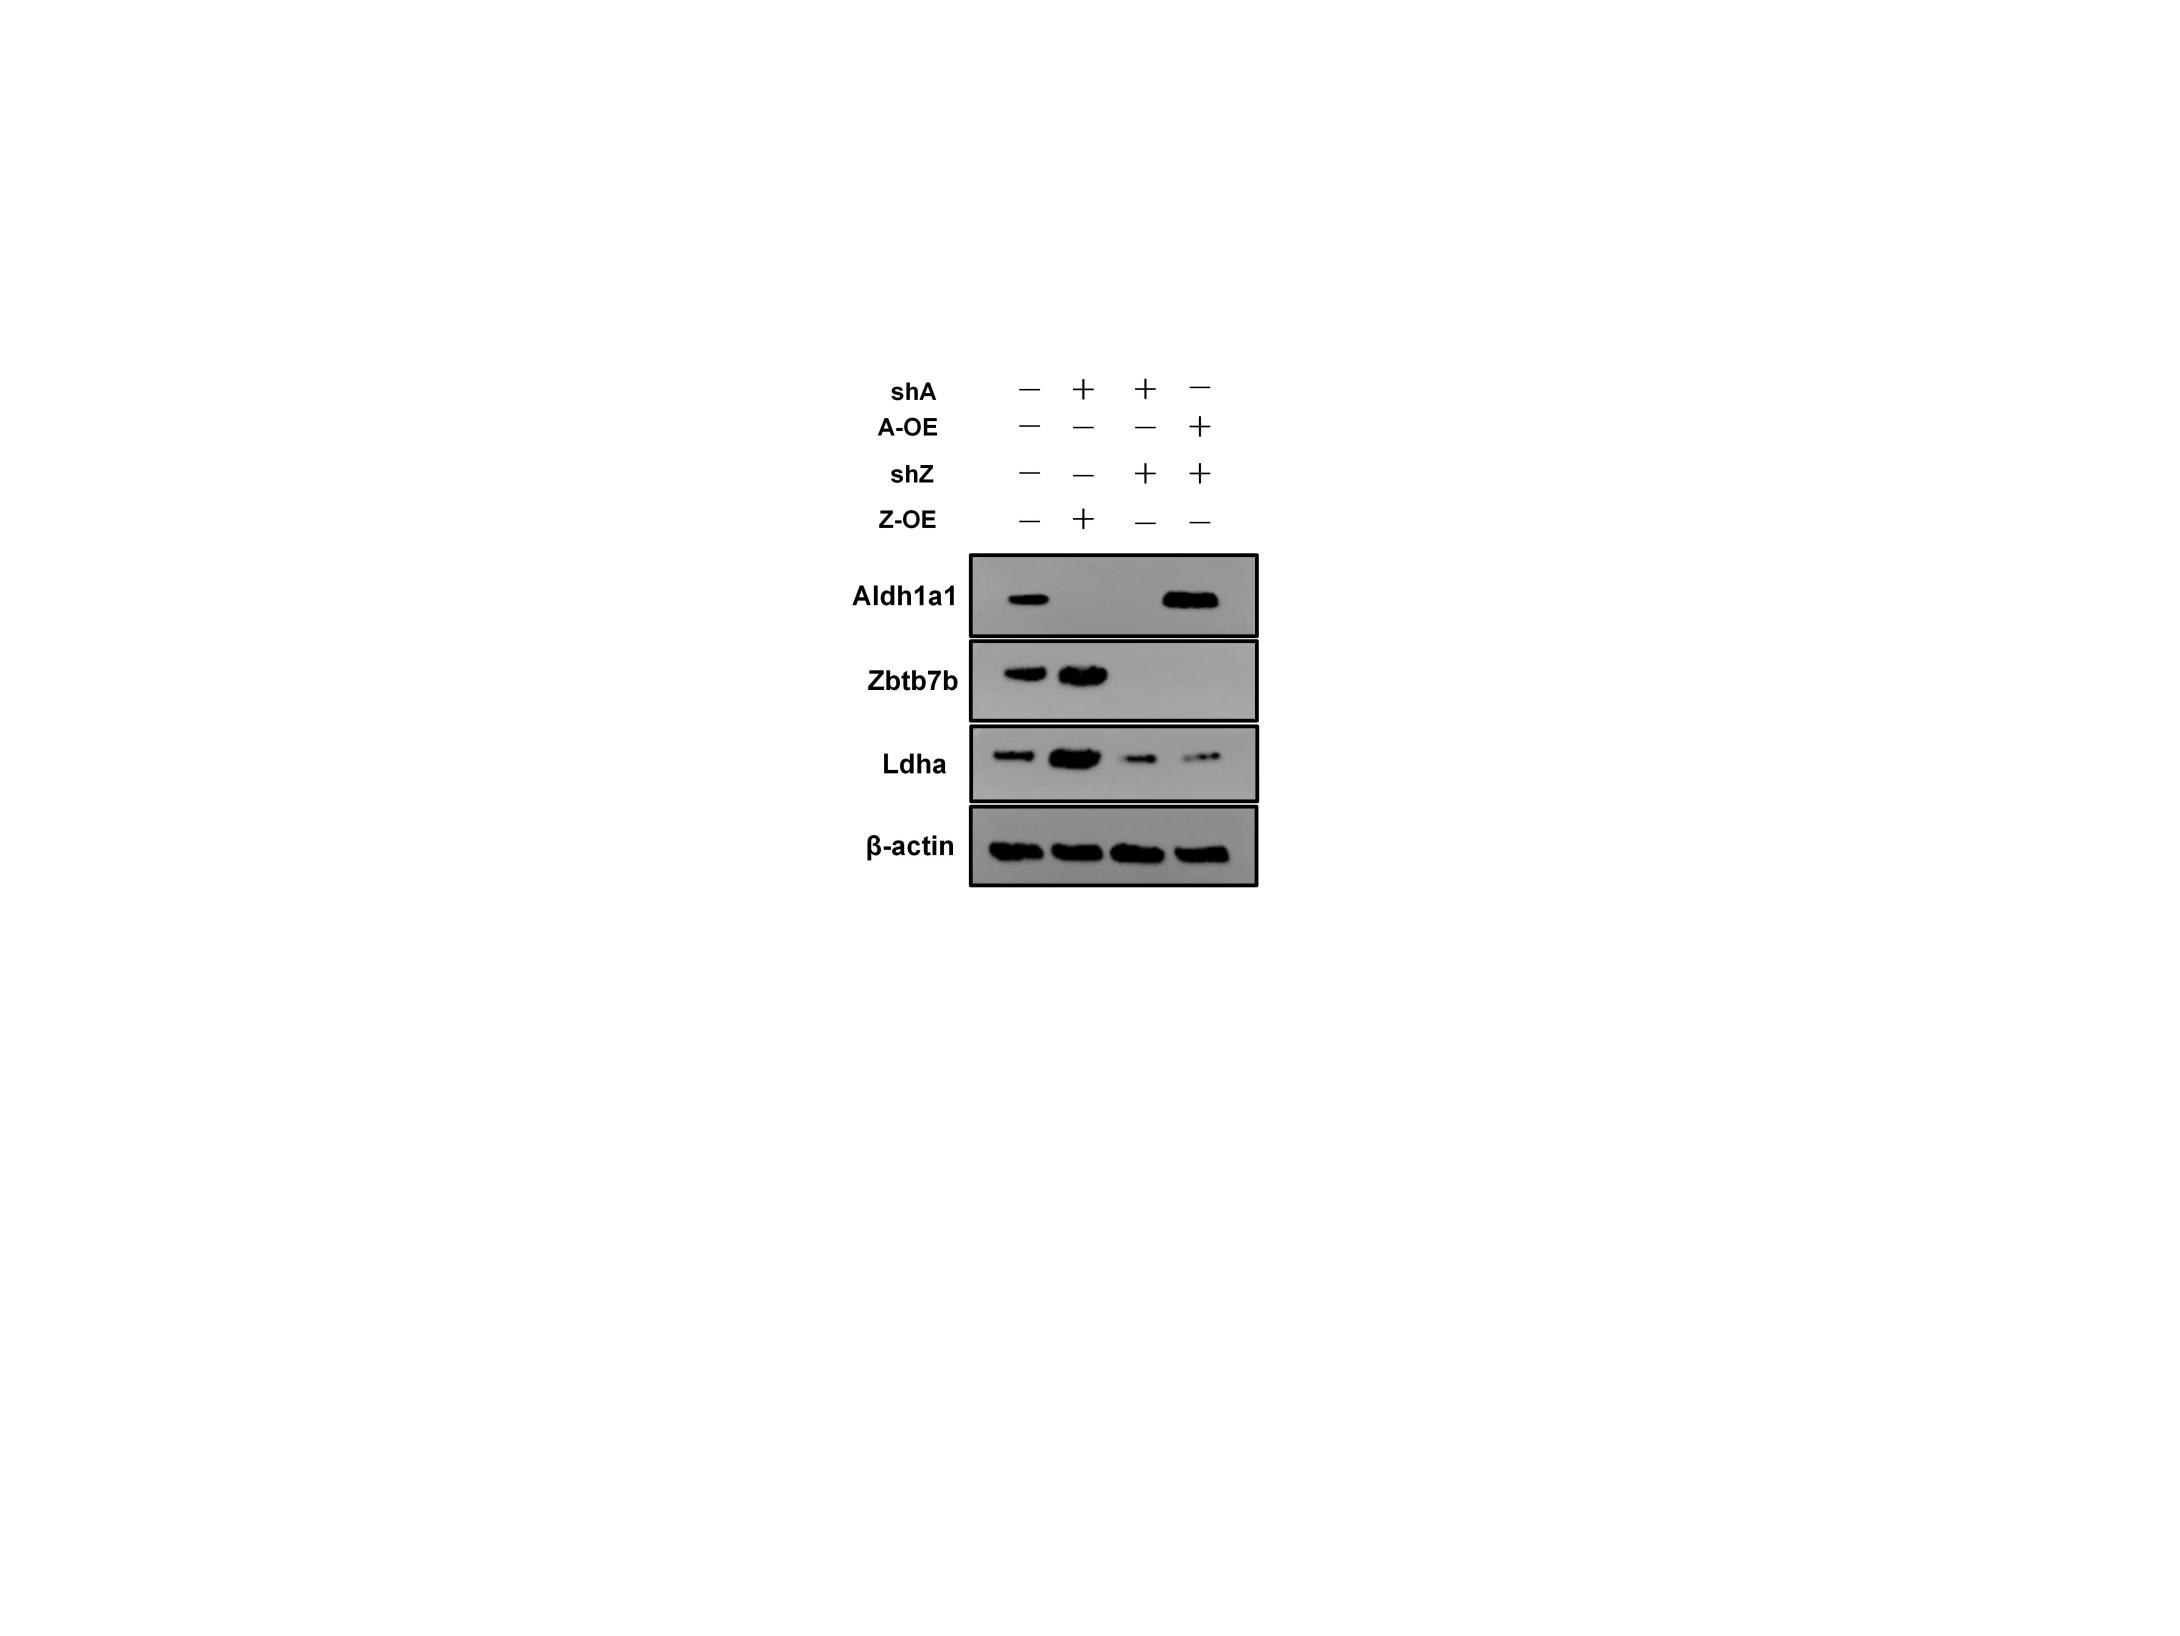
**

**Figure S13** In CT26 cells, Western blot was used to detect the expression changes of Ldha after knockdown (sh-) and overexpression (-OE) of Aldh1a1 and Zbtb7b, respectively.

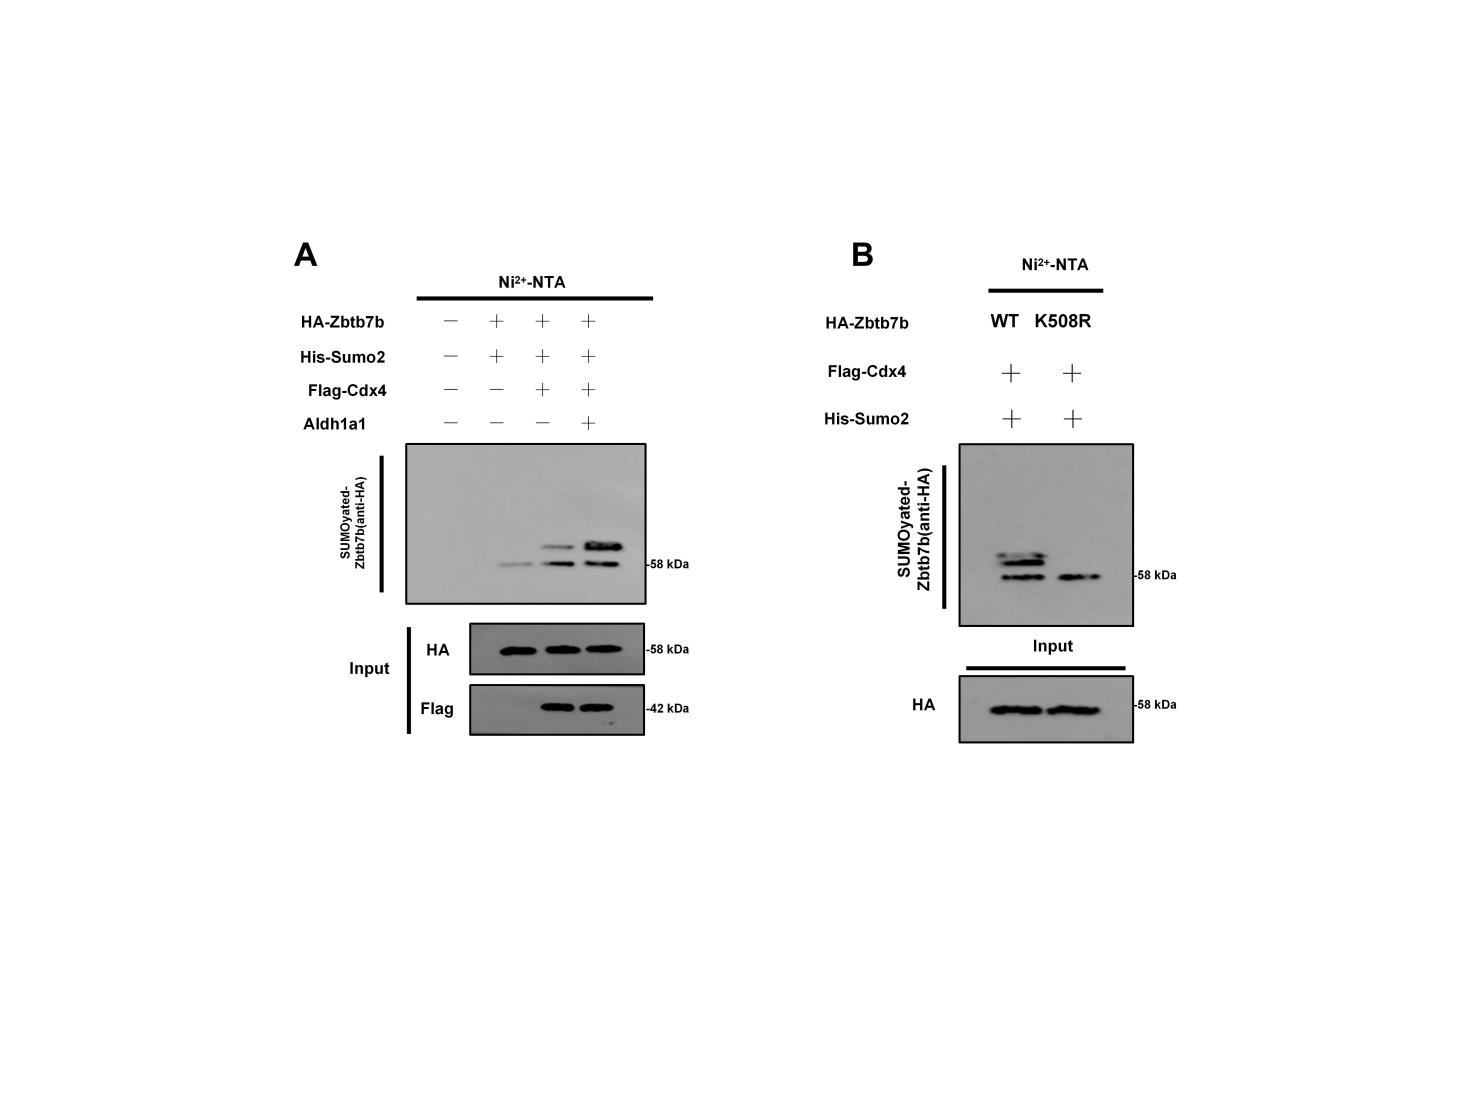

**Figure S14** CT26 cells were transfected with HA-Zbtb7b, Flag-Cdx4, and His-SUMO1/2/3, and the lysate was purified and precipitated by Ni^2+^-NTA agarose bead pull-down method, and finally Western blot was performed with the indicated antibodies. (A) Effect of Aldh1a1 on SUMO2 modification of Zbtb7b in CT26 cells. (B) CT26 cells were transfected with the indicated plasmids HA-Zbtb7b-Wt or Zbtb7b binding site mutant (K508R) and His-SUMO2/Flag-Cdx4, and the lysates were purified and precipitated by Ni2+-NTA agarose bead pull-down method, Finally, Western blot was performed with the designated antibodies. To verify the effect of site mutant K508R on the SUMO2ylation effect of Zbtb7b.

**
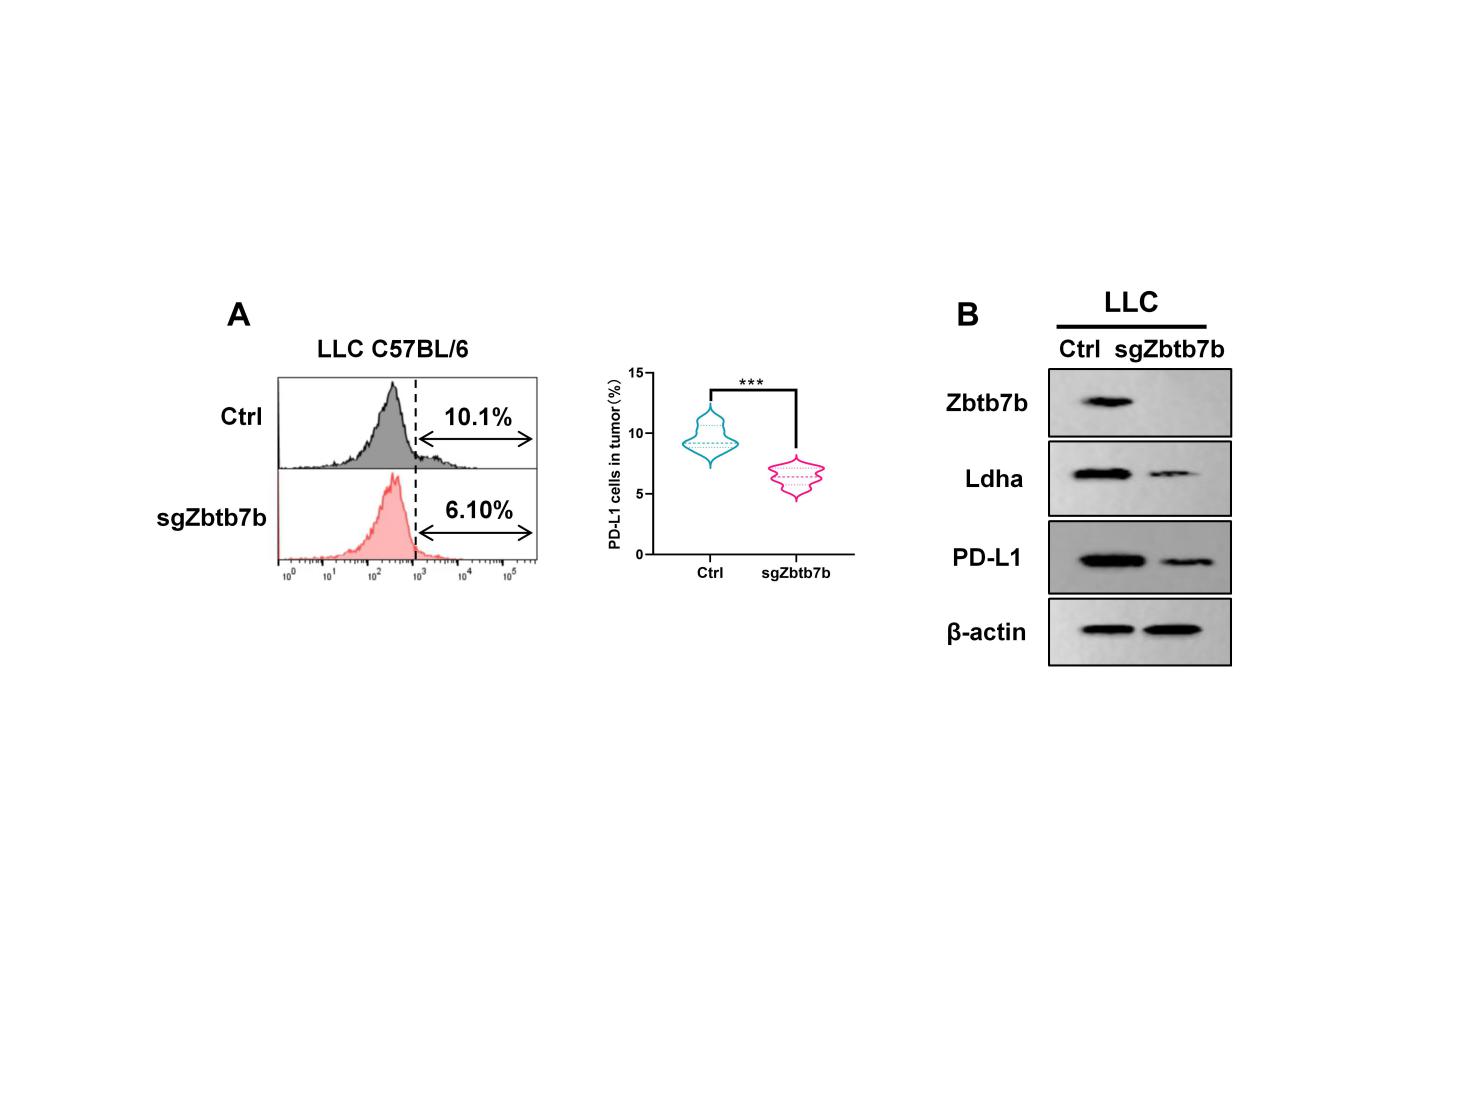
**

**Figure S15** (A) Flow cytometry analysis of PD-L1 expression and quantitative statistics of LLC cell lines transfected with sgZbtb7b or Ctrl sgRNA. (B) Western blot detection of protein expressions of Zbtb7b, Ldha, and PD-L1 in LLC cell lines transfected with sgZbtb7b or Ctrl sgRNA.

**
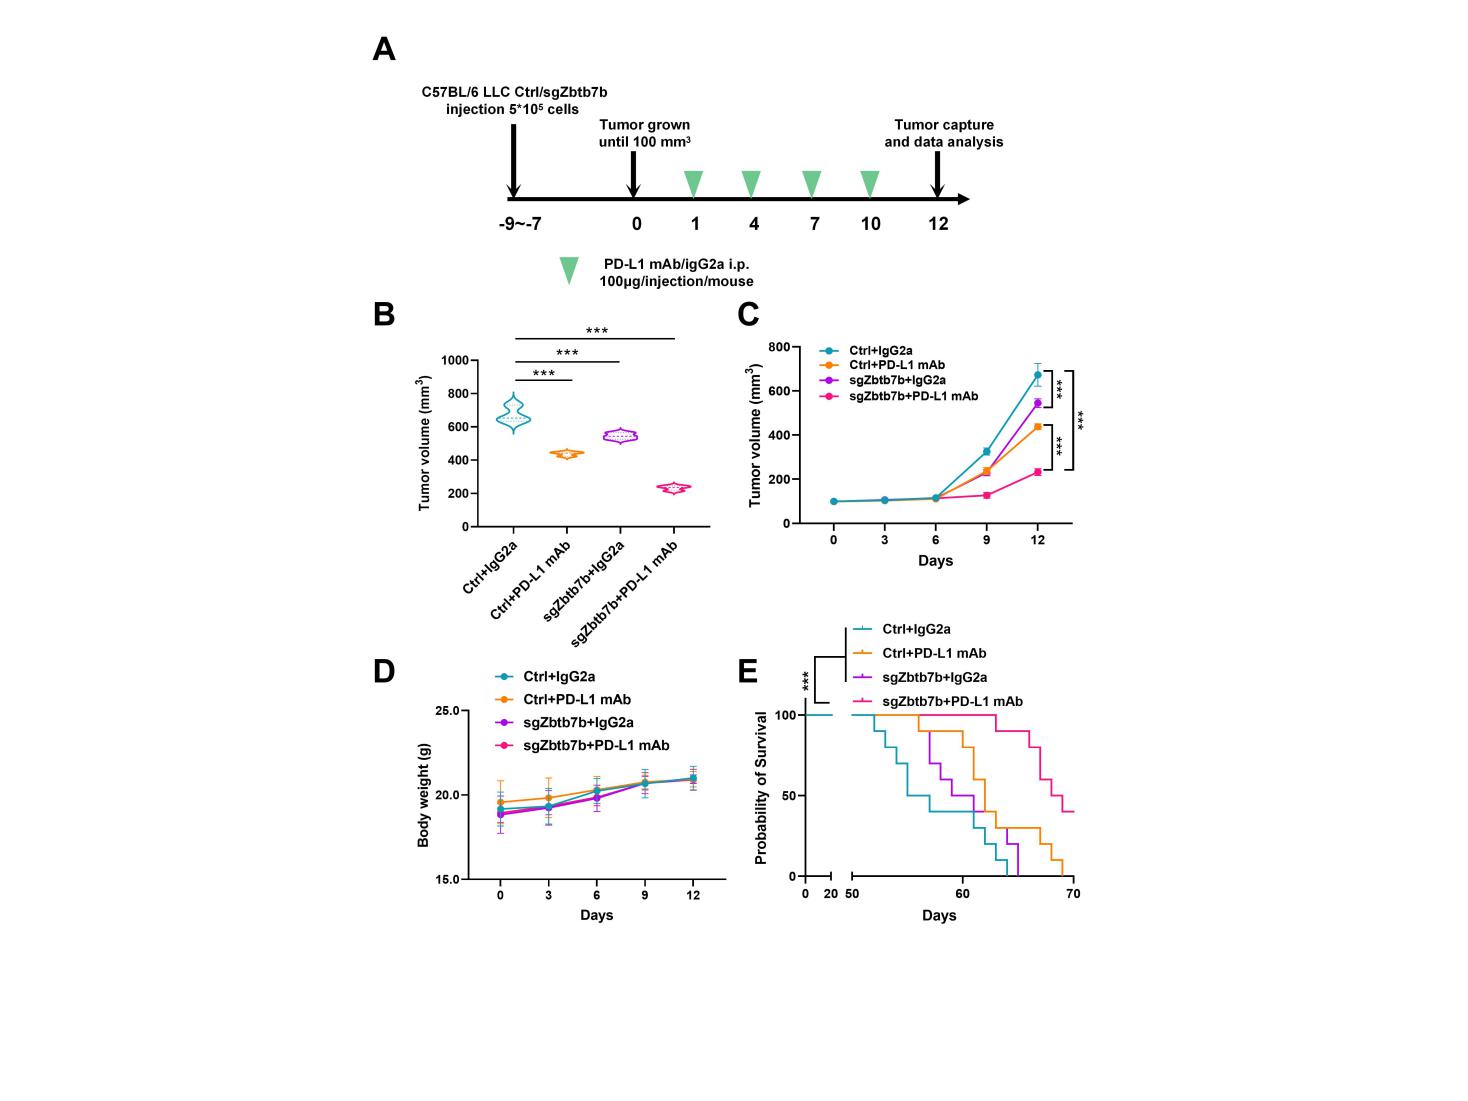
**

**Figure S16** (A-E) BALB/c mice were implanted with 5×10^5^ sgZbtb7b LLC or Ctrl cells and received PD-L1 mAb treatment or IgG isotype control (IgG2a). (A) Schematic diagram of the treatment timeline. (B) Volume statistics of LLC tumors harvested after euthanasia of BALB/c xenografted mice. (C) Line graph of tumor volume over time. (D) Mouse body weight was measured every 3 days. (E) Kaplan-Meier survival curves for each group. Results were presented as mean ± S.D., n = 5. ****P* < 0.001.

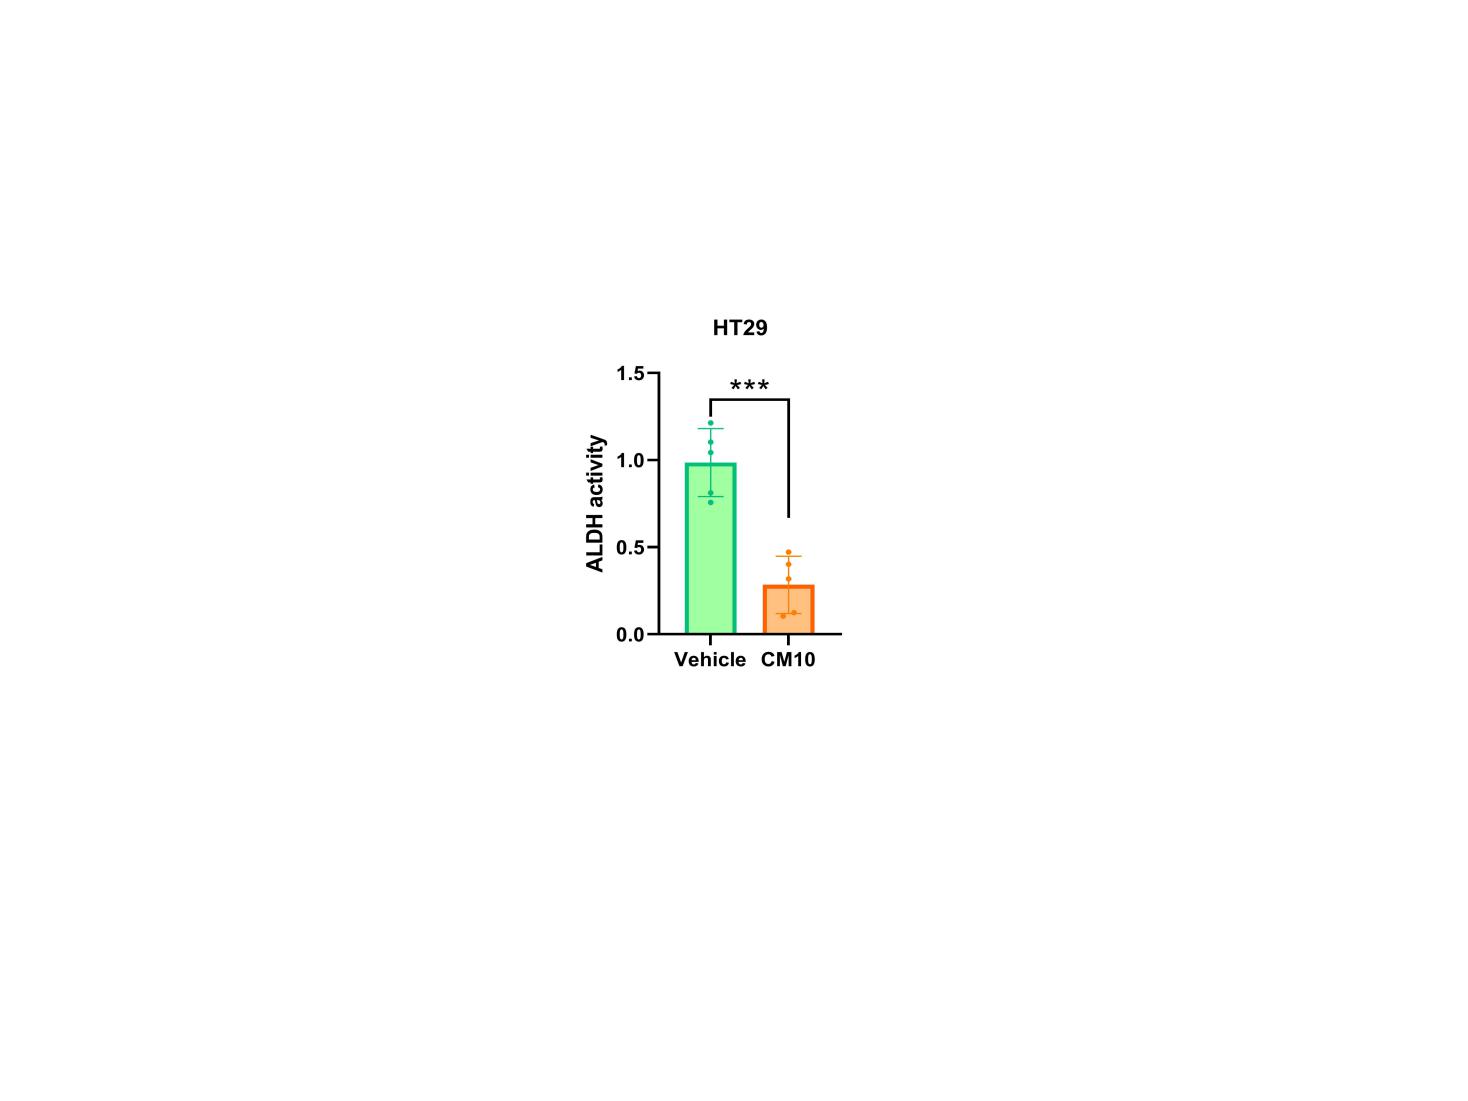

**Figure S17** Bar chart of ALDH enzyme activity after CM10 (10 μM) treatment of HT29 cells for 2 hours. Results were presented as mean ± S.D., n = 5. ****P* < 0.001.

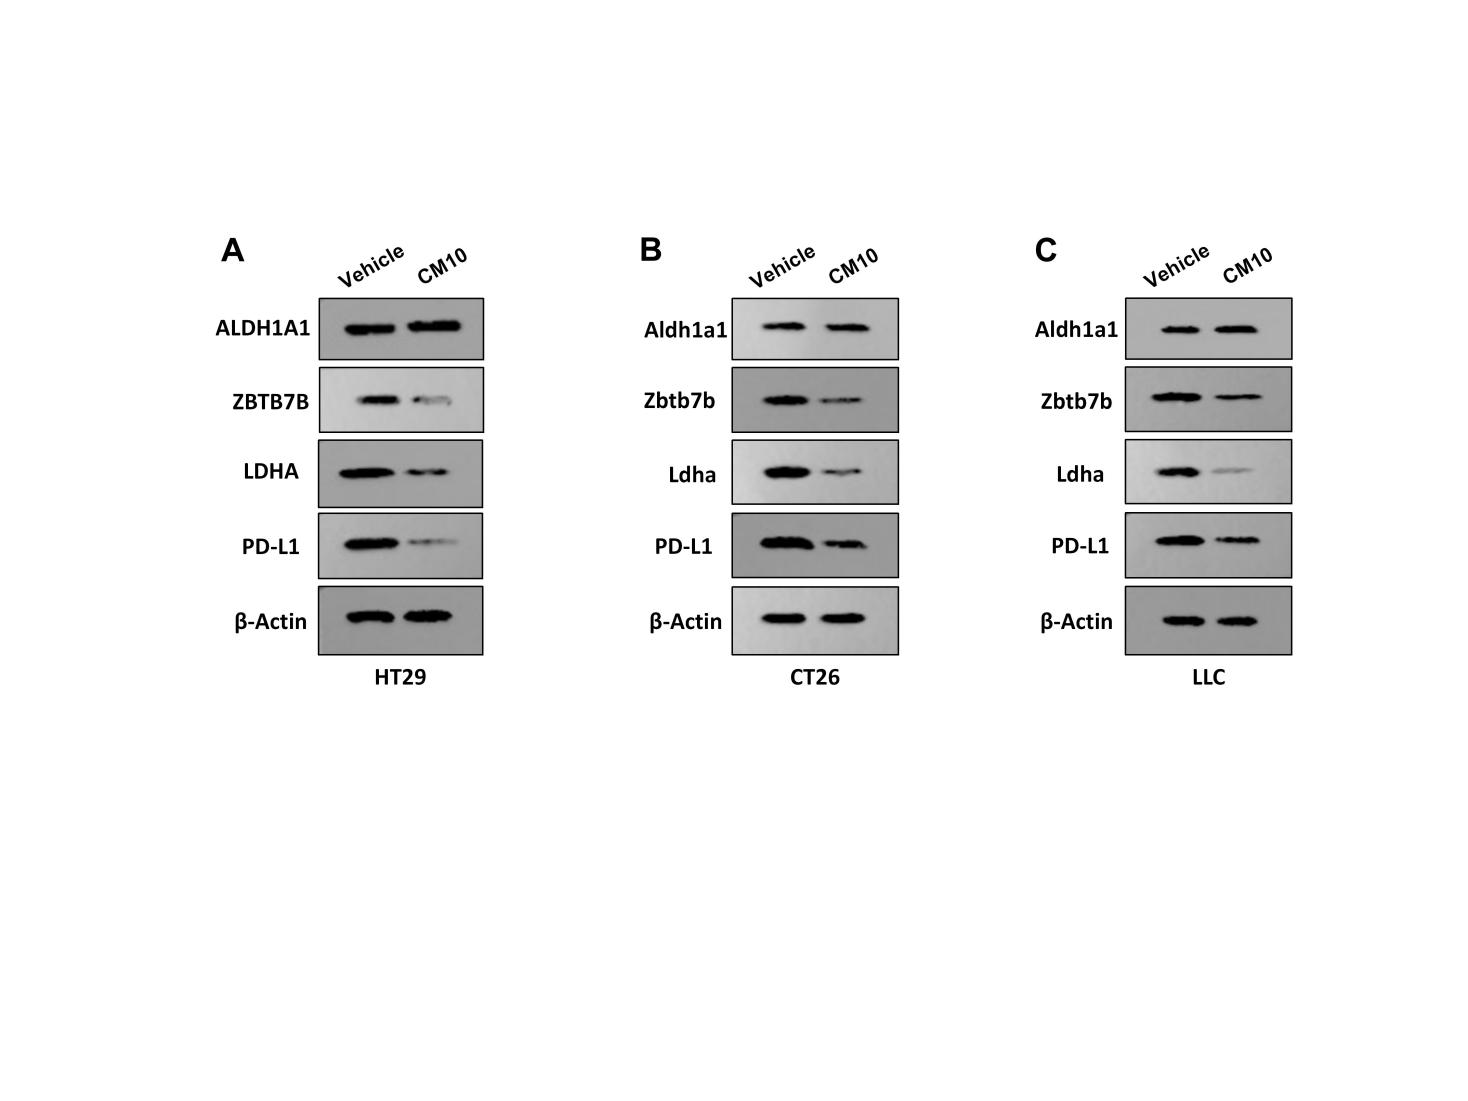

**Figure S18** After CM10 (10 μM) treated HT29 (A), CT26 (B) and LLC (C) cells for 2 hours, western blot detected the expression of ALDH1A1, ZBTB7B, LDHA and PD-L1.

**
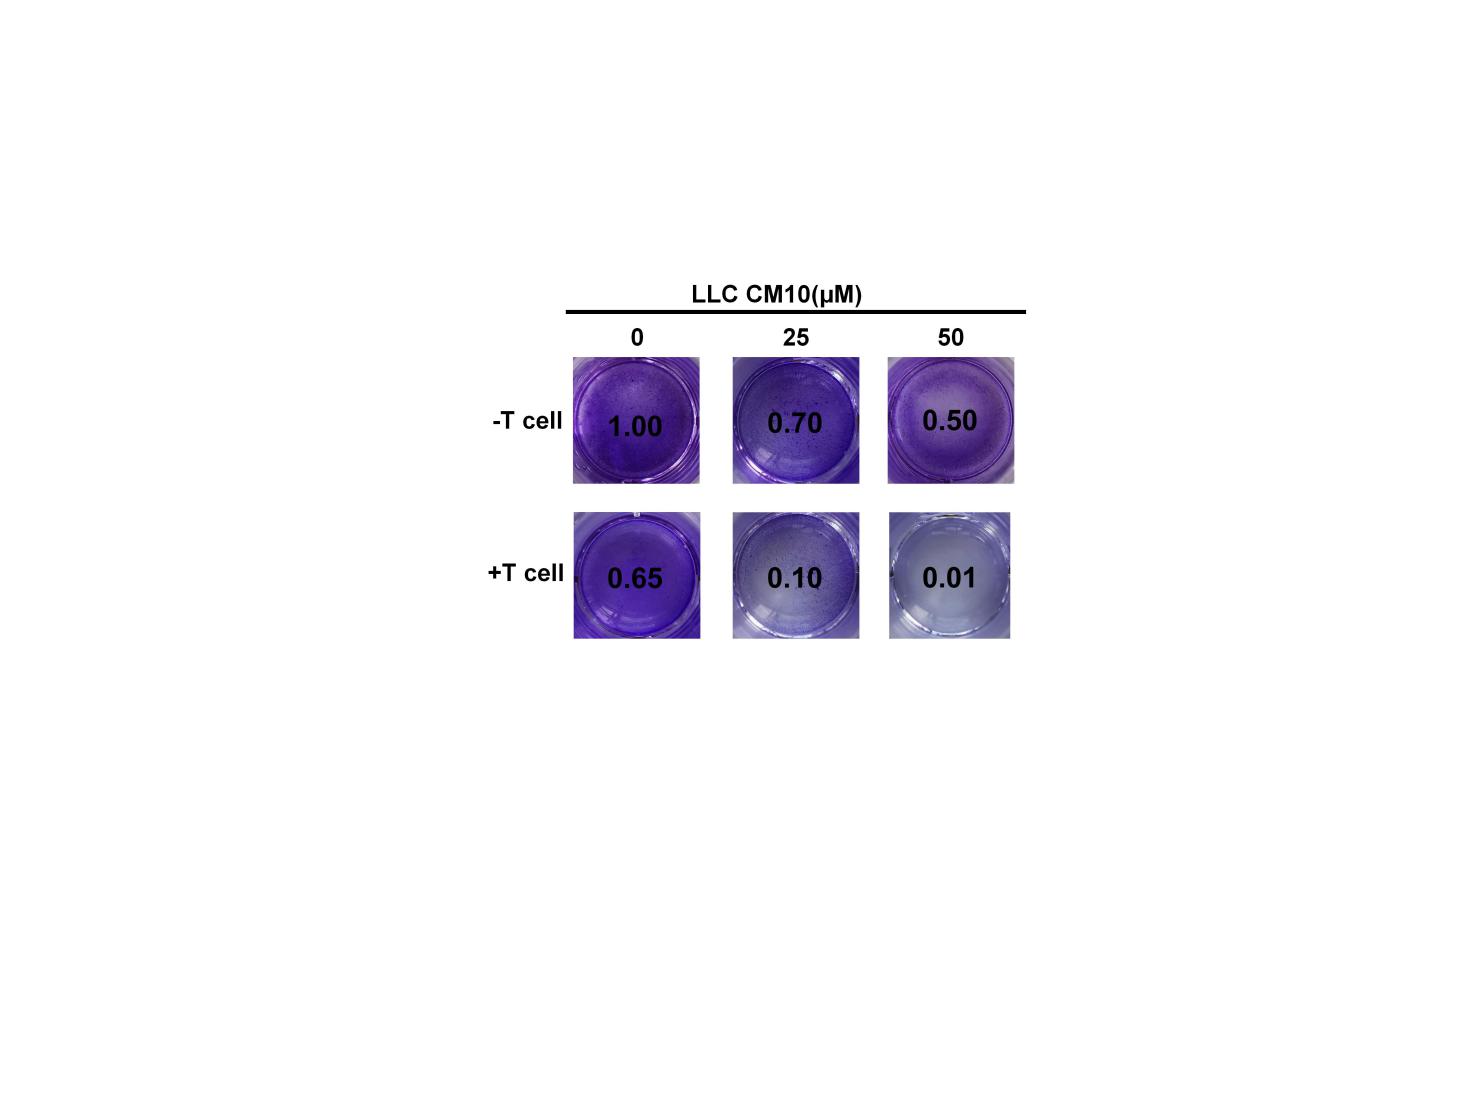
**

**Figure S19** T cell killing assay of LLC cells under different concentrations of CM10 (0, 25, 50 μM).

**
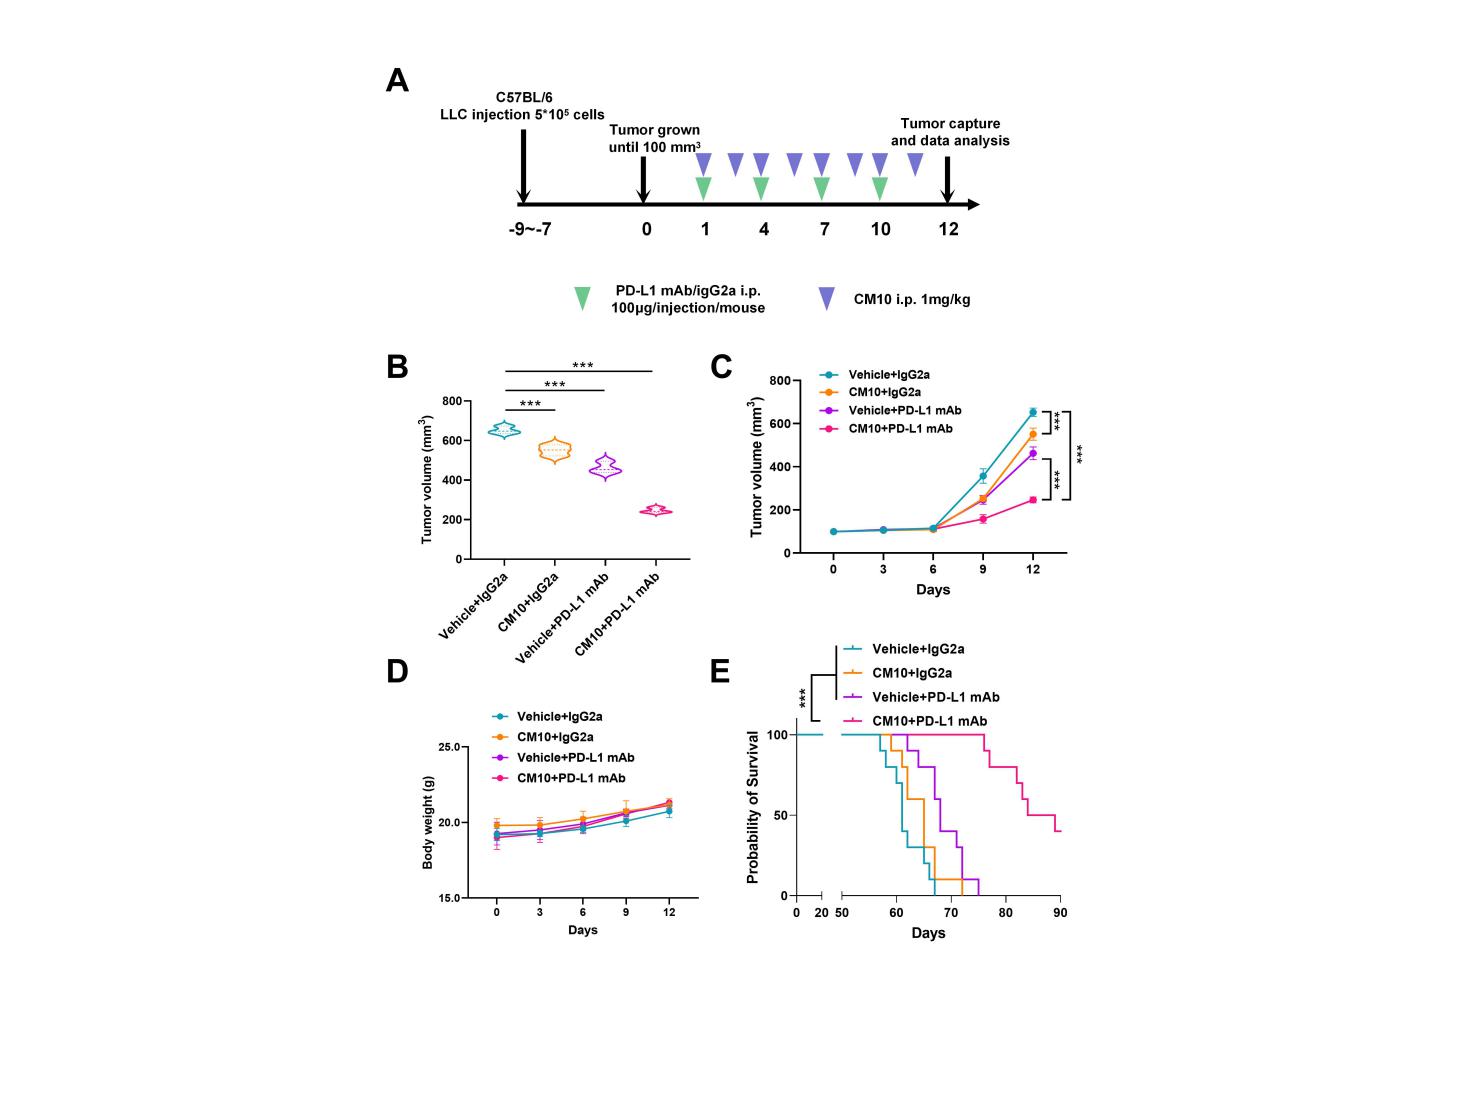
**

**Figure S20** BALB/c mice were implanted with 5×10^5^ LLC cells and treated with CM10 or PD-1 mAb. (A) Schematic diagram of the treatment timeline. (B) Volume statistics of LLC tumors harvested after euthanasia of BALB/c xenografted mice. (C) Line graph of tumor volume over time

(D) Mouse body weight was measured every 3 days. (E) Kaplan-Meier survival curves for each group. Results were presented as mean ± S.D., n = 5. ****P* < 0.001.

**
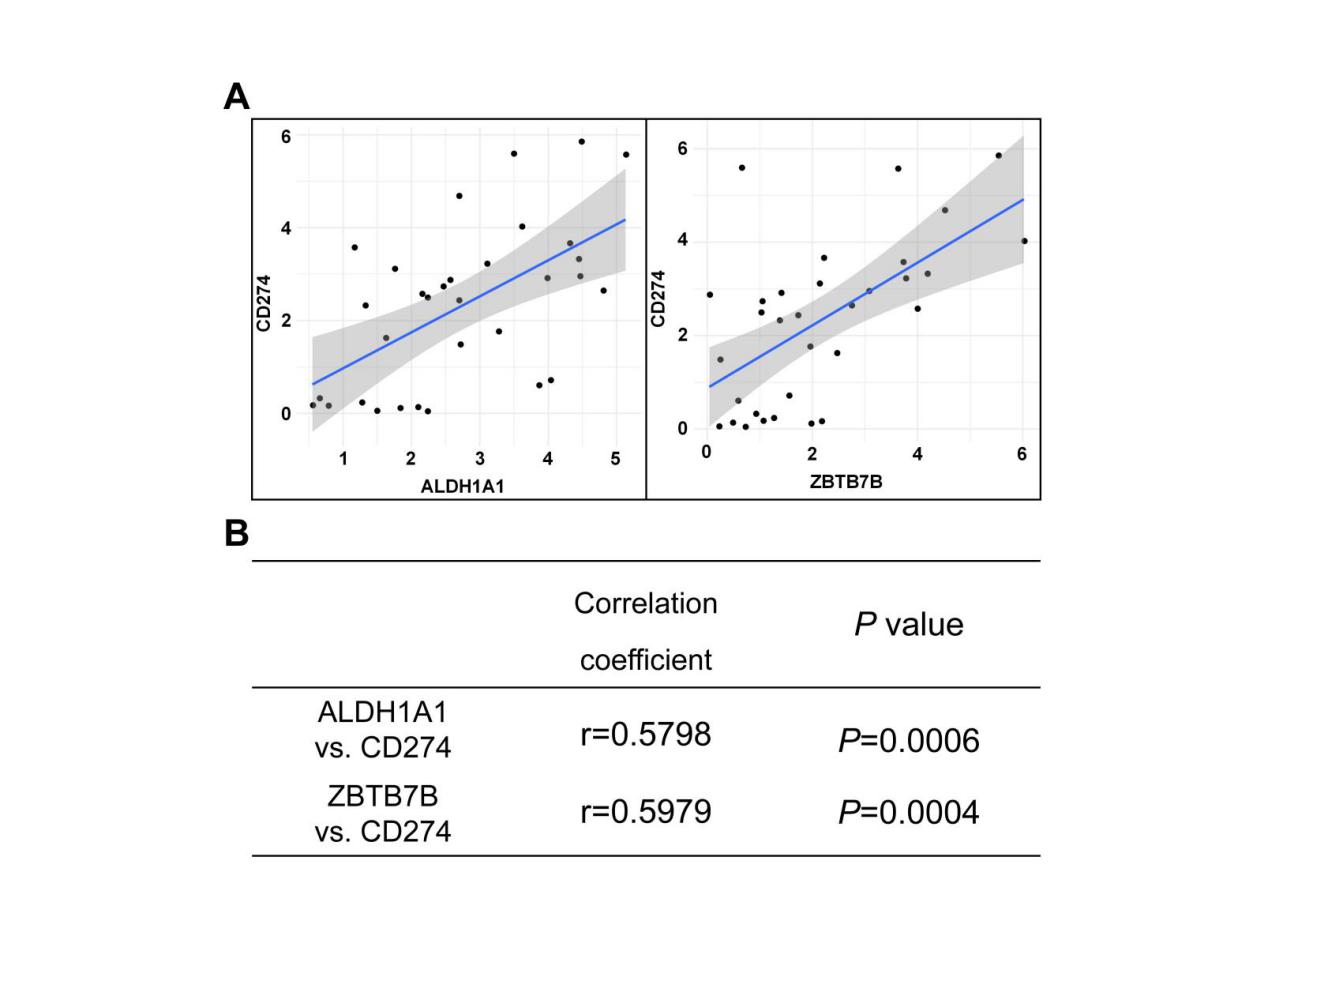
**

**Figure S21** Correlation between expression of ALDH1A1, ZBTB7B and CD274 detected by qPCR in clinical colon cancer tissue. (A) Scatter plot of the correlation between ALDH1A1 and CD274 expression. (B) Scatter plot of the correlation between ZBTB7B and CD274 expression. (C) Quantitative correlation between the expression levels of ALDH1A1, ZBTB7B, and CD274. Correlation coefficients r and *P* values were calculated based on Spearman's rank correlation method.

**
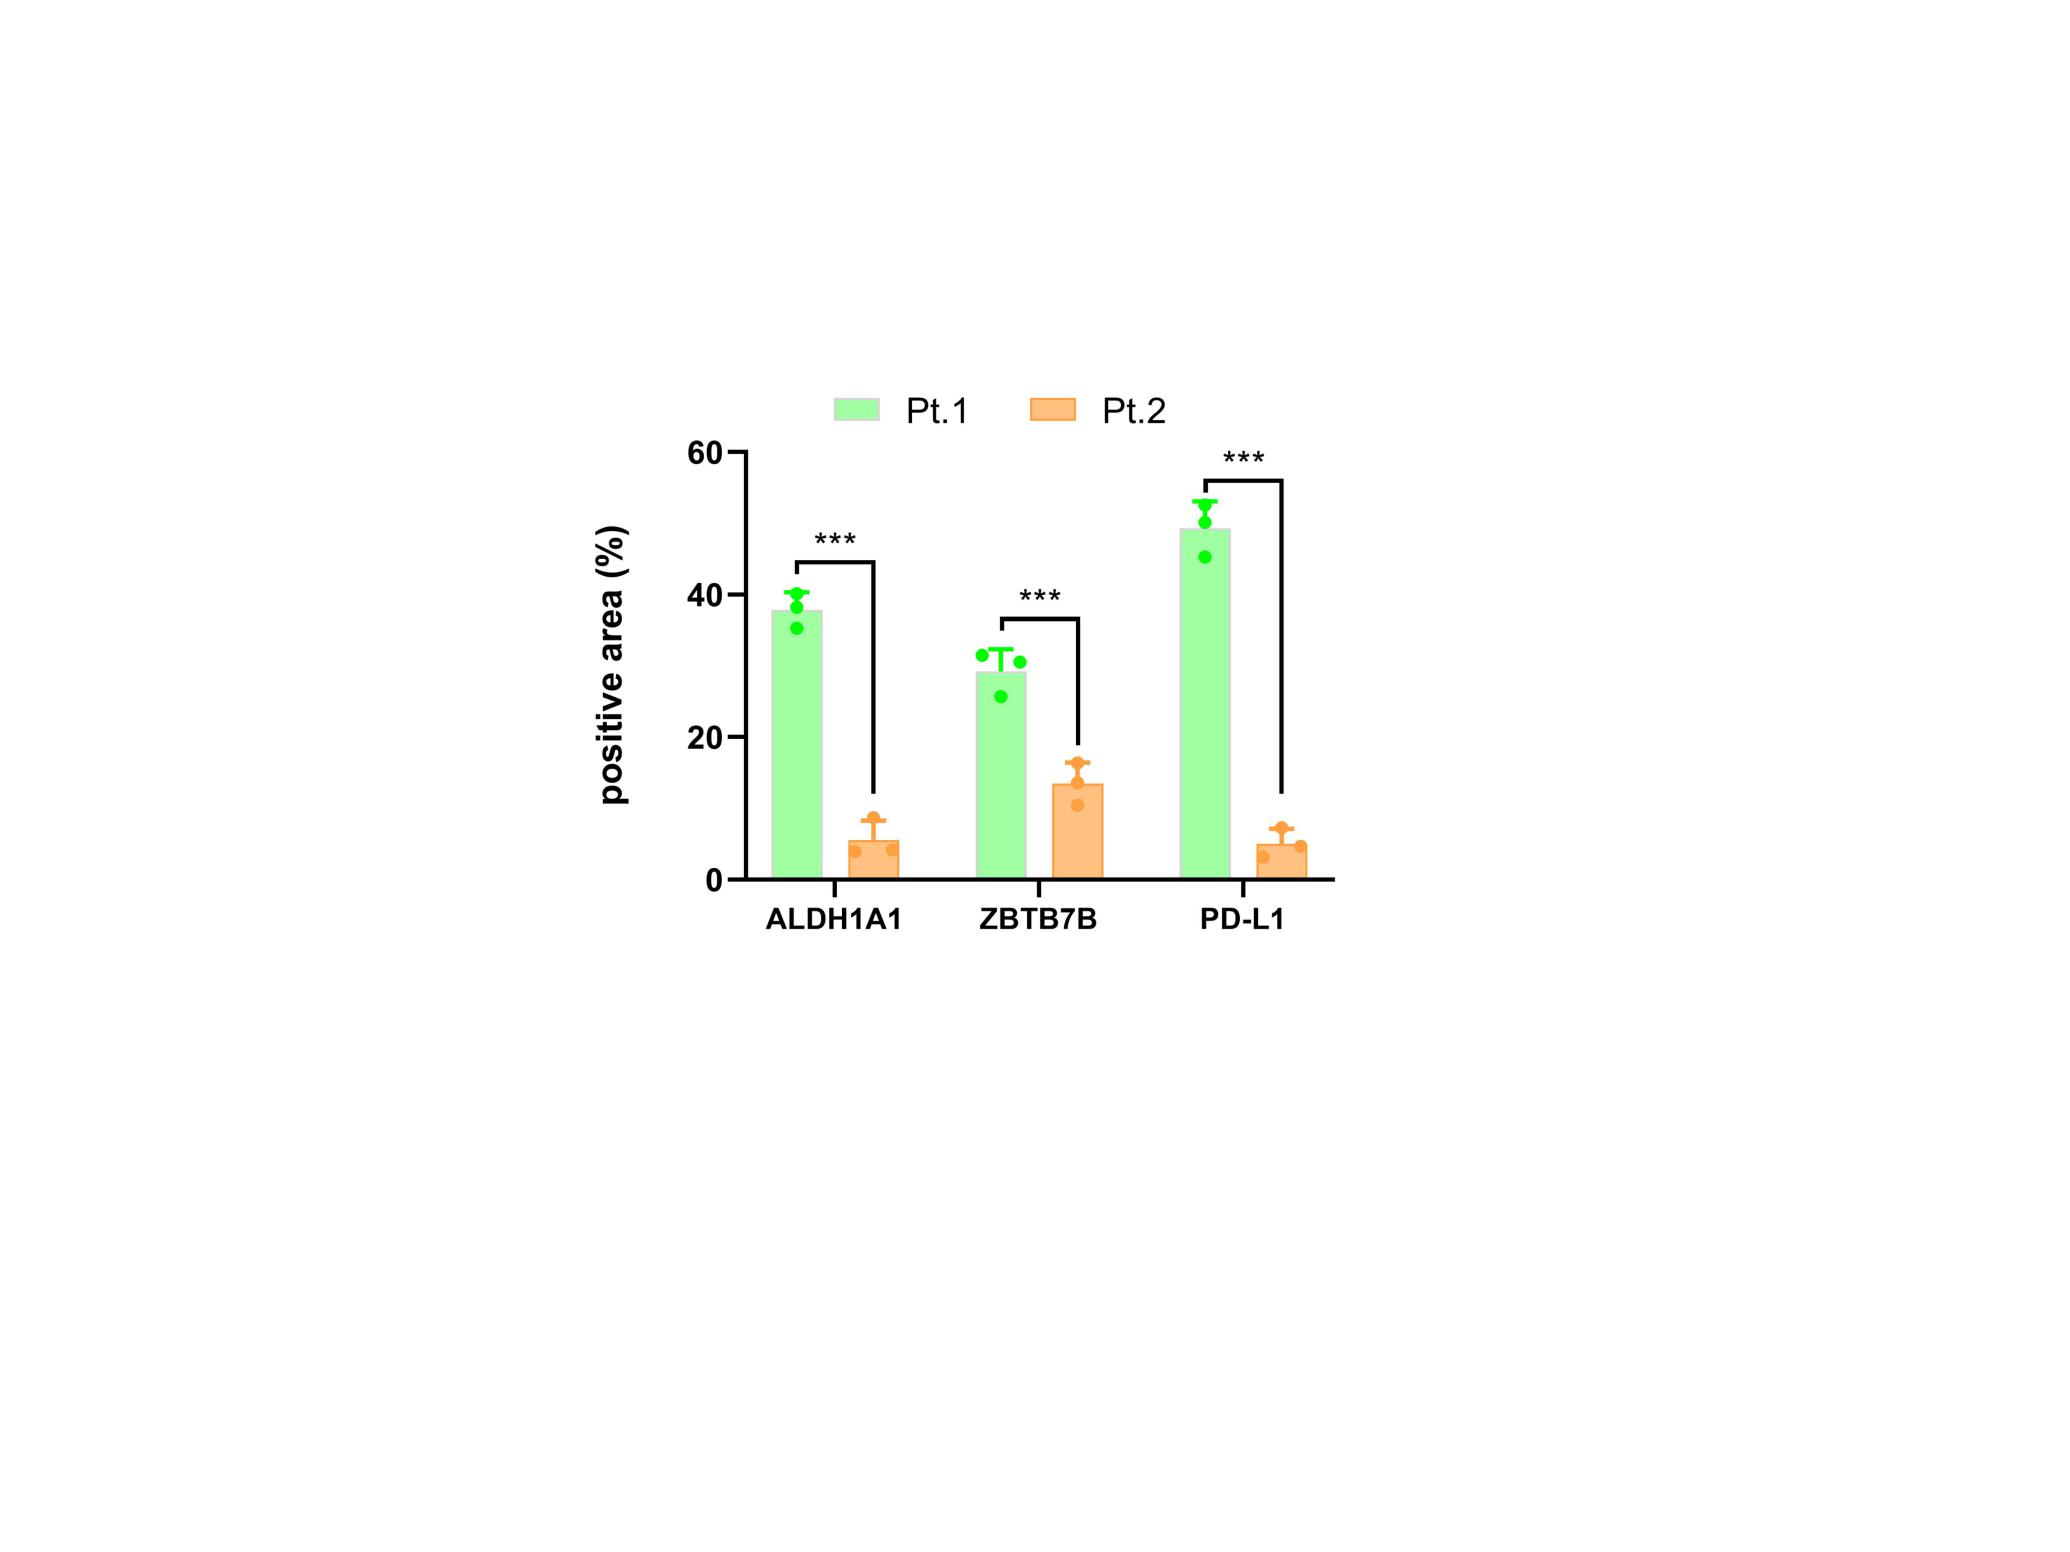
**

**Figure S22** Quantitative statistical histogram of immunohistochemistry in Figure 7C. Results were presented as mean ± S.D., n = 3. ****P* < 0.001.

**Table S1 primer sequences for qPCR.**

| Symbol | Species | Forward (5' -> 3') | Reverse (5' -> 3') |
| --- | --- | --- | --- |
| Xbp1 | Mouse | AGCTTTTACGGGAGAAAACTCAC | CCTCTGGAACCTCGTCAGGA |
| Snrnp70 | Mouse | CCCGAGATCCCATCCCATAC | CAATGCCACAGTAAGGTTGGTTA |
| Tsc22d3 | Mouse | ACCACCTGATGTACGCTGTG | CAGCCGGGACTGGAACTTT |
| Nfe2l2 | Mouse | CTTTAGTCAGCGACAGAAGGAC | AGGCATCTTGTTTGGGAATGTG |
| Hmg20b | Mouse | CACGGGGCCTTTGTAGTGG | TCAGGAAGCGAACATAGCCAG |
| Gata6 | Mouse | TTGCTCCGGTAACAGCAGTG | GTGGTCGCTTGTGTAGAAGGA |
| Gata4 | Mouse | CACCCCAATCTCGATATGTTTGA | GCACAGGTAGTGTCCCGTC |
| Smyd2 | Mouse | ACTGCGACGTGGAATGTCAG | CGCACAGTCTCCGAAGGAT |
| Camta2 | Mouse | GGTTGCTGAGAATAGCCACCA | GACAGCCACTCATCGTGTTTC |
| Id3 | Mouse | CTGTCGGAACGTAGCCTGG | GTGGTTCATGTCGTCCAAGAG |
| Zbtb7b | Mouse | CCCGAGGATGACCTGATTGG | CCTGCGTCCTGATGGTGAG |
| Csde1 | Mouse | CAGCACTTCGTGAAACTGGG | TAGCTTGCCGTTCTGAACACT |
| Srebf2 | Mouse | GCAGCAACGGGACCATTCT | CCCCATGACTAAGTCCTTCAACT |
| Taf7 | Mouse | GCCAGTTTATCTTACGACTGCC | CATCAGGGTGTAACTCAATGCTC |
| Dido1 | Mouse | GAAGCACCCAAGGCTATCAAA | GCGCAGGGAGAGGTTATGC |
| LDHA | Human | ATGGCAACTCTAAAGGATCAGC | CCAACCCCAACAACTGTAATCT |
| Ldha | Mouse | CAAAGACTACTGTGTAACTGCGA | TGGACTGTACTTGACAATGTTGG |
| ALDH1A1 | Human | GCACGCCAGACTTACCTGTC | CCTCCTCAGTTGCAGGATTAAAG |
| ZBTB7B | Human | CCTCCTCAGTTGCAGGATTAAAG | AGCTTAGGTAGGCCATCAGGT |
| CD274 | Human | TGGCATTTGCTGAACGCATTT | TGCAGCCAGGTCTAATTGTTTT |

**Table S2 summary of top20 differentially expressed transcription factor genes between shALDH1A1 and CTRL HT29 cells.**

| Genes | logFC | P.Value |
| --- | --- | --- |
| XBP1 | -4.872034828 | 0.000892762 |
| SNRNP70 | -4.781413472 | 0.014094381 |
| TSC22D3 | -4.758181064 | 0.000291976 |
| NFE2L2 | -4.624909586 | 7.34796E-05 |
| HMG20B | -4.390434935 | 0.000112515 |
| GATA6 | -4.380141876 | 0.000977798 |
| GATA4 | -4.317710597 | 0.007003246 |
| SMYD2 | -4.263232729 | 0.005749717 |
| CAMTA2 | -4.201305946 | 0.013300913 |
| ID3 | -4.18333061 | 0.000317922 |
| **ZBTB7B** | -4.170974535 | 0.008820149 |
| CSDE1 | -4.133689663 | 0.003226322 |
| SREBF2 | -4.102962133 | 0.001699824 |
| TAF7 | -4.011881284 | 0.011634985 |
| DIDO1 | -4.00150777 | 0.002603614 |
| PSMB1 | -3.983577806 | 0.002415098 |
| STAG2 | -3.974214807 | 0.001749671 |
| CHD3 | -3.948359432 | 0.000299163 |
| CREBL2 | -3.939653327 | 0.000704036 |

**Table S3 Clinicopathologic characteristics of PD-1 mAb monotherapy cohort.**

PD-1, programmed death-1; PR, partial response; SD, stable disease; PD, progressive disease; PFS, progression-free survival. Patients were stratified into response groups based on RECIST 1.1 criteria. Patients with PR and SD > 3 months were classified as responders, while patients with SD ≤ 3 months and PD were classified as non-responders. LUSC: Lung squamous cell carcinoma. LUAD: Lung adenocarcinoma. TNM stage based on the 8th Edition Lung Cancer Stage Classification.

**Table S4 Clinicopathologic characteristics of PD-1 mAb monotherapy cohort.**

|  | PD-1 mAb Monotherapy | |
| --- | --- | --- |
| Patient Characteristics | Responders (11) | Non-responders (9) |
| Age (years), mean±SE | 63.73±8.23 | 66.34±5.97 |
| Male | 10 | 7 |
| Female | 1 | 2 |
| Response, n (%） |  |  |
| CR | 0 | 0 |
| PR | 7 (63.64) | 0 |
| SD | 4(36.36) | 0 |
| PD | 0 | 9(100) |
| Median PFS (months) | 13.09±5.35 | 7.78±2.70 |
| 12 months PFS (%) | 63.64 | 11.11 |

PD-1, programmed death-1; CR, complete response; PR, partial response; SD, stable disease; PD, progressive disease; PFS, progression-free survival. Patients were stratified into response groups based on RECIST 1.1 criteria. Patients with CR, PR, and SD > 3 months were classified as responders, while patients with SD ≤ 3 months and PD were classified as non-responders.

# Supplementary material for: ALDH1A1 promotes immune escape of tumor cells through ZBTB7B-glycolysis pathway
**Source:** Cell Death Dis. 2024 Aug 7;15(8):568. doi: 10.1038/s41419-024-06943-9

Figure 1L

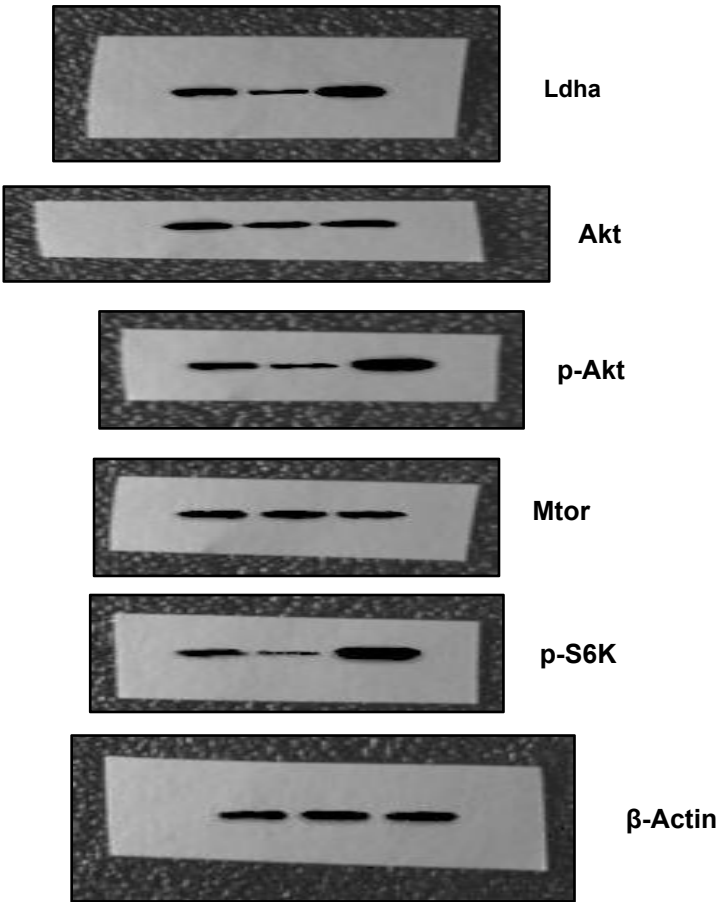

Figure 4D

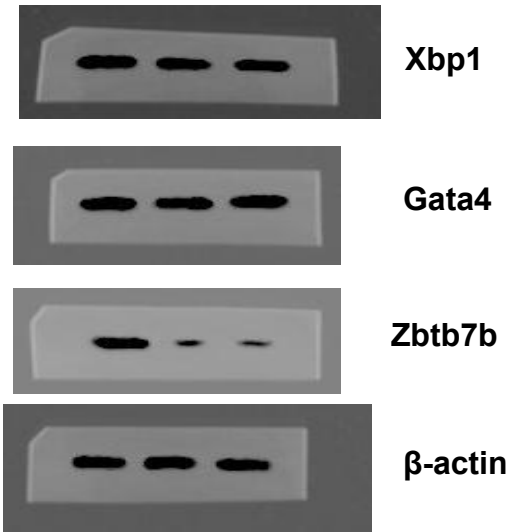

Figure 4E

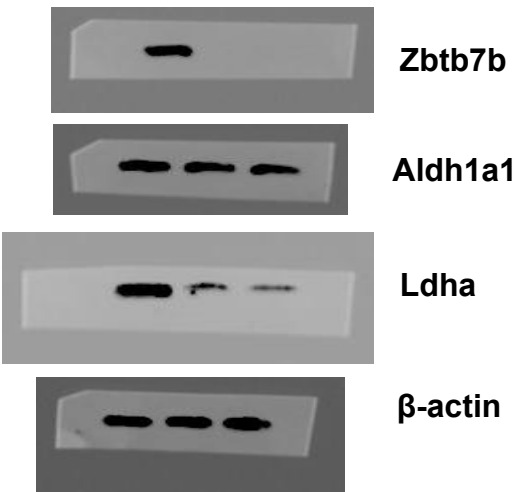

Figure 4J

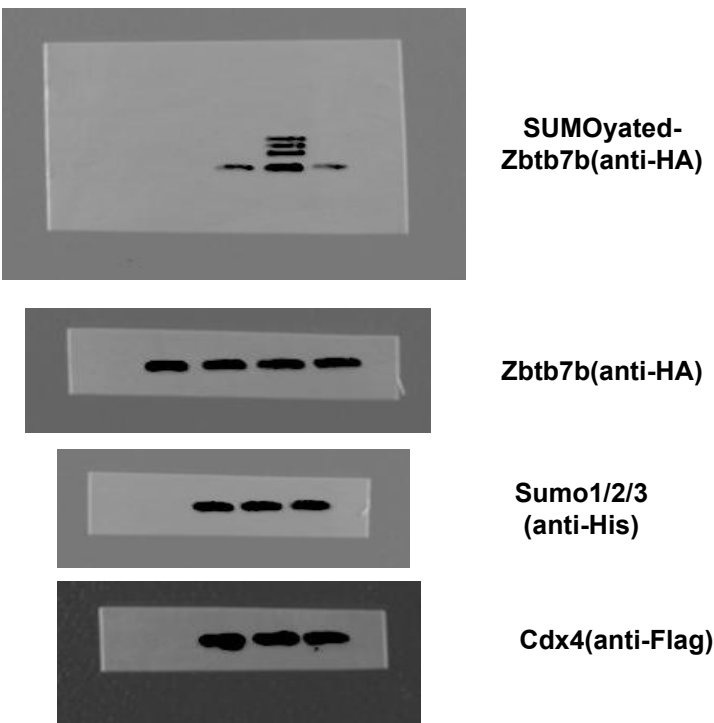

Figure 5D

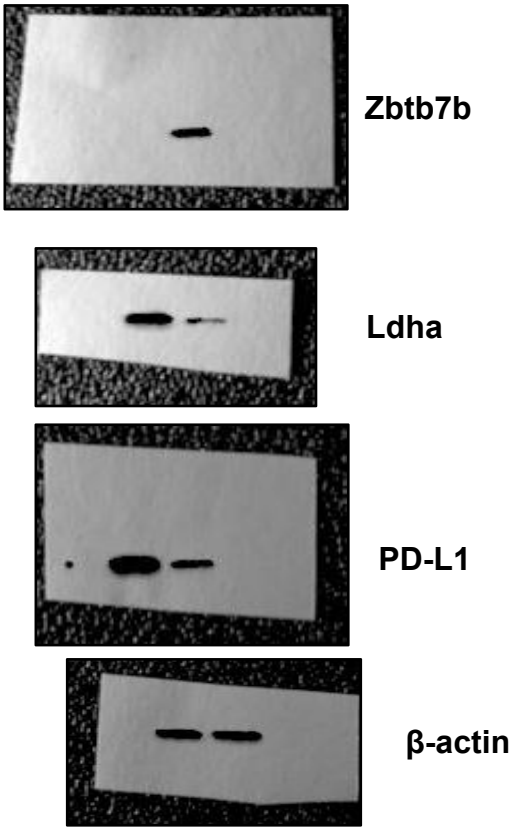

Figure S1A

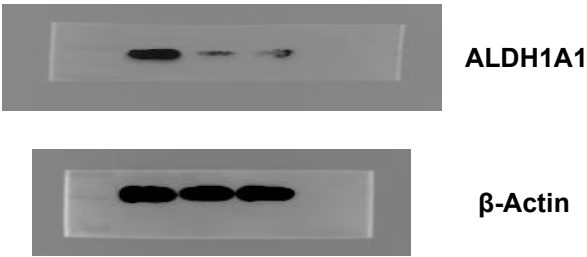

Figure S1B

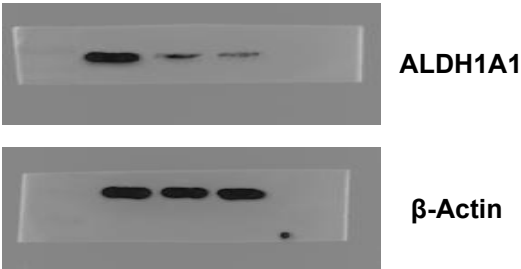

Figure S1C

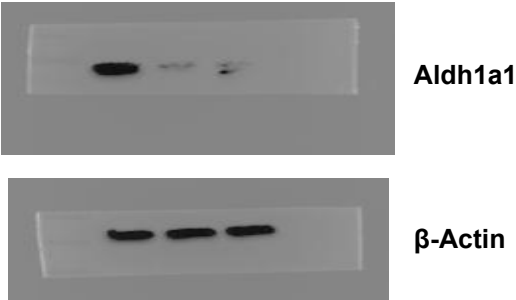

Figure S6B

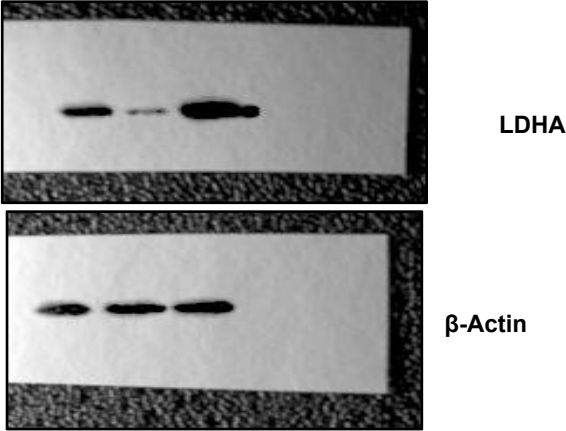

Figure S6C

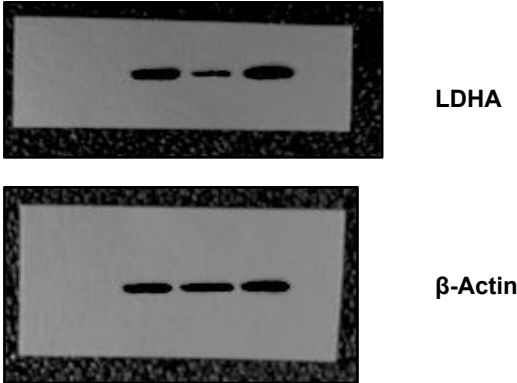

Figure S7B

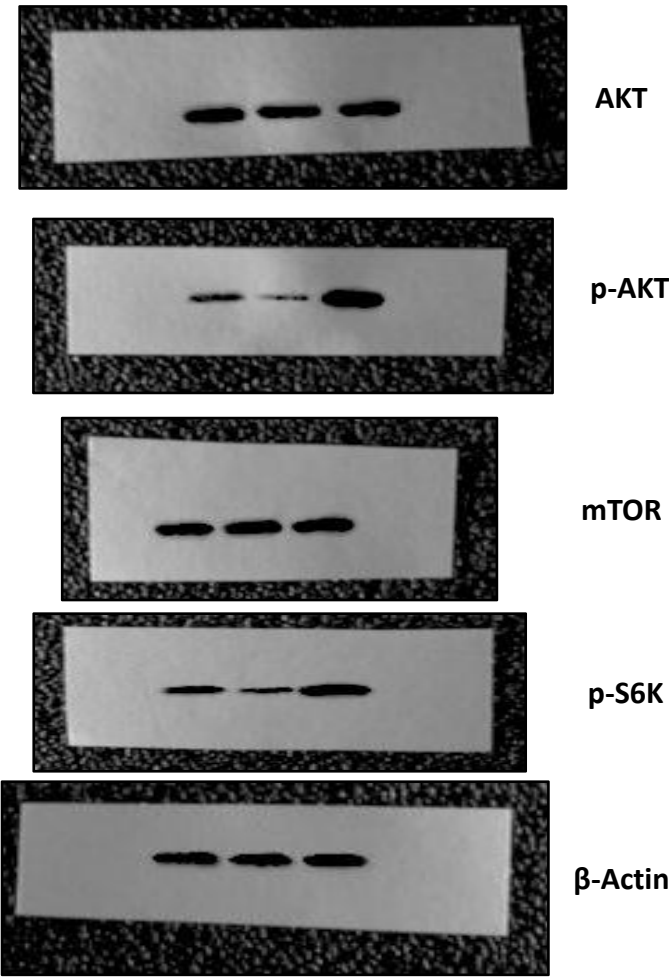

Figure S7C

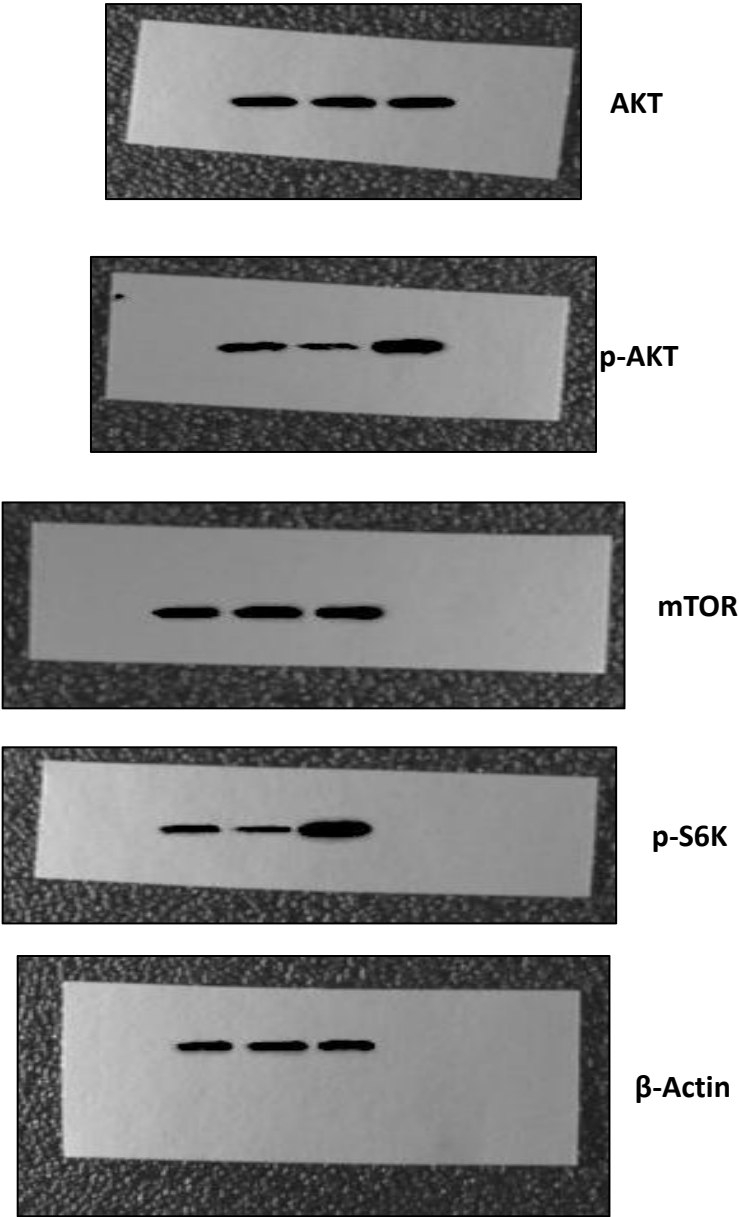

Figure S13

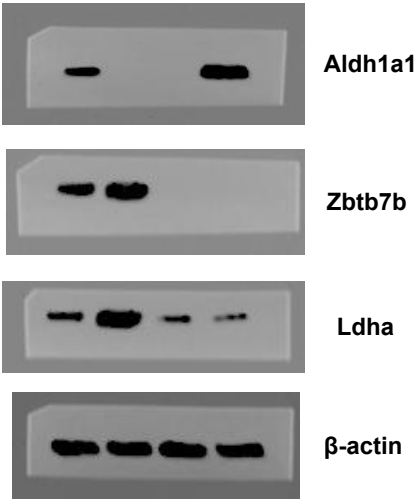

Figure S14A

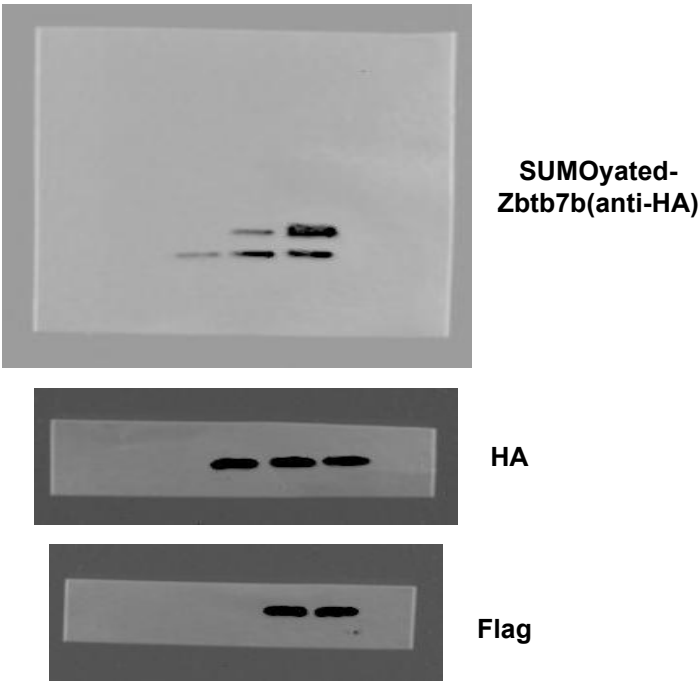

Figure S14B

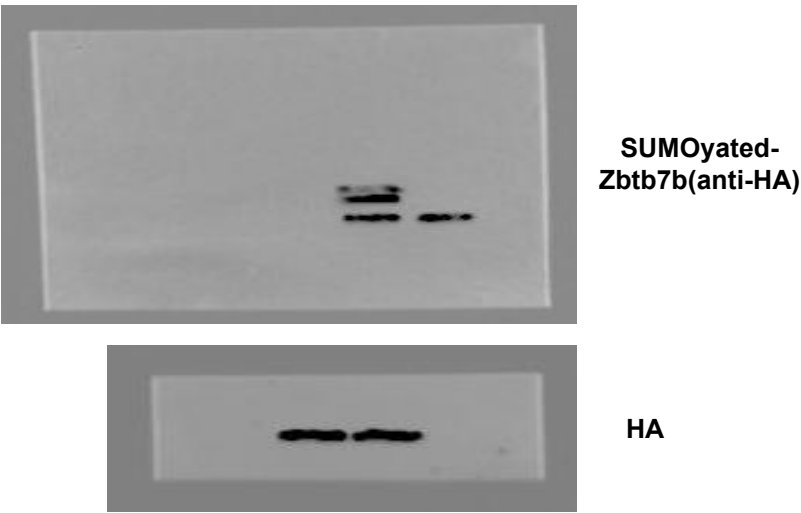

Figure S15B

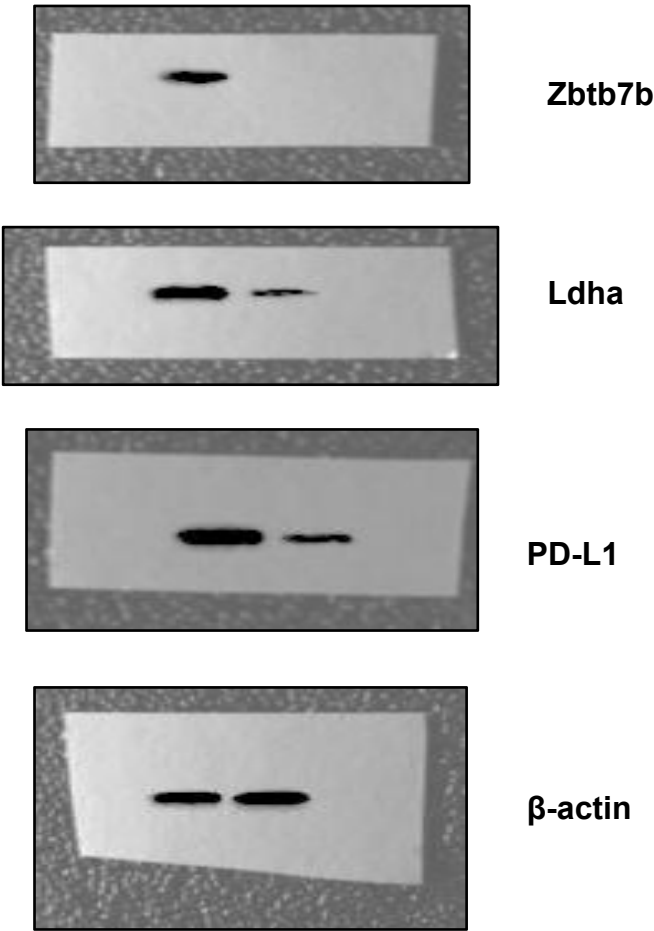

Figure S18

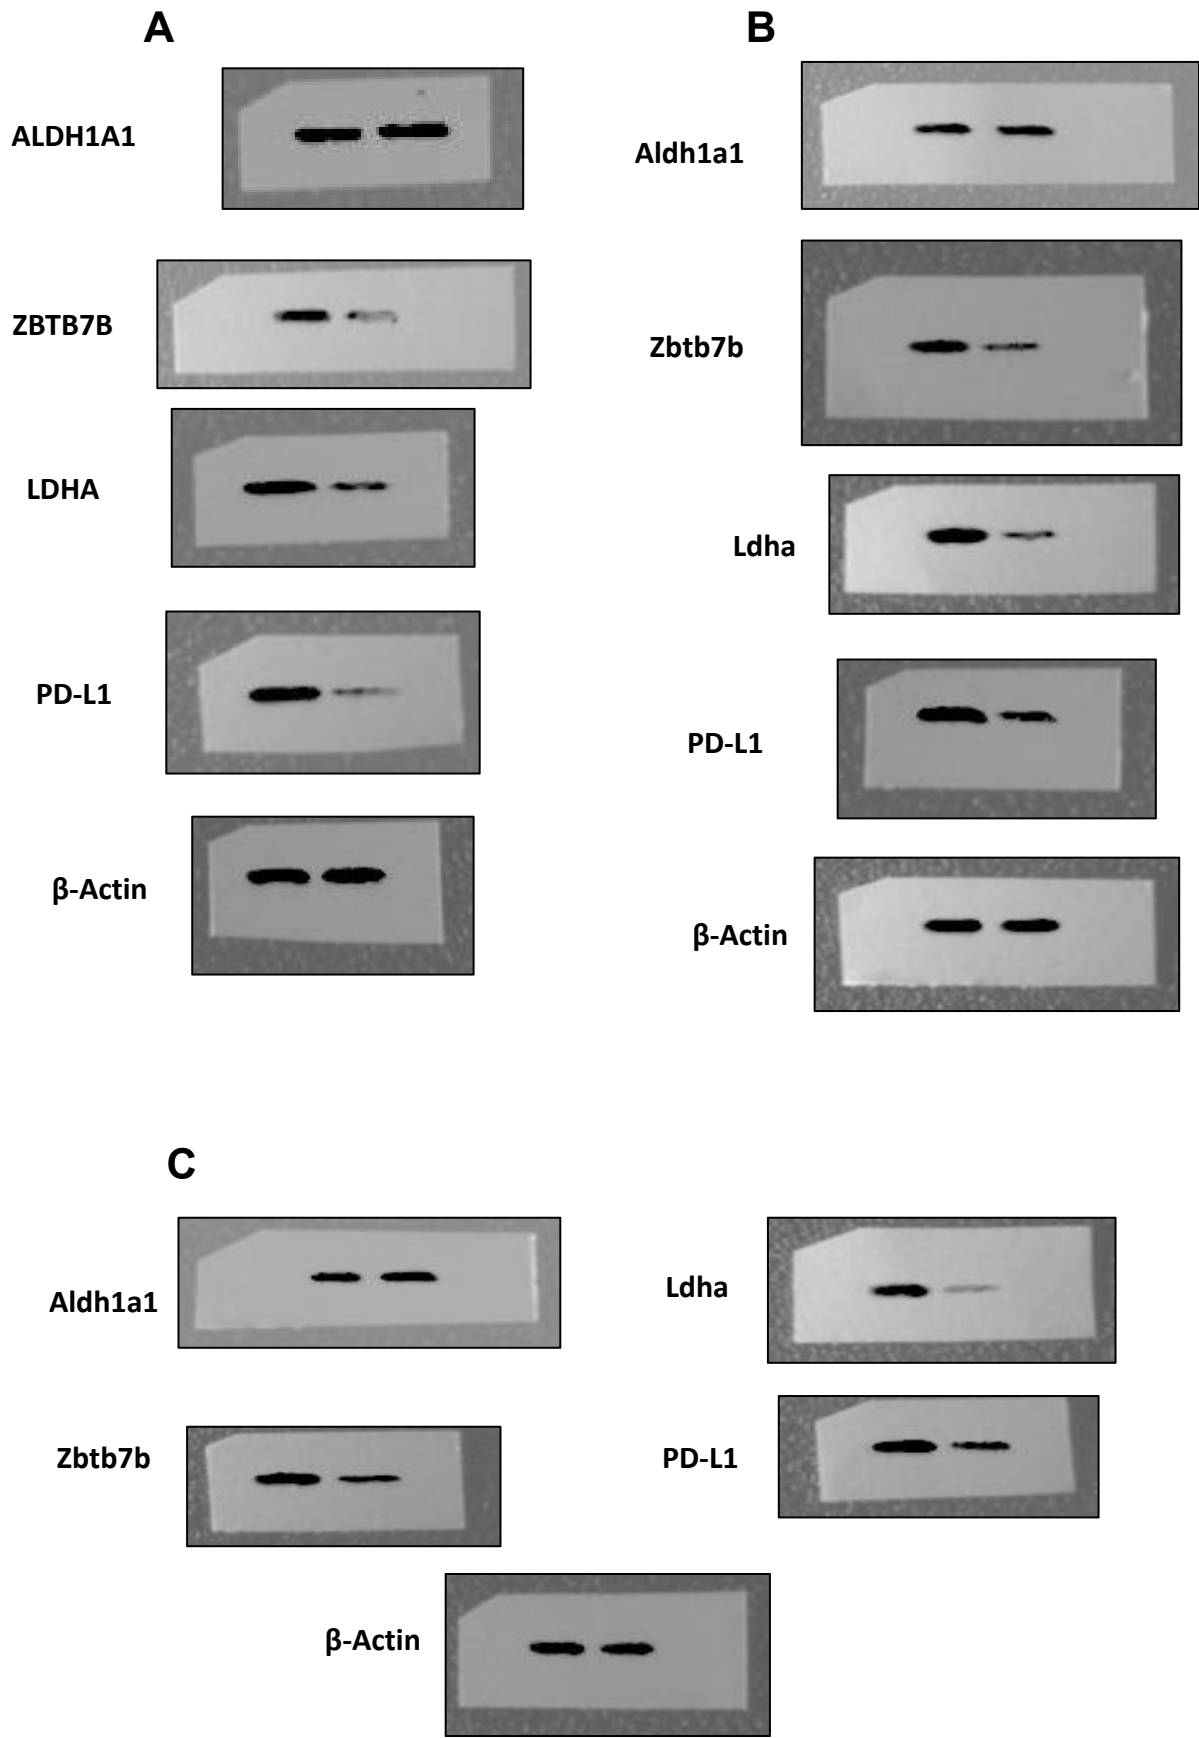

**Supplement:** Supplementary file 2 — Uncropped WB images

How the deposited data were processed for this re-analysis (not part of the article)

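RNA-seq of shALDH1A1 and CTRL HT29 cells was analysed in 4 libraries per condition. The deposited table holds expected counts and TPM per transcript as made by the authors, for 84798 transcripts. According to the paper, reads were processed with CASAVA V1.6 and FASTQC V0.11.5, aligned to hg19 with HISAT and quantified with RSEM; the submitters' notes name Bowtie2, BWA and GRCh38.p13 instead. The authors' counts are not normalized, and 64.7% of the non-zero values are not whole numbers at a tolerance of 0.001. The authors' TPM values were used for the limma alternatives. The libraries named CTRL in the paper are called shControl, wild type and parental in different parts of the deposited labels. The paper's text does not name which of the human shRNAs was sequenced.

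Counts were summed per gene and rounded. edgeR 4.0.16 (filterByExpr with a minimum count of 10 and a minimum total count of 15, TMM factors, quasi-likelihood F test, two-sided, Benjamini-Hochberg) was the test for single genes, and a gene was called higher or lower at an adjusted p under 0.05. The standard error is the absolute log2 fold change divided by the square root of F. Gene lists with at least 3 tested genes were compared with other genes by camera of limma 3.58.1 at a correlation of 0.01, beside an estimated correlation and fry. GSEA was run with fgsea 1.28.0, ranked by log2 fold change, with 10000 permutations. DESeq2 1.42.0 and limma on log2(TPM + 1) were alternatives. All were run in R 4.3.3. Another alternative took the summed counts of 30 genes that every cell uses as library size. These genes took 0.0236 to 0.139% of the counts in shALDH1A1 libraries and 0.908 to 3.97% in CTRL libraries. Members of the glycolysis, tricarboxylic acid cycle, ribosomal protein, proteasome and antigen presentation lists are among them. For these lists that scale is no independent check. Differences between groups in single values were tested with exact two-sided permutation tests.

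The test, the alternatives and 42 gene lists were set before the data were examined. So was the rule for the genes named in the text: each gene the paper names for these libraries or as a measured gene of the pathway; per direction, the 10 genes with the largest absolute log2 fold change among those past the threshold with a mean of at least 1 TPM and no overlap between the groups; and up to 4 genes of each list with the smallest unadjusted p. The values of Table S2 had been seen in the paper. Lists of stomach, smooth muscle, plasma cell and colon lineage genes, the search for Alu sequence in transcripts, and 4 alternatives were added after the data had been seen. Genes on chromosome Y and XIST were left out of the tables of named genes. Single values of some further genes under this rule are not reported here.

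The libraries held 291260 to 4137111 counts. PCR reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. The floors and ratios also rest on the TMM factors and were not computed on another scale. On simulated data with the same depths and dispersions, edgeR recovered 0 of 50 genes changed by 1 on the log2 scale, 0 of 50 changed by 2, 14 of 50 changed by 4 and 29 of 50 changed by 6, with 1 false call among 7771 unchanged genes. The simulated groups shared a common composition, with few genes changed, up or down at random. The real groups differ widely in composition, so these rates may not carry over to them. No shALDH1A1 library was closest to the CTRL library of its own number, so the values gave no sign of pairing. This cannot exclude that replicates of 1 number were handled together. The main test used no replicate block, and a fit with 1 is among the alternatives. Genes with Alu sequence are those with over 50 Alu bases in their transcript, 20.4% of the genes with a value. Gene coordinates are those of GRCh37.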

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

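The predictions for the regroupings of the libraries, and the tests on stomach transcripts, Alu sequence (except the rank correlation with Alu bases) and glycolysis genes, were set down after the results were seen. The paper does not discuss the genes that rose, 207 at an adjusted p under 0.05. Of 203 groups of 4 libraries checked for a library far from the others, 35 held one, where chance gives about 5%. Most were genes with counts in a single shALDH1A1 library and 0 in the other 3, so these are not independent of the low counts there.

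As log2(CPM scaled by TMM + 1), with 0 in the other 3 shALDH1A1 libraries, replicate 3 stood at 1.6 for ZBTB7B, GATA4, SNRNP70, SMYD2 and DEPTOR, at 2.34 for TSC2, AKR1C2 and IDH3G, at 2.83 for ALDH4A1 and CD3E, at 3.2 for ALDOC and at 3.49 for PDIA3. On the same scale, shALDH1A1 replicate 2 stood at 1.44 for TAF7, ZBTB17 and GADD45A and at 2.62 for PSMC5, and shALDH1A1 replicate 4 at 1.58 for PGA5, CBLIF and ERAP1 and at 0.998 for SUCLA2. Among the CTRL libraries, replicate 2 was apart for IDO1 (9.79, others 3.41 to 3.84), CDH6 (4.32, others 0.995 to 1.28), LCTL (3.39, others 0 to 0.191), GOLGA6L22 (3.39, others 0 to 0.49), and MCHR2 and LOC102723623 (2.87, others 0). PEX5L stood at 0.49 in CTRL replicate 1 with 0 in the others, SUMO2 at 5.23 in CTRL replicate 3 against 6.83 to 7.06, and MVD at 2.84 in CTRL replicate 4 against 3.76 to 3.94.

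As a share of a library's counts, glycolysis genes took 0.603% in CTRL replicate 1 and 0.199 to 0.265% in the other CTRL libraries. Stomach chief cell genes took 35.8% in CTRL replicate 3 and 3.13 to 6.19% in the others. Smooth muscle genes took 3.51% in CTRL replicate 1 and 0.0319 to 0.0999% in the others, and 0.0471% in shALDH1A1 replicate 3 against 0.000157 to 0.00298%. Stomach pit cell genes took 0.0318% in shALDH1A1 replicate 3 and 0.00144 to 0.00377% in the others, and parietal cell genes 0.000373% in shALDH1A1 replicate 4 and 0 in the others.

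Regrouping the 8 libraries into 4 and 4 gave 35 splits. The 2834 genes at an adjusted p under 0.05 were reached by 1 split, the real one, and the highest of the others gave 0. The same held for the 391 genes at the thresholds of the paper's methods, where the highest other gave 0. For the 3911 genes at those of Fig. 4A, only the real split reached the count, and the highest other gave 1784. That is the smallest share that 35 splits allow, and every other split mixed shALDH1A1 and CTRL libraries. The real split stood apart, but chance is not excluded for these counts. For the 5 gene lists, 19 splits gave as many, the highest other 10, and for glycolysis 20 splits gave a camera p as small as 0.34, the lowest other 0.000176, so chance cannot be excluded for either.

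The CTRL libraries held stomach transcripts: chief cell genes took a mean of 12.1 ± 15.9% of their counts and 0.00238 ± 0.00257% in shALDH1A1 libraries (SD, n = 4; exact permutation test, p = 0.0286), and PGA4 alone had 26928, 4465, 534570 and 60142 counts in CTRL replicates 1 to 4. RNA of other cells or tissue in the CTRL libraries may be the source, but the marker counts cannot decide this. Of 41 markers of fibroblasts, immune cells and endothelium, 28 had over 3 counts in at least 3 CTRL libraries. In at least 3 shALDH1A1 libraries 10 did. Of all 18664 genes, 10945 to 15823 had counts per CTRL library and 7162 to 10622 per shALDH1A1 library. The share of all genes that met the marker rule was not taken, so the marker counts may reflect detection in general. The paper describes no sort of the cells, and which of these markers HT29 cells express was not tested. Expression in HT29 cells that depends on ALDH1A1 was tested on colon lineage genes, a list written after the values were seen. These 11 genes had a median of 0.712 CPM in CTRL, against 962 for 14 stomach genes and 23.8 for epithelial markers, which goes against it. In the shALDH1A1 libraries the 11 genes had a median of 2.06 CPM, but epithelial markers were low there too (5.22 CPM). Those libraries therefore cannot tell whether HT29 cells express the colon genes. That they do is not shown, and the explanation stays open. A mix-up of labels was not tested beyond ALDH1A1, which was high in the 4 CTRL libraries.

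Most counts of the shALDH1A1 libraries lay on genes with Alu sequence (mean 82.0 ± 2.96%, against 31.3 ± 26.6% in CTRL; SD, n = 4; exact permutation test, p = 0.0286). Of 2762 tested genes with Alu sequence 150 rose and 199 fell, and of 5155 without it 52 rose and 2421 fell. Reads of Alu sequence counted to the genes that hold it could be a candidate explanation: among 3688 genes with Alu, summed shALDH1A1 counts had a rank correlation of 0.523 with Alu bases within 4 groups by transcript length (0.497 to 0.547 over resampled genes; 0.186 in CTRL), though length still varied within these groups and expression of these genes could give the same. Length as the whole cause is argued against, since within each of 4 length groups genes with Alu had the higher median log2 fold change, by at least 2.72, and among genes without Alu the longest group lay only 1.62 above the shortest. CTRL replicate 2 reached 70.4% with ALDH1A1 at the level of the other CTRL libraries, which goes against a change of expression that follows the knockdown, but 1 library does not exclude it.

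The glycolysis genes had a median log2 fold change of -2.27. Their median lay at percentile 0.42 of 10000 random lists of tested genes with the same mean expression, which argues against a like fall of all genes. Among genes without Alu sequence, the median of those in the list lay at percentile 12.4, so a like fall of such genes may account for it; this comparison was added after the first had given 0.42, and the pair does not settle the question. A fall specific to glycolysis is argued against, since 16 of 32 other lists had a lower median.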

How the results depend on the processing

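The alternatives comprised 23 fits set in advance and 4 chosen after seeing the data: without genes that hold Alu sequence, scaled to the genes every cell uses, thinned to the shallowest library in a single draw, and without the 2 shallowest libraries. ALDH1A1 and ZBTB7B stayed lower and past the threshold in the 26 and 24 alternatives that tested them, with log2 fold changes of -9.51 to -4.24 (adjusted p 2.113e-12 to 0.0188) and -9.00 to -2.59 (adjusted p 1.867e-06 to 0.0291). The cause of the changes below was not tested, except that fewer libraries or genes enter where they are left out. Depth may limit the genes with few counts in the shALDH1A1 libraries. A test of total counts gave p = 0.457 (exact two-sided permutation test), which with 4 libraries per group does not show equal depth. Genes with counts numbered 7162 to 10622 per shALDH1A1 library and 10945 to 15823 per CTRL library (exact two-sided permutation test, p = 0.0286). The fitted changes of genes with few counts may depend on the prior count of edgeR, which was not varied. The genes at an adjusted p under 0.05 numbered 2834, and 8061 with no filter, 5095 with median-of-ratios factors, 5775 with DESeq2, 5395 with limma on log2(TPM + 1), 4767 with limma at a pseudocount of 0.1, 5757 with limma and TMM factors, 5663 with limma and quantile normalization, 8515 with limma and library weights, 5384 with limma without a trend, 1541 without genes that hold Alu sequence, 992 thinned to the shallowest library and 5082 without the 2 shallowest libraries; leaving out 1 replicate gave 2081 to 7711, the highest without CTRL replicate 2. The genes at the thresholds of the paper's methods numbered 391, and 1806 with no filter, 0 with at least 5 TPM in at least 4 libraries, 1567 with median-of-ratios factors, 13 with a replicate block, 0 per transcript, 3464 with DESeq2, 163 with limma on log2(TPM + 1), 677 with limma at a pseudocount of 0.1, 735 with limma at a pseudocount of 0.01, 36 with limma and quantile normalization, 4395 with limma and library weights, 90 with limma without a trend, 0 without genes that hold Alu sequence, 0 scaled to the genes every cell uses and 1202 without the 2 shallowest libraries; leaving out 1 replicate gave 0 to 4983. The genes at the thresholds of the volcano plot (Fig. 4A) numbered 3911, and 9671 with no filter, 2455 with TPM above 0 in all 8 libraries, 5964 with DESeq2, 6437 with limma on log2(TPM + 1), 6121 with limma at a pseudocount of 0.1, 6865 with limma and TMM factors, 6553 with limma and quantile normalization, 8780 with limma and library weights, 6319 with limma without a trend, 2323 without genes that hold Alu sequence, 1267 thinned to the shallowest library and 5908 without the 2 shallowest libraries; leaving out 1 replicate gave 3191 to 7837. Of the 2834 genes, 2818 also passed with DESeq2, 2544 with limma on log2(TPM + 1), 2428 with a replicate block, 1242 without genes that hold Alu sequence and 642 when scaled to the genes every cell uses. Higher genes made up 7.3% of the calls, 51.4% with quantile normalization, 88.3% when scaled to the genes every cell uses, and 29.1% with a replicate block.

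The glycolysis list had p = 0.34 by camera, a value reached by 20 of 35 regroupings in an exact permutation of the libraries, and unadjusted values of 0.0162 with limma and quantile normalization and 0.0202 thinned to the shallowest library, next to adjusted p of 0.0648 and 0.0424 from camera; leaving out 1 replicate gave 0.101 to 0.555. The gene lists called numbered 5, and 11 with no filter, 11 per transcript, 8 with limma on log2(TPM + 1), 8 with limma and quantile normalization, 8 with limma without a trend, 2 without genes that hold Alu sequence, 10 thinned to the shallowest library, 3 without the 2 shallowest libraries and 0 with an estimated correlation; leaving out 1 replicate gave 2 to 6. The lower genes of Table S2 numbered 17, and 2 with TPM above 0 in all 8 libraries, 7 scaled to the genes every cell uses and 4 thinned to the shallowest library; leaving out 1 replicate gave 17 to 19. LDHA had a log2 fold change of -1.35 that did not pass, and passed at -2.31 with no filter, -3.21 with TPM above 0 in all 8 libraries, -2.52 with median-of-ratios factors, -2.53 with DESeq2, -2.36 with limma and library weights and -3.21 thinned to the shallowest library; it was reversed at 1.92 (not passing) when scaled to the genes every cell uses, and leaving out 1 replicate gave -2.51 to -0.75, past the threshold without CTRL replicate 2 or 4. For LDHA the adjusted p over the alternatives ran from 0.0032 to 0.944.

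Of 91 other named genes, 80 passed; 60 of these did so whichever replicate was left out, and LDHB, ALDOC, PGAM1, MPC1, RPL38, RPS21, FAS, COL1A2, HLA-DRA, PGA3, PGA4, PGC, JCHAIN, COL3A1, CD3E, ALDH4A1, LUM, RPE, TALDO1, RPL24 lost the threshold at least once. Over all alternatives the named genes gave 2033 values on the same side, 141 no longer past the threshold, 95 newly past it and 20 with the opposite sign. These signs turned, as log2 fold changes, with TPM above 0 in all 8 libraries, SUMO2 (-0.78); with median-of-ratios factors, SUMO2 (-0.0088); per transcript, SUMO2 (-1.43); with DESeq2, SUMO2 (-0.0092); with limma and quantile normalization, ZBTB7A (0.17), ZBTB41 (0.46); without genes that hold Alu sequence, HK2 (0.13), ZBTB7A (0.54), ZBTB41 (0.11); scaled to the genes every cell uses, PGAM1 (0.66), HK2 (1.83), MPC1 (0.21), RPS21 (0.22), SUMO3 (0.20), ZBTB7A (2.90), HLA-DRA (0.33), GAPDH (0.16), LUM (0.25), ZBTB41 (2.13); thinned to the shallowest library, SUMO2 (-1.45). Of the genes whose sign turned, MPC1, PGAM1, RPS21, HLA-DRA and LUM had passed the test. They turned only when scaled to the genes every cell uses. That scale moved the median of all tested genes from -1.44 to 1.82, so these turns are not particular to them.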

Differences from the paper's values

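Of 17 genes of Table S2 compared here, 6 had a log2 fold change that differed from the paper's by more than the standard error, and each of the 17 had the paper's sign. For SNRNP70 the paper's value is -4.78 and the value here -6.76. For GATA4 the paper's value is -4.32 and the value here -6.22. For SMYD2 the paper's value is -4.26 and the value here -5.85. For ZBTB7B the paper's value is -4.17 and the value here -6.09. For TAF7 the paper's value is -4.01 and the value here -6.26. For STAG2 the paper's value is -3.97 and the value here -5.75. Among the alternatives set before the data were examined, limma on log2(TPM + 1), with and without a trend, gave values within the error of the paper's for these genes.

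For SNRNP70, 9 of 21 alternatives were within the error: the limma settings named, those with TMM factors, quantile normalization or library weights, and those without shALDH1A1 replicate 1, 2 or 4 or without CTRL replicate 3. For GATA4, 7 of 22 were: the limma settings named, those with TMM factors or library weights, and those without shALDH1A1 replicate 1, 2 or 4. For SMYD2, 8 of 22 were: the same as for GATA4, and quantile normalization. For ZBTB7B, 5 of 21 were: the limma settings named, and those without shALDH1A1 replicate 1, 2 or 4. For TAF7, 4 of 22 were: the limma settings named, TMM factors and quantile normalization. For STAG2, 6 of 21 were: the limma settings named, TMM factors, library weights, and without shALDH1A1 replicate 1 or 2. The other alternatives set before the data were examined differed for these genes, among them DESeq2, median-of-ratios factors, robust eBayes and the pseudocounts of 0.1 and 0.01.

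The paper's normalized enrichment score for glycolysis is about -1.6 in Fig. 4B, read by eye, and the score here was -1.00 (permutation p = 0.489). The gene set behind Fig. 4B is not named in the paper's text. Of 22 alternatives set before the data were examined, 13 were within 1.5 times of the paper's score: no filter, at least 5 TPM, TPM above 0 in all libraries, median-of-ratios factors, a replicate block, DESeq2, without CTRL replicate 3 or 4, limma on log2(TPM + 1) with and without a trend, and limma with TMM factors, quantile normalization or library weights. The score was -1.69 with TPM above 0 in all libraries (permutation p = 0.0076) and -1.69 with quantile normalization (permutation p = 0.0150), where GSEA passed the threshold. It was not within that range with robust eBayes, pseudocounts of 0.1 and 0.01, without any of the 4 shALDH1A1 replicates or without CTRL replicate 1 or 2. Thinning to the shallowest library, chosen after seeing the values, gave -1.51 (permutation p = 0.0347) with 11 glycolysis genes and 4 lower genes of Table S2 in place of 17.

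CAMTA2 of Table S2 had too few counts for the test. With no filter, the 19 genes of the table were lower. The paper's text speaks of the top 15 genes.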

Other observations

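With TMM factors, other groups of genes also held lower members in shALDH1A1 cells. Of 12 tested genes of mesenchymal cells and fibroblasts, 4 fell, among them COL1A2, LUM and COL3A1, which encode matrix proteins. Of 6 tested immune cell markers, CSF1R, CD3E and HLA-DRA fell, and JCHAIN, a plasma cell gene chosen after its values were seen, had a log2 fold change of -5.41 (standard error 1.58, adjusted p = 0.0102). LYZ had a log2 fold change of 3.36 and IDO1 of 3.68, and neither passed the test (adjusted p = 0.102 and 0.117). On the scale of the genes every cell uses, LUM and HLA-DRA had log2 fold changes of 0.25 and 0.33. Without shALDH1A1 replicate 2, COL1A2, LUM, COL3A1, CD3E, HLA-DRA and JCHAIN did not pass (adjusted p = 0.0504, 0.0729, 0.0832, 0.0725, 0.163 and 0.0554). Of 8 tested p53 targets, GADD45A and SESN1 fell and FAS, a death receptor, rose (log2 fold change 2.59, adjusted p = 0.0477, and 0.175 without CTRL replicate 1). Of 14 tested NRF2 targets 6 fell, AKR1C2 first, of 16 genes of cholesterol biosynthesis 5 fell, MVD first, and of 15 interferon response genes 4 fell, IRF9 among them. Of 5 tested genes of the pentose phosphate pathway, RPE and TALDO1 fell, neither without shALDH1A1 replicate 4 (adjusted p = 0.0510 and 0.0755). With TMM factors these lists did not differ from other genes by camera. Over 27 settings, NRF2 targets were called lower in 9, the fibroblast genes and the pentose phosphate pathway lower in 1 each, and p53 targets higher in 1. With DESeq2, 12 NRF2 targets fell and 1 rose, 10 genes of cholesterol biosynthesis fell and 3 rose, 10 fibroblast genes fell and 1 rose, 5 immune cell markers fell and 1 rose, 5 genes of the pentose phosphate pathway fell, 4 p53 targets fell and 3 rose, and 4 interferon response genes fell and 3 rose. When scaled to the genes every cell uses, the interferon response genes had 9 higher and 0 lower (median log2 fold change 2.74), cholesterol biosynthesis 5 higher and 1 lower, p53 targets 4 higher and 1 lower, NRF2 targets 2 higher and 1 lower, the fibroblast genes 2 higher and 0 lower, the immune cell markers 1 higher and 1 lower, and the pentose phosphate pathway 0 higher and 0 lower.

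SUMO2 and SUMO3, whose products the paper tests as modifiers of ZBTB7B, had log2 fold changes of 0.75 and -1.85, and neither passed with edgeR. ZBTB7A had a log2 fold change of -0.81 and ZBTB41 of -1.19, neither past the threshold. ACTB, a loading control, had a log2 fold change of -2.58 (standard error 1.59, adjusted p = 0.179). RPS6KB1 and ZBTB34 had too few counts for a test.

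CTRL replicate 2 correlated across genes with the shALDH1A1 libraries at 0.587 to 0.734 (log2 CPM) and with the other CTRL libraries at 0.112 to 0.185; genes are not independent replicates. Its share of stomach chief cell genes was 3.13%, and it had 83 counts of ALDH1A1.

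In Table S1, the forward primer given for ZBTB7B, CCTCCTCAGTTGCAGGATTAAAG, is the sequence given for the ALDH1A1 reverse primer. It matched 23 of 23 bases in exon 2 of ALDH1A1 and had no match in the ZBTB7B transcript searched.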
